# Variable phenotypes and penetrance between and within different zebrafish ciliary transition zone mutants

**DOI:** 10.1242/dmm.049568

**Published:** 2022-12-19

**Authors:** Jun Wang, Holly R. Thomas, Robert G. Thompson, Stephanie C. Waldrep, Joseph Fogerty, Ping Song, Zhang Li, Yongjie Ma, Peu Santra, Jonathan D. Hoover, Nan Cher Yeo, Iain A. Drummond, Bradley K. Yoder, Jeffrey D. Amack, Brian Perkins, John M. Parant

**Keywords:** Cilia, Transition zone, Meckel syndrome, Nephronophthisis, Joubert syndrome, Zebrafish, Penetrance, Pronephric cysts, Retinal degeneration, Scoliosis, CRISPR, Crispant

## Abstract

Meckel syndrome, nephronophthisis, Joubert syndrome and Bardet–Biedl syndrome are caused by mutations in proteins that localize to the ciliary transition zone (TZ). The phenotypically distinct syndromes suggest that these TZ proteins have differing functions. However, mutations in a single TZ gene can result in multiple syndromes, suggesting that the phenotype is influenced by modifier genes. We performed a comprehensive analysis of ten zebrafish TZ mutants, including *mks1*, *tmem216*, *tmem67*, *rpgrip1l*, *cc2d2a*, *b9d2*, *cep290*, *tctn1*, *nphp1* and *nphp4*, as well as mutants in *ift88* and *ift172.* Our data indicate that variations in phenotypes exist between different TZ mutants, supporting different tissue-specific functions of these TZ genes. Further, we observed phenotypic variations within progeny of a single TZ mutant, reminiscent of multiple disease syndromes being associated with mutations in one gene. In some mutants, the dynamics of the phenotype became complex with transitory phenotypes that are corrected over time. We also demonstrated that multiple-guide-derived CRISPR/Cas9 F0 ‘crispant’ embryos recapitulate zygotic null phenotypes, and rapidly identified ciliary phenotypes in 11 cilia-associated gene candidates (*ankfn1*, *ccdc65*, *cfap57*, *fhad1*, *nme7*, *pacrg*, *saxo2*, *c1orf194*, *ttc26*, *zmynd12* and *cfap52*)*.*

## INTRODUCTION

Cilia are microtubule-based organelles that protrude from the cell surface and perform a wide range of biological functions and processes (O'Donnell and O'Bryan, 2014; Essner et al., 2005; Bustamante-Marin and Ostrowski, 2017; Lee and Gleeson, 2011; Ringers et al., 2020; Kramer-Zucker et al., 2005; Li and Sun, 2011; Kennedy and Malicki, 2009; Goetz and Anderson, 2010). Ciliopathies result from mutations in proteins that comprise the ciliary compartments, and include Meckel syndrome [MKS; Online Mendelian Inheritance in Man (OMIM) #PS249000], nephronophthisis (NPHP; OMIM #PS256100), Joubert syndrome (JBTS; OMIM #PS213300), Bardet–Biedl syndrome (BBS; OMIM #PS209900), Leber congenital amaurosis (LCA; OMIM #PS204000), Senior–Løken syndrome (SLSN; OMIM #PS609254) and others. The most prominent clinical manifestations include, but are not limited to, early-onset phenotypes, including polydactyly and neural tube closure; adult-onset phenotypes, including retinal degeneration; mental retardation, and cystic kidneys, liver and pancreas; and obesity (Sharma et al., 2008; Mitchison and Valente, 2017). Interestingly, although the disorders are defined by distinct phenotypes, in some cases, mutations in a single gene result in multiple disorders (Mitchison and Valente, 2017; Suzuki et al., 2016; Bachmann-Gagescu et al., 2015; Szymanska et al., 2014; Barroso-Gil et al., 2021). For example, centrosomal protein 290 (CEP290) mutations are found in MKS4, NPHP6, JBTS5, LCA10 and SLSN6 patients (Rachel et al., 2012). The nature of this variable phenotypic penetrance is unclear, but it is likely a consequence of genetic modifiers (Ramsbottom et al., 2020; Masyukova et al., 2016; Cardenas-Rodriguez et al., 2021). The number of genes associated with ciliopathies is expanding; for example, the Pediatric Cardiac Genomics Consortium has recently found ciliary genes associated with chronic heart disease (Li et al., 2015; Watkins et al., 2019). Further, *in silico* interaction networks have now predicted that over 1000 genes (∼5% of all genes) are involved in ciliary function; however, most have not been functionally associated with ciliary defects (Li et al., 2004; van Dam et al., 2019, 2013). Of these genetic disorders, a subset of these genes encodes proteins that localize to a specialized domain found proximal to the base of the cilium known as the transition zone (TZ) (Horst et al., 1990). The TZ is made up of at least three multi-protein functional modules that gate the entry and exit of vesicles and membrane proteins through the cilium (van Dam et al., 2013; Horst et al., 1990; Reiter et al., 2012; Williams et al., 2011).

Some of the earliest efforts to understand the TZ utilized *Caenorhabditis elegans* to define three main modules (the ‘MKS module’, the ‘NPHP module’ and the ‘CEP290 module’) that interact and function together in the assembly and gating of molecules through the TZ (van Dam et al., 2013; Horst et al., 1990; Reiter et al., 2012; Williams et al., 2011). These studies also established a hierarchical importance of different molecules within a module based on fluorescent protein-tagged reporter analysis. For example, loss of MKS-5/RPGRIP1L results in mislocalization of MKS-1, MKS-2/TMEM216, MKS-3/TMEM67, MKS-6/CC2D2A and B9D2/MKSR-2, while loss of MKS-2 results in mislocalization of MKS-1, MKS-3 and MKS-6, but not MKS-5 or B9D2 (Huang et al., 2011; Williams et al., 2011; Roberson et al., 2015). Subsequent protein–protein interaction data in human cells confirmed several of these interactions and modules (Sang et al., 2011; Garcia-Gonzalo et al., 2011; Chih et al., 2012). However, recent studies in different mouse and human cell types indicate that the hierarchy may vary depending on the cell type (Wiegering et al., 2018). It should be noted that these molecular hierarchies do not reflect phenotypic differences in mutants. In *C. elegans*, complete loss of ciliary function only occurs with loss of a component of the MKS module and the NPHP module, suggesting that the modules function redundantly toward the same gating function (Williams et al., 2008; Yee et al., 2015). Human disorders and mouse knockouts of MKS components result in severe phenotypes, independent of NPHP loss (Norris and Grimes, 2012; Sang et al., 2011; Sharma et al., 2008), suggesting that there may be an evolutionary shift in dependence on the different modules or cell type-specific dependence on the modules. Loss of NPHP module components does result in phenotypes, for example NPHP in humans and retinal degeneration/sterility in mice, but more subtle than MKS component loss, which is typically lethal (Sharma et al., 2008). Although the TZ is viewed as ‘the gate’, variations in mouse knockout phenotypes suggest that each protein component acts as a unique gate with specificities for different molecules or by having tissue-specific roles (Lewis et al., 2019; Vierkotten et al., 2007; Garcia-Gonzalo et al., 2011). For example, in mice, although *Cc2d2a* nulls are embryonic lethal as early as embryonic day (E)11.5, *Tmem67* and *Rpgrip1l* null mice are viable at birth and die shortly after (Lewis et al., 2019; Vierkotten et al., 2007; Garcia-Gonzalo et al., 2011). Further, *Cc2d2a* and *Rpgrip1l* nulls have heterotaxia and polydactyly, whereas *Tmem67* nulls do not. Using conditional knockouts, genetic ablation of *Rpgrip1l* in adult mice results in obesity, whereas ablation of *Cc2d2a* in adults does not (Lewis et al., 2019). Note that loss of either of these genes results in pronephric cysts. A comprehensive analysis of TZ mutants and tissue-specific phenotypes would shed light onto the specificities of these proteins.

The zebrafish is an excellent model for studying human diseases, especially ciliopathies. Multiple studies have analyzed TZ proteins in zebrafish utilizing predominantly morpholino knockdown technology for rapid phenotypic analysis. These studies have described multiple ciliary dysfunction-associated phenotypes, including gastrulation defects, body curvature, hydrocephalus, pronephric cysts, eye malformations and left–right (LR) symmetry defects (Lindstrand et al., 2014; French et al., 2012; Valente et al., 2010; Leitch et al., 2008; Leightner et al., 2013; Khanna et al., 2009; Gorden et al., 2008; Bachmann-Gagescu et al., 2011; Zhao and Malicki, 2011; Sayer et al., 2006; Lessieur et al., 2019; Manning et al., 2013; Serluca et al., 2009; Bisgrove et al., 2005). Uncertainty about the true loss-of-function phenotypes for several genes exists, as these studies often report differing or contradictory phenotypes, sometimes when using the same morpholino (Lindstrand et al., 2014; Slanchev et al., 2011; Kok et al., 2015). For example, *nphp1* MO1 (https://zfin.org/) in two studies produced curved body and pronephric cysts. One study found small eyes and randomized LR heart looping asymmetry; the other study found pericardial edema and hydrocephalus (Lindstrand et al., 2014; Bisgrove et al., 2005). To address conflicting results about phenotypes associated with loss of TZ components, and to better define TZ related phenotypes, we compiled a comprehensive phenotypic analysis of zebrafish null mutants in *mks1*, *tmem216* (*mks2*), *tmem67* (*mks3*), *rpgrip1l* (*mks5*), *cc2d2a* (*mks6*), *b9d2* (*mksr2*), *cep290* (*nphp6*), *tctn1* (*jbt13*), *nphp1* and *nphp4*. We were able to identify common and unique phenotypes associated with mutations in different TZ genes. Lastly, to accelerate the analysis of the hundreds of proposed ciliary genes, we demonstrated that multiplex guide CRISPR/Cas9 F0 animals recapitulate zygotic mutant phenotypes.

## RESULTS

### Generation of ciliopathy mutants

To investigate the loss-of-function phenotypes for the ciliary TZ components in zebrafish, we generated CRISPR/Cas9-derived out-of-frame mutations in *mks1*, *tmem216*, *tmem67*, *rpgrip1l*, *cc2d2a*, *b9d2*, *cep290*, *tctn1*, *nphp1* and *nphp4* genes (Figs S1 and S2); for simplicity in the following text and figures we will denote these generated alleles as ‘−’. The IFT B complex has been established as an essential protein for ciliary retrograde trafficking and ciliary function (Haycraft et al., 2005). Therefore, as a positive control for ciliary dysfunction, we included a previously characterized *ift88* Oval (henceforth referred to as ‘–’) mutant (Tsujikawa and Malicki, 2004a,b) as well as generated a novel *ift172* mutant allele. To validate protein loss in *b9d2*, *cep290*, *ift88*, *ift172*, *nphp1*, *nphp4*, *rpgrip1l* and *tmem67* mutants, we performed western blotting of human HEK293 cells and zebrafish sibling (+/+ and +/−) and mutant (−/−) protein extracts. Of the eight antibodies used, four (anti-B9D2, anti-IFT172, anti-NPHP1 and anti-NPHP4) did not recognize the appropriate band both in human or zebrafish extracts, three (anti-CEP290, anti-RPGRIP1L and anti-TMEM67) recognized human but not zebrafish protein, and one (anti-Ift88) was able to detect both human and zebrafish protein, but not Ift88 protein in the mutant −/− extracts (Fig. S3).

### Gross embryonic phenotypes

To assess gross morphological defects of homozygous mutant embryos from these lines, we performed heterozygous×heterozygous pairwise crosses and examined embryos and larvae at 1, 2 and 5 days post fertilization (dpf). In the case of *ift88* and *ift172*, we observed a very strong curled-down tail (CDT) phenotype at both 2 dpf and 5 dpf (Fig. 1) with 100% penetrance. This is consistent with previously published *ift88* mutants (Tsujikawa and Malicki, 2004b). In *tmem216*, *tmem67*, *rpgrip1l*, *cc2d2a*, *b9d2* and *cep290*, but not *mks1*, *tctn1*, *nphp1* and *nphp4*, mutants, we observed a CDT phenotype at 2 dpf, but less severe than that of the IFT complex B mutants. Although very subtle, there was a gradient of decreasing phenotypic severity, with *cep290*>*tmem67*>*cc2d2a* and *b9d2*>*tmem216* and *rpgrip1l*; loss of *mks1*, *tctn1*, *nphp1* or *nphp4* did not result in any CDT morphological defects. To address whether the variable phenotype among mutants is due to variance in nonsense-mediated decay (NMD), we performed next-generation sequencing (NGS), and Sanger sequencing, of reverse transcription PCR (RT-PCR) products from adult heterozygote tail biopsies. The NGS and Sanger sequencing results indicate that *rpgrip1l*, *nphp4*, *cc2d2a*, *ift88*, *cep290* and *mks1* mutant alleles do not undergo NMD; *nphp1*, *tctn1*, *tmem67*, *b9d2* and *ift172* mutant alleles underwent partial NMD; and *tmem216* had complete NMD (Fig. S4), suggesting that the level of NMD does not correlate with phenotypic severity. To address whether the variability is due to maternal contributions, we performed NGS of RT-PCR products from 2 dpf and 5 dpf homozygous mutant embryos to determine the relative contribution of wild-type (WT) sequences (only derived from their heterozygous mutant mother; Fig. S5). We observed that *nphp4*, *tmem216*, *tmem67*, *cep290*, *ift88*, *mks1*, *b9d2* and *rpgrip1l* mutants had almost no contribution (<0.2%) of maternal RNA at 2 dpf, while *cc2d2a*, *ift172* and *nphp1* mutants had small contributions of maternal WT mRNA (1.92%, 11.59% and 16.48%, respectively). Importantly, the amount of maternal RNA contribution did not correlate with CDT phenotypic severity. Further, there was no correlation between the relative mRNA abundance and phenotypic severity (Fig. S6). It is important to note that we cannot address maternal protein contributions; however, homozygous inbreeding of *nphp1*^−/−^, *nphp4*^−/−^ and *tctn1*^−/−^ produced normal-looking embryos and viable adults, indicating that the lack of phenotype is not due to maternal RNA or protein. The variability in CDT phenotype among these TZ mutants indicates a differential dependence of TZ proteins regarding the severity of body axis deformities. Although *mks1* does not have a CDT phenotype, at 5 dpf, 57.7% of *msk1* mutants display a head–trunk-angled defect (HTA) (Fig. 1; Fig. S7). Further, a majority (67.3%) of *b9d2* mutants, which do not display CDT, also have this decreased HTA (Fig. 1; Fig. S7). To our knowledge, this is a novel dysfunctional cilium-associated phenotype.

**Fig. 1.**
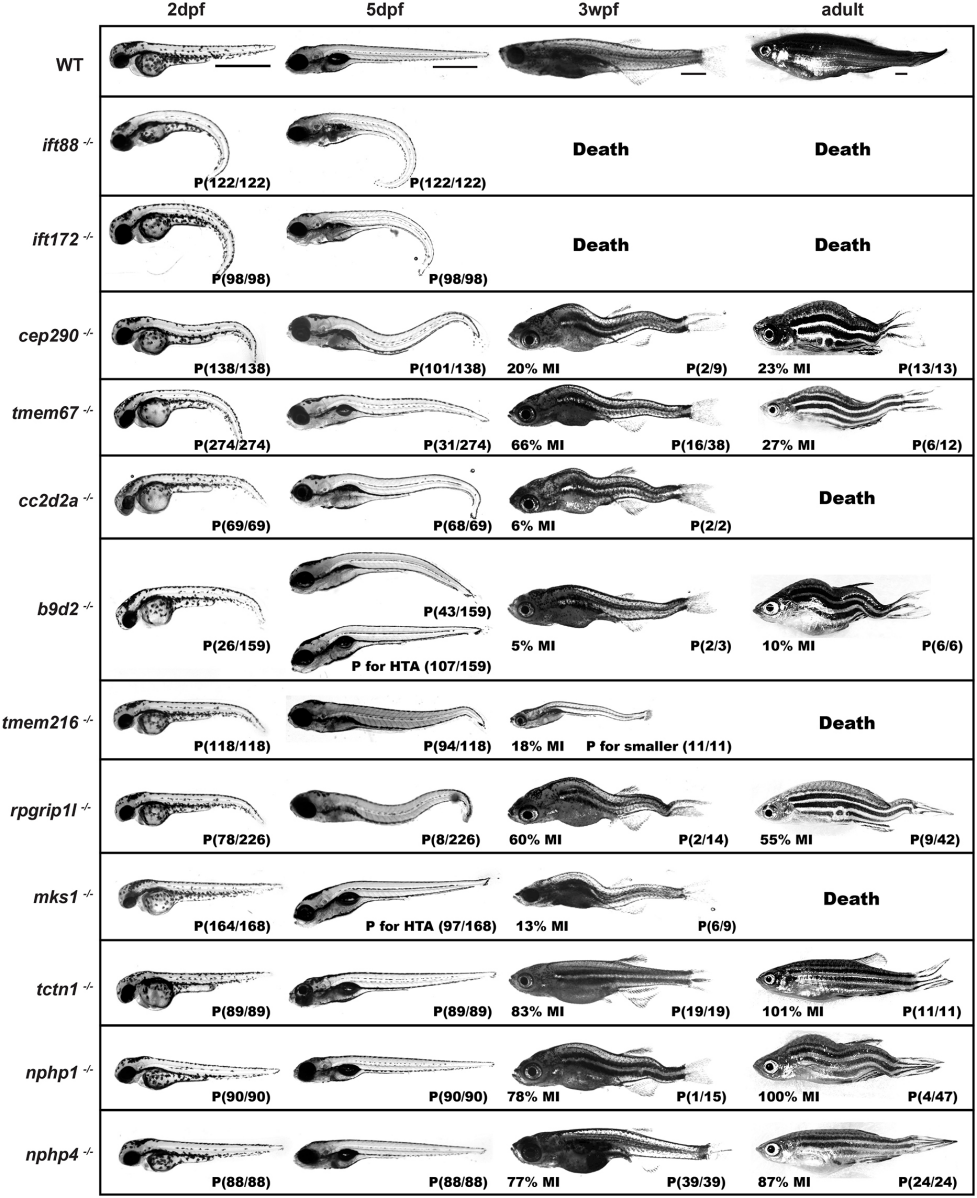
**Gross phenotype of cilia-related mutants and wild-type (WT) zebrafish across time.** Lateral views of WT and mutant animals at 2 days post fertilization (dpf), 5 dpf, 3 weeks post fertilization (wpf) and >3 months post fertilization (mpf; adult). The penetrance of the imaged phenotype [curled-down tail (CDT) and/or scoliosis for most, a decreased head-trunk-angled defect (HTA) for *mks1* and *b9d2*, and small size for *tmem216*] in −/− animals is indicated in the bottom right of each panel (P, observed/total number of −/− identified). At 3 wpf and in adults, we indicate the Mendelian inheritance (MI) in the bottom left of each panel. MI was calculated as % of the number of observed −/− divided by the expected number of −/− (1/3 of the sum of observed +/+ and +/−). Scale bars: 1000 μm.

### Post-embryonic phenotypes

To further assess post-embryonic phenotypes, we raised the progeny from heterozygous×heterozygous crosses. Genotyping at 3 months of age indicated normal Mendelian inheritance (MI; ∼100%) for homozygous *nphp1*, *nphp4* and *tctn1* mutant adults (Fig. 1; Fig. S8A). Although there were reduced ratios for homozygous *rpgrip1l* mutants (55%), and significantly reduced ratios for *tmem67* (27%), *cep290* (23%) and *b9d2* (10%) mutants, there was an absence of *ift88*, *ift172*, *mks1*, *tmem216* and *cc2d2a* nulls at 3 mpf (Fig. 1; Fig. S8A). To further define the time point of lethality for these mutants, we analyzed MI at 3 weeks post fertilization (wpf). For *ift88* and *ift172*, we did not identify homozygous mutants at 3 weeks of age (Fig. 1; Fig. S8B). For *mks1*, *tmem216*, *cc2d2a*, *b9d2* and *cep290* mutants, we also observed significantly reduced MI at 3 weeks (Fig. 1; Fig. S8B). For *tmem67* and *rpgripl1* mutants, there was a gradual reduction in the MI from 5 dpf to 3 months, suggesting that lethality occurs across the 3-month time point (Fig. S8D). Although lethality of *tmem216 and cc2d2a* mutants might be anticipated based on the highly penetrant 5 dpf CDT phenotype, the lethality of *mks1* mutants by 3 weeks could be associated with the decreased HTA because they lack a CDT phenotype, but there could also be another undefined cause (Fig. 1). The sub-MI in *tmem67* and *rpgrip1l* mutants is consistent with the CDT phenotypic penetrance at 5 dpf, suggesting that this is the driving cause of the lethality.

We also assessed the gross morphological phenotypes of those viable −/− animals at 3 weeks and 3 months of age (Fig. 1). We observed that four of 47 aged (>1 year) *nphp1* mutants developed a scoliotic phenotype, while none of the 24 *nphp4* mutants developed a scoliotic phenotype (Fig. 1). Note that in *nphp1 mutants*, a wavy spine could be seen in one of 15 −/− at 3 weeks, consistent with the penetrance found in the adults. This indicates that the scoliotic phenotype in *nphp1* is established between 5 dpf and 3 weeks. Although very few *tmem67*, *rpgrip1l*, *b9d2* and *cep290* homozygous nulls survived to adulthood, those that did often had a scoliosis-like phenotype. In *tmem67*, *b9d2* and *rpgrip1l* mutants, the penetrance of scoliosis at 3 months was consistent with that at 3 weeks, suggesting that the phenotype was established prior to 3 weeks of age. In contrast, in *cep290* mutants, only ∼22% of −/− showed a wavy spine at 3 weeks, while 100% had curved bodies at 3 months, suggesting that the phenotype can be acquired after 3 weeks and that *cep290* compensation is reduced after 3 wpf. We observed nine *mks1*^−/−^ at 3 weeks, the majority of which had a wavy spine; unlike other mutants, none survived to 3 months, suggesting that there are other vital processes requiring *mks1* function. We observed 11 *tmem216*^−/−^ (from two independent clutches) at 3 weeks, and, unlike other mutants, they were extremely small and did not survive to 3 months of age. This is a unique phenotype compared to the other TZ mutants and suggests that *tmem216* has a unique role in other vital biological processes. Together, these results indicate that there are different roles of TZ protein members in embryonic and adult development. In addition, these data indicate that the scoliotic phenotypes can be acquired at different developmental stages.

To better examine the scoliotic-like phenotype, we performed microcomputed tomography (µCT) on WT, and *b9d2* and *cep290* mutant adult zebrafish (Fig. 2A). Anatomical analysis of the vertebrae suggested that they do not have any morphological defects but are oriented abnormally. Further, there was no significant difference in bone volume or bone density (Fig. 2B,C). To further evaluate other mutants, we performed Alizarin Red (AR) staining of WT, and *rpgrip1l*, *tmem67*, *b9d2* and *cep290* mutants (Fig. 2D). Consistent with µCT results, we did not find any visible defects in vertebrae. We did observe that there was a trend in phenotypic severity, such that *tmem67* and *rpgrip1l* had the least severe phenotype, whereas *b9d2* and *cep290* had the more severe phenotype.

**Fig. 2.**
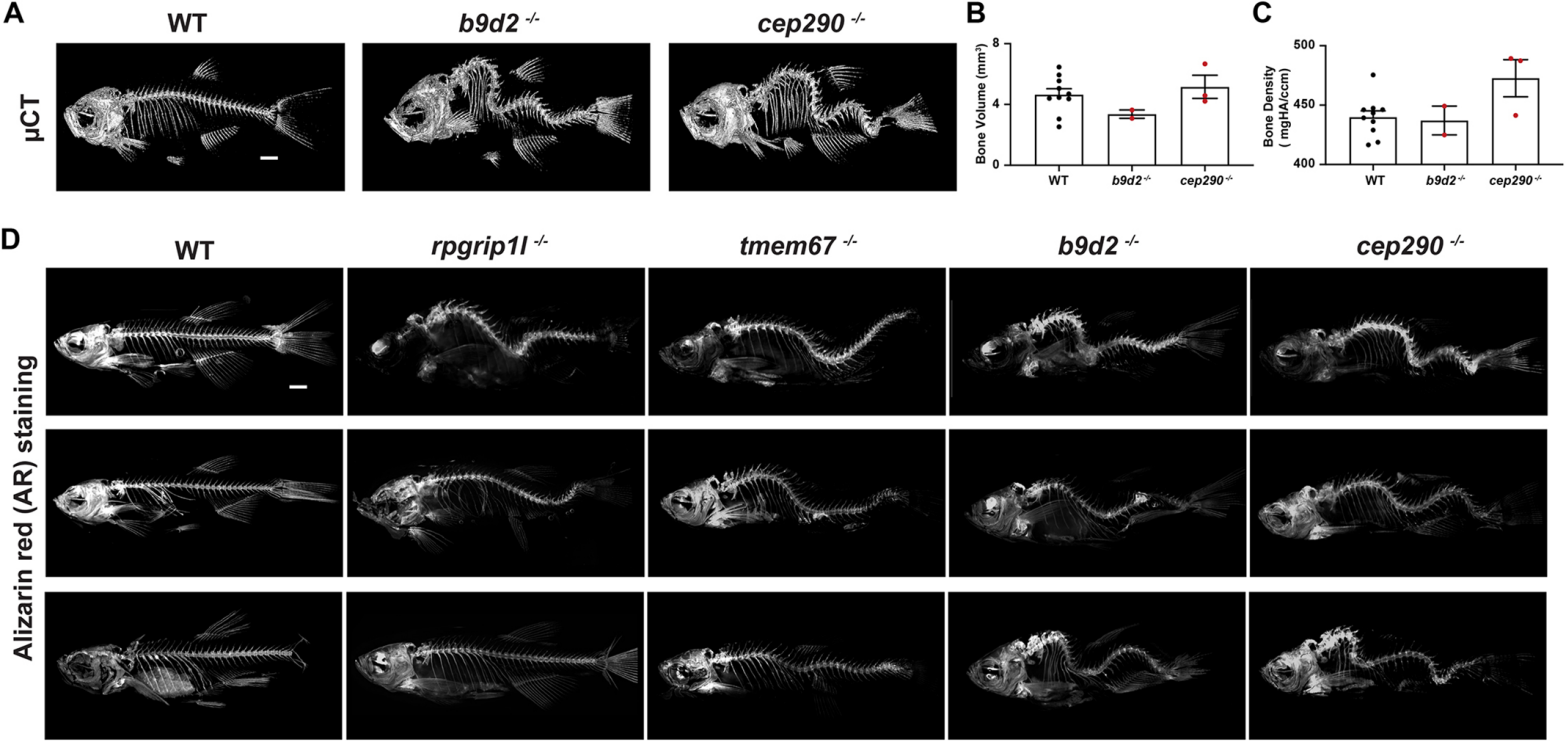
**Scoliosis in transition zone (TZ) mutants.** (A) Microcomputed tomography (μCT) images of lateral views of representative WT, and *b9d2* and *cep290* mutant zebrafish at 3 mpf. (B,C) The bone volume (B) and density (C) of WT, and *b9d2* and *cep290* mutant zebrafish. Each dot represents individual adults. WT, black dots; *b9d2*^−/−^ and *cep290*^−/−^, red dots. WT (*n*=10), *b9d2*^−/−^ (*n*=2) and *cep290*^−/−^ (*n*=3). Error bars represent ±s.e.m. (D) Alizarin Red (AR)-stained lateral view images of representative WT, and *rpgrip1l*, *tmem67*, *b9d2* and *cep290* mutant zebrafish at 3 mpf. Scale bars: 1000 μm.

To address fertility, breeding of homozygous males and females of *nphp1*, *nphp4*, *tctn1* and *rpgrip1l* pairs produced progeny under natural mating conditions. However, breeding of more than ten *b9d2*, *cep290* and *tmem67* homozygous males or females to WT animals did not produce progeny, suggesting that both sexes are infertile or lack breeding behaviors. The inability to breed trended with scoliotic severity, suggesting that this may be the underlying cause.

### Ciliary-dependent hair cell sensitivity to aminoglycosides

Mechanosensory hair cells of the human inner ear are often lost in patients receiving high doses of aminoglycosides, resulting in deafness. Aminoglycosides are commonly prescribed antibiotics that are mainly used to treat aerobic gram-negative bacilli infection (Krause et al., 2016). Like humans, zebrafish have mechanosensory hair cells of the lateral line, known as neuromasts, that are sensitive to aminoglycosides (Malicki et al., 2011; Harris et al., 2003). Recent studies have indicated that dysfunctional cilia can provide resistance to aminoglycosides (Stawicki et al., 2016, 2015). Consistent with published data, loss of *ift88* resulted in resistance to neomycin and loss of kinocilia in the hair cells (Fig. 3A-E). Interestingly, we observed a differential role of TZ proteins in resistance to neomycin. In the head region, loss of *mks1*, *tmem216*, *cc2d2a*, *b9d2* and *cep290* provided a resistance to neomycin comparable to that after loss of *ift88* or *ift172*, whereas *tmem67* or *tctn1* loss provided moderate resistance, and *nphp1*, *nphp4* and *rpgrip1l* loss provided no resistance (Fig. 3C). There were slight differences in resistance between head and trunk regions, but the trend was consistent (Fig. 3C,D). At least in a subset of mutants analyzed, the differences were not due to the presence or absence of kinocilia, because *mks1*, *tmem216*, *rpgrip1l* and *cc2d2a* homozygous mutants all had kinocilia present and appeared normal (Fig. 3E), suggesting that there is a gating or trafficking defect in these mutants. Together, these data indicate that TZ proteins have differential roles or tissue-specific compensation in resistance to hair cell sensitivity to aminoglycoside treatment.

**Fig. 3.**
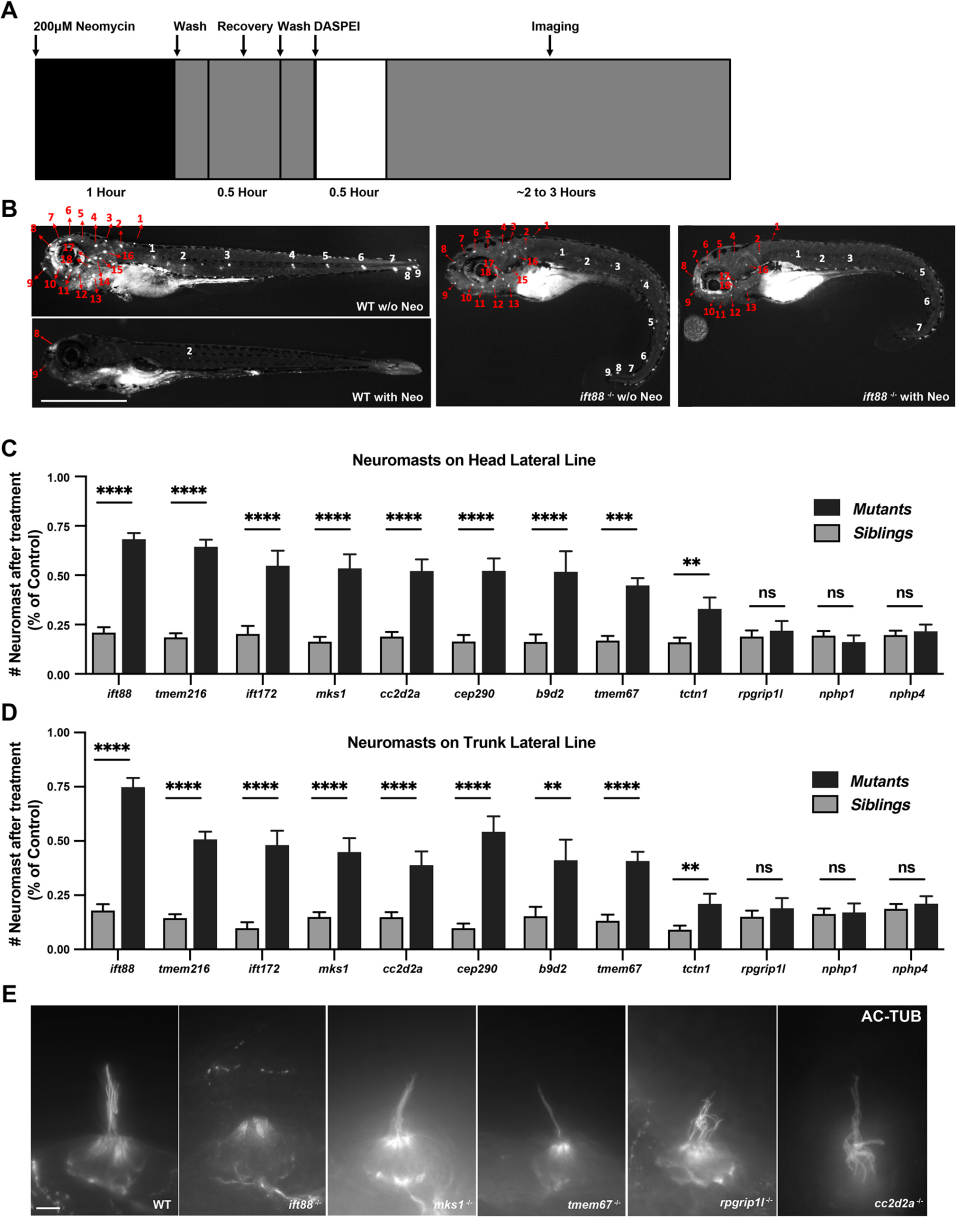
**TZ mutants have variable resistance to neomycin treatment.** (A) Diagram of timeline of neuromast staining. Zebrafish embryos at 5 dpf were exposed to 200 µM neomycin for 1 h, and neuromasts in the lateral line were stained with 2-[4-(dimethylamino) styryl]-N-ethylpyridinium iodide (DASPEI) and counted 2 h following initial neomycin exposure. (B) Representative images of neuromasts in the lateral line in WT and *ift88*^−/−^ zebrafish embryos at 5 dpf stained with DASPEI with and without (w/o) 200 nM neomycin treatment. The positions of neuromasts are numbered; red numbers indicate neuromasts in the head, and white numbers indicate neuromasts in the trunk. Scale bar: 1000 μm. (C,D) Percentage of neuromasts after neomycin treatment in the head (C) and trunk (D) lateral line for mutants and their siblings (including WT and heterozygous). Error bars represent ±s.e.m. ns, not significant; **P<0.01, ***P<0.001 and ****P<0.0001. Unpaired two-tailed Student's *t*-test (*n*>20 for all mutants from two independent experiments). (E) Representative images of anti-acetylated Tubulin staining of mechanosensory hair cells in WT, and *ift88*, *mks1*, *tmem67*, *rpgrip1l* and *cc2d2a* mutant embryos at 2 dpf. Scale bar: 5 μm.

### Retinal degeneration

Human ciliopathies often include retinal degeneration (Malicki et al., 2011; Kennedy and Malicki, 2009; Tsujikawa and Malicki, 2004a; Rachel et al., 2012). The photoreceptor cells of the retina contain an outer segment, which is a highly modified cilium. Based on Zpr1 (cone inner segments) and peanut agglutinin (PNA; cone outer segments) staining (Fig. 4A,B), loss of *ift172* resulted in the most severe defects, with loss of cone inner and outer segments. Loss of *ift88* was also severe, with complete absence of outer segments but some remaining inner segments. Loss of *mks1*, *rpgrip1l*, *tmem67*, *tmem216*, *tctn1* and *b9d2* appeared to result in strong disruption of the cone outer segments, whereas loss of *cc2d2a* resulted in mild disruption. *nphp1*, *nphp4* and *cep290* mutants had no defects at 5 dpf. This is consistent with published data on *ift88* and *cep290* mutants (Tsujikawa and Malicki, 2004b; Lessieur et al., 2019; Sukumaran and Perkins, 2009). Based on Zpr3 (rod outer segments) staining, *ift172* mutants had a clear loss of rod cells in the older central region of the retina, whereas the peripheral margin, where new rod cells are generated, had not yet degenerated (Fig. 4A,B). *ift88* mutants did not have as strong degeneration phenotype at this time point, but displayed disorganized expression of Zpr3, suggesting mislocalization of rhodopsin due to a ciliary trafficking defect. *b9d2* and *mks1* mutants also showed disorganized expression of Zpr3 and cellularity of the inner segment**,** while *tmem216* and *cc2d2a* mutants had disorganized inner segment. *nphp1*, *nphp4*, *cep290*, *tmem67*, *tctn1* and *rpgrip1l* mutants displayed normal Zpr3 staining. Together, these data indicate that loss of TZ proteins differentially contributes to early retinal degeneration in larvae. Adult 3-month-old *b9d2* mutants had considerable cone photoreceptor loss (Zpr1/PNA), a large increase in proliferation in the outer nuclear layer, where the rod precursors reside (Pcna labeling), and considerable inflammation, as indicated by the activated microglia (L-plastin/4C4) (Fig. 4D). However, adult 3-month-old *cep290*, *tmem67*, *rpgripl1*, *tctn1*, *nphp1* and *nphp4* mutants did not have any rod or cone photoreceptor degeneration. *cep290*, *tmem67* and *rpgripl1* mutants had a mild increase in proliferative cells in the outer nuclear layer and inflammation, as indicated by the activated microglia, suggesting a mild degeneration occurring (Fig. 4A,B). Interestingly, *b9d2* null mutants had embryonic rod and cone defects; however, adults had cone, but not rod, defects. This suggests there may be compensation or temporal differences for the role of *b9d2* in rods versus cones.

**Fig. 4.**
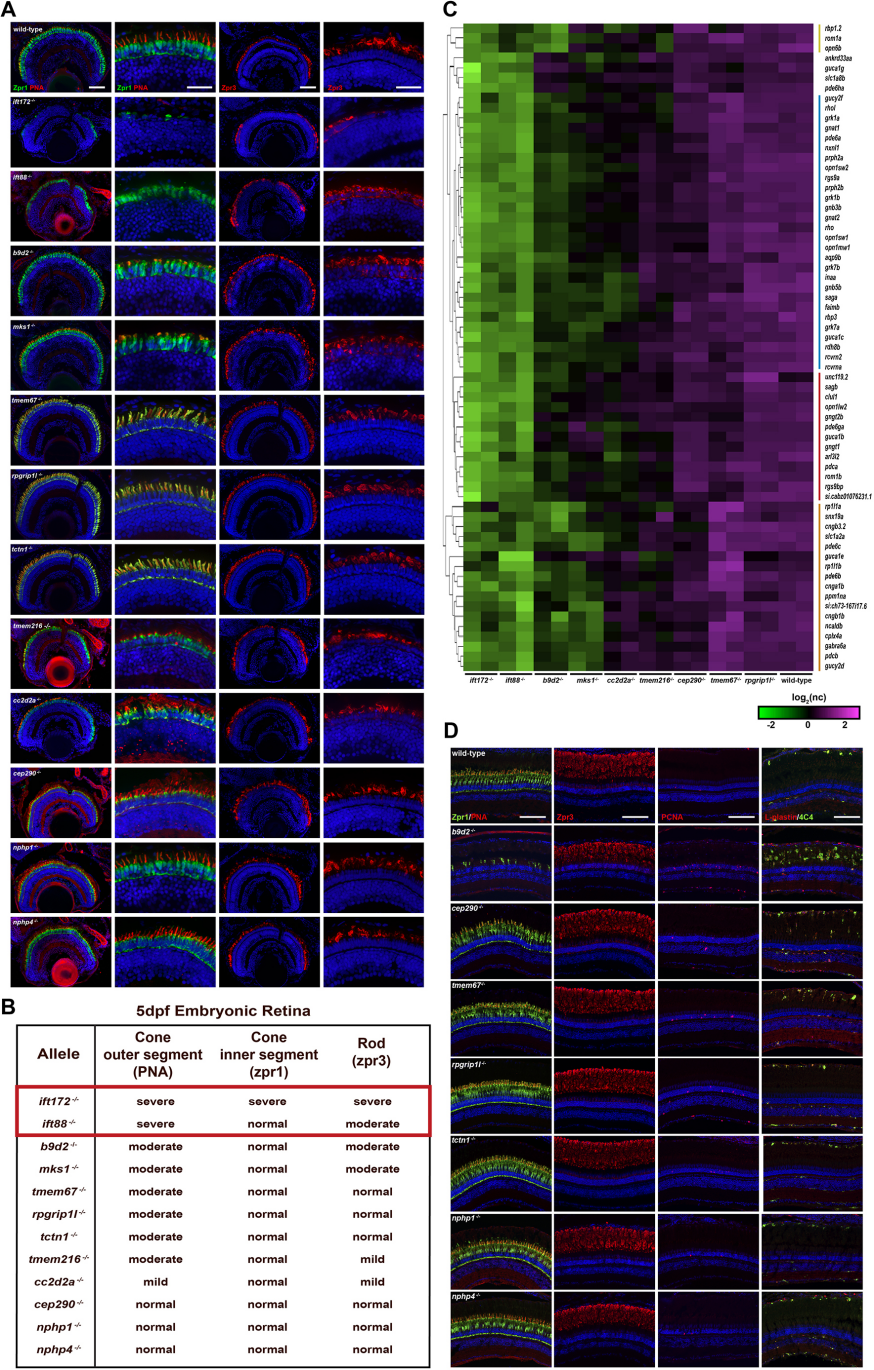
**Immunohistochemical (IHC) and transcriptional analysis of rod and cone photoreceptors for embryonic and adult retina sections of WT and cilia-related mutants.** (A) IHC staining of retinal cryosections of WT, and *ift88*, *ift172*, *b9d2*, *mks1*, *tmem67*, *rpgrip1l*, *tctn1*, *tmem216*, *cc2d2a*, *cep290*, *nphp1* and *nphp4* mutant embryos at 5 dpf. Dorsal views are shown. Images of IHC staining of cone photoreceptors with Zpr1 (green; inner segment), PNA (red; outer segment) and DAPI (blue; nuclei) in column 1. Higher-magnification images are in column 2. Images of IHC staining of rod photoreceptors with Zpr3 (red; rhodopsin – outer segment if trafficked properly) and nuclei with DAPI (blue) are in column 3. Higher-magnification images are in column 4. Scale bars: 50 µm (columns 1 and 3); 25 µm (columns 2 and 4). (B) The table depicting retinal defects observed in mutant embryos. *ift172*^−/−^ and *ift88*^−/−^ results are highlighted by a red box. (C) K-means clustering of log2 normalized counts of the 65 retinal genes. The experiment workflow for how we defined these 65 genes is shown in Fig. S9A. Colored sidebars represent different clustering groups (yellow, blue, red and orange). (D) Representative cryosectioned 3-month-old adult retinae of WT, and viable *b9d2*, *cep290*, *tmem67*, *rpgrip1l*, *tctn1*, *nphp1* and *nphp4* mutants stained with Zpr1/PNA (green/red; column 1), Zpr3 (red; column 2), Pcna (proliferating cells; red; column 3) and L-plastin/4C4 (green; pan-leukocyte marker/red; microglia marker; column 4). Scale bars: 100 µM.

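For the 5 dpf comparison of *rpgrip1l*-/- with WT, RNA from pools of 30 to 35 whole embryos was sequenced with poly(A) selection, as pairs of 150 bp reads, with 2 libraries per genotype. The targeted gene, *rpgrip1l* (ENSDARG00000051754), had 11 and 24 counts in the *rpgrip1l*-/- libraries and 21 and 22 in WT. Its log2 fold change was −0.09 (SE 0.45, adjusted p = 0.951 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and went from −0.74 to 0.36 when 1 library was left out, so the level of this transcript did not separate the genotypes and does not check the labels. The paper states that the *rpgrip1l* mutant allele does not undergo NMD. The labels name crosses between homozygous mutants as the origin of the *rpgrip1l*-/- embryos and crosses of the AB strain as the origin of WT. The authors trimmed the reads, aligned them to GRCz11 with STAR and counted them on genes with HTSeq-count, and the deposited values are these counts without normalization. The counts on genes were 13979426 and 14022070 in the *rpgrip1l*-/- libraries and 17536165 and 17294975 in the WT libraries. Starting from these counts, library sizes were scaled by TMM, and 20071 of the 32057 genes passed edgeR's filter on low counts and were tested. On simulated counts for the same design with 200 changed genes, the test called 191 of them (95.5%) together with 17 unchanged genes, which made up 8.17% of its calls. The changed genes left out those of low counts and differed by at least 2-fold. The 95.5% therefore does not cover genes of low counts or smaller changes. In the deposited counts, 771 genes had an adjusted p under 0.05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 257 of them higher and 514 lower in *rpgrip1l*-/-. DESeq2 called 418 genes, and the fit of all 10 libraries 1231.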

To define retina degenerative markers, we performed transcriptional analysis of mRNA from different 5 dpf TZ mutant embryos with retina degeneration. Among 260 conserved genes between *ift88*^−/−^ versus *ift88*^+/+^ and *ift172*^−/−^ versus *ift172*^+/+^at 5 dpf (these mutants had the strongest retinal degeneration), we defined 65 retinal-associated differentially expressed genes (DEGs) (Fig. 4C; Fig. S9, Table S4). 

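The retinal list in Fig. 4C was chosen by the authors on *ift88* and *ift172* mutants, which were not analysed here. Of its 65 names, 38 (58.5%) were matched in the counts of the 5 dpf *rpgrip1l*-/- and WT libraries, 31 by symbol, 1 by a synonym and 6 as copies that share a symbol. The median log2 fold change of these 38 genes between *rpgrip1l*-/- and WT was 0.22, and 30 of them were higher in *rpgrip1l*-/-. Expressed as the median deviation from each gene's mean, the list stood at 0.12 and 0.08 in the *rpgrip1l*-/- libraries and at −0.19 and −0.0062 in the WT libraries. Without replicate 1 of WT, the median fell to 0.08. Over all genes tested, 7 of the 38 genes had an adjusted p under 0.05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 5 higher and 2 lower. Adjusted over the list alone, 16 genes passed, 12 higher and 4 lower. As a set, the list did not move in 1 direction beyond the spread between libraries in limma's fry test (unadjusted p of 0.164, and 0.289 adjusted over the 44 list tests). For changes in either direction, fry gave an unadjusted p of 0.000138. Genes of the list thus changed, while a shared shift was not detected. The camera test with its preset correlation gave a p of 0.000103 for a shared shift. That call held neither under fry's test of 1 direction nor with an estimated correlation in camera (p of 0.301). By sidebar color, the median log2 fold change was 0.32 over 18 genes of the blue cluster, with 16 higher. It was 0.21 over 7 genes of the red cluster and 0.12 over 10 genes of the orange cluster. The 2 genes listed as PDC, which the gene table does not assign to *pdca* or *pdcb*, are counted in both of these clusters. The 2 genes of the yellow cluster were both higher, with a median of 0.39, and the 3 genes without a sidebar color had a median of −0.30, with 2 lower.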

Hierarchal clustering accurately depicted the severity of the retinal degeneration among the TZ mutants (Fig. 4C). The most prominent cluster grouped *ift88*, *ift172*, *b9d2*, *mks1* and *cc2d2a* mutants together (Fig. 4C; cluster labeled with blue sidebar). There was an *ift88*, *ift172*, *b9d2*, *mks1*, *cc2d2a* and *tmem216* mutant signature (Fig. 4C; yellow cluster), but it only contained three genes amongst the 65 conserved DEGs. There was also an *ift88*, *ift172*, *b9d2* and *mks1* mutant signature (Fig. 4C; orange cluster) and an *ift88*, *ift172* and *b9d2* mutant signature (Fig. 4C; red cluster). These clusters are likely to be indicative of phenotypic severity, with the genes contained in the blue cluster signature being the most sensitive to retinal degeneration. Note that this analysis also suggests some transcriptional differences between mutants that appear histologically similar, which will help further define the underlying mechanisms leading to retina degeneration. Note that the differences in the clusters do not denote loss of particular rod or cone cell types; for example, the blue cluster contains rod markers such as *rho*, *grk1* and *pde6a*, while the orange cluster also contains rod markers *pde6b* and *cngb1b*, and the red cluster contains rod markers *sagb*, *pde6ga* and *gngt1* as well. These likely represent differences in transcriptional sensitivity to rod dysfunction.

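At 5 dpf, the most abundant of the 3 genes with the symbol rho (ENSDARG00000002193) had 1230 ± 22 CPM (SD, n = 2 libraries) in *rpgrip1l*-/- and 760 ± 185 CPM in WT. Its log2 fold change was 0.69 (SE 0.13, adjusted p = 0.00702 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and DESeq2 gave an adjusted p of 0.145 for it, against 0.00441 with no filter and 0.00703 with upper quartile scaling. The other rho genes differed by 0.52 (ENSDARG00000070666, adjusted p = 0.159) and −0.15 (ENSDARG00000111860, adjusted p = 0.776) in the same edgeR test. The gene listed as GRK1 (ENSDARG00000058803) was higher in *rpgrip1l*-/- by a log2 fold change of 0.56 (SE 0.13, adjusted p = 0.0286 with edgeR), a call not made by DESeq2 (adjusted p = 0.128, against 0.0279 with upper quartile scaling and 0.0336 with no filter). For *grk1b* (ENSDARG00000104685), no difference was detectable, with a log2 fold change of 0.13 (SE 0.12) that changed sign when a library was left out. The pair of genes listed as PDE6B rose by 0.39 and 0.58 on the log2 scale, with adjusted p of 0.145 (ENSDARG00000000380) and 0.0747 (ENSDARG00000011671) from edgeR. Among the remaining rod markers, PDE6G (ENSDARG00000101984), taken for *pde6ga* without its copy letter, had a log2 fold change of 0.58 (adjusted p = 0.0131), *sagb* (ENSDARG00000038378) of 0.36 (adjusted p = 0.0637) and *cngb1b* (ENSDARG00000042107) of 0.29 (adjusted p = 0.596), again with edgeR's test. The names *pde6a* and *gngt1* had no match in the gene table and were not analysed here. Reads of near-identical copies could be split between them by the counting, and whether this holds for the rho genes was not tested.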

### LR heart looping or glomerular cyst

Defective LR asymmetry and pronephric cysts have been described in multiple cilia morphants (Drummond et al., 1998; O'Donnell and O'Bryan, 2014; Essner et al., 2005). LR axis symmetry defects are most apparent in the LR looping of the heart. We have observed that all the cilia-related mutants, including *ift172* and *ift88* mutants, do not have defects in LR asymmetry of the heart (Fig. 5A,B). Consistent with published data (Sun et al., 2004; Ryan et al., 2013), *ift88* and *ift172* mutants displayed cyst formation as early as 3 dpf (Fig. 5C,D). However, we did not observe cyst formation throughout the first 7 days in any of our TZ mutants (Fig. 5D). In addition, we also did not observe LR heart looping defects or pronephric cysts in progeny from homozygous mutants of *nphp1*, *nphp4*, *tctn1* or *rpgrip1l* intercrosses, suggesting that maternal *nphp1*, *nphp4*, *tctn1* or *rpgrip1l* transcripts or protein do not contribute to rescuing heart looping defects or cyst formation. These data suggest that defects in the TZ are not associated with LR axis formation or embryonic pronephric cyst formation in zebrafish.

**Fig. 5.**
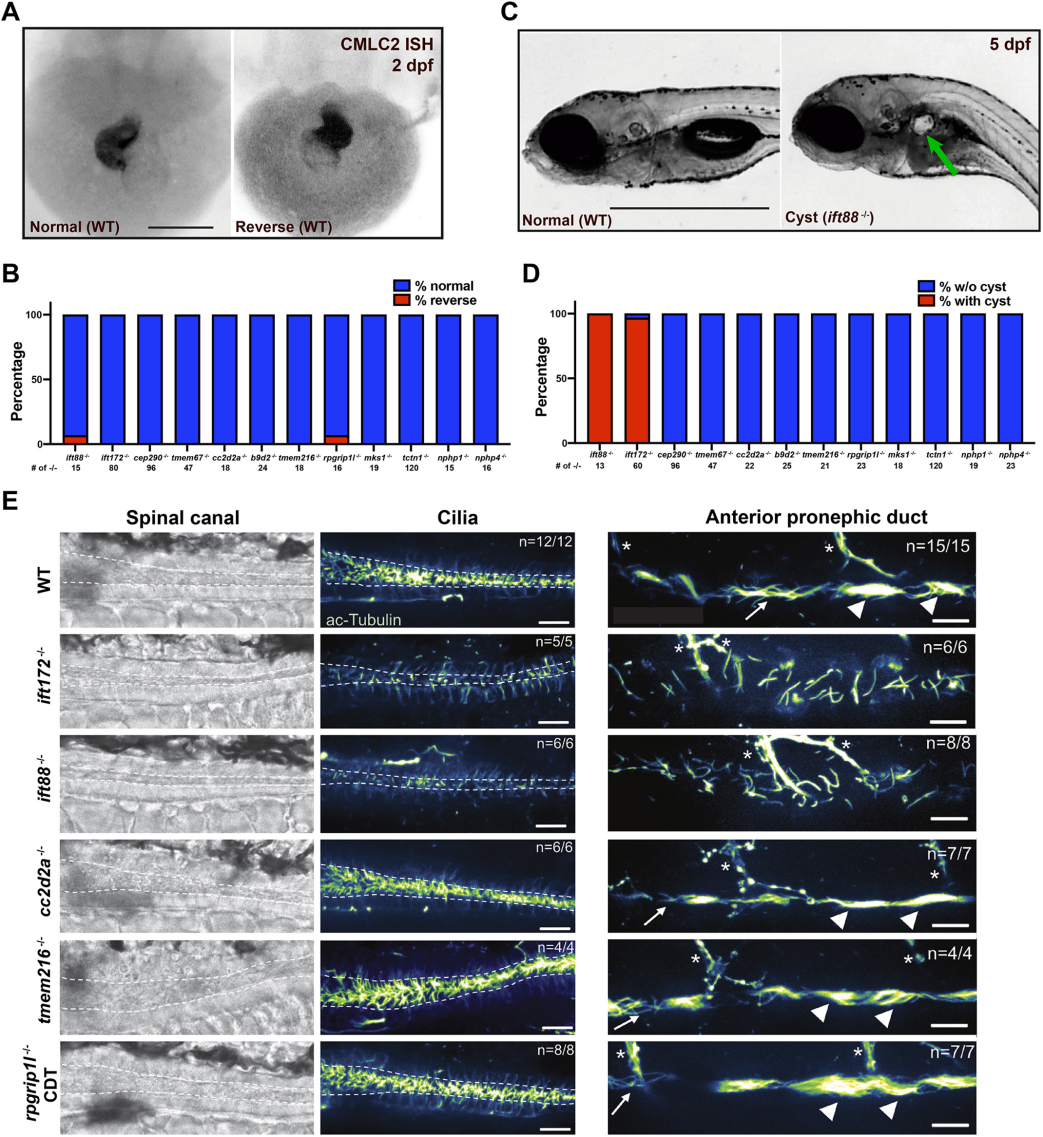
**TZ mutants lack left–right heart looping or glomerular cyst, and have normal-appearing cilia.** (A) Whole-mount *in situ* hybridization (ISH) against *cmlc2* RNA in WT zebrafish embryos at 2 dpf with normal phenotype of heart looping (left) and reverse heart looping (right). Reverse example found in WT clutch. Scale bar: 25 μm. (B) Bar graph depicting the ratio of mutant embryos with normal heart looping (% normal, blue) and with reverse heart looping (% reverse, red) at 2 dpf. The total number of each mutant is indicated. (C) Gross images of lateral views of representative zebrafish embryos with cyst (right; imaging with *ift88*^−/−^) or without cysts (left; imaging with WT embryo). Green arrow indicates the pronephric cyst. Scale bar: 1000 μm. (D) Bar graph depicting the ratio of mutant embryos without cysts (% w/o cyst, blue) and with cysts (% with cyst, red) at 5 dpf. The total number of each mutant is indicated. (E) Immunostaining of cilia in spinal canal and anterior pronephric duct. Acetylated-Tubulin antibodies were used to detect cilia in the caudal end of the spinal canal near the tip of the tail and in the anterior pronephric duct at 2 dpf. Representative brightfield images of the spinal canal, and fluorescent images of the spinal canal and anterior pronephric duct (green fire blue LUT) are shown for WT, *ift172^−^*^/−^, *ift88*^−/−^, *cc2d2a*^−/−^, *tmem216*^−/−^ and *rpgrip1l*^−/−^ embryos. WT siblings were analyzed for each mutant. All mutant embryos analyzed had a CDT phenotype. Dashed lines outline approximate boundaries of the spinal canal. The anterior pronephric duct has a mixture of multi-ciliated tufts (arrowheads) and monocilia (arrows). Motor axons are also stained by acetylated-Tubulin antibodies (marked with asterisks). *n*=number of embryos with the depicted staining/total number of embryos analyzed. Scale bars: 25 µm.

### Cilia phenotypes

In zebrafish, the pronephros is made up of paired nephrons on each side of the body axis with two populations of ciliated cells: single ciliated principal cells and multi-ciliated cells (MCCs) (Liu et al., 2007; Malicki et al., 2011; Ma and Jiang, 2007). Surprisingly, IFT and TZ mutants have cilia that appear phenotypically normal; however, in the anterior pronephric duct, we observed a lack of multi-ciliated bundles or tufts in the *ift88* and *ift172* mutants, but not in our TZ mutants (*nphp1*, *nphp4*, *mks1*, *tmem216*, *rpgrip1l*, *cc2d2a* and *b9d2*; Fig. 5E; Fig. S10). These data suggest that loss of multi-ciliated tufts correlates with the formation of pronephric cysts. The motile cilia in the neural tube are important for movement of spinal fluid, and reduced flow is suggested to create the CDT phenotype (Grimes et al., 2016). Whereas *ift88* and *ift172* mutants had a clear reduction in ciliated cel­ls in the neural tube, *cc2d2a*, *tmem216* and *rpgrip1l* mutants did not display any discernable defect in their cilia (Fig. 5E). One possibility to explain the CDT phenotype is that although the cilia look normal, they lack motility. Therefore, we imaged cilia motility in the neural tube of *cc2d2a* mutants and WT siblings at 2 dpf. Surprisingly, we did not observe any cilia motility defect (Movies 1 and 2). Together, these data suggest that the TZ mutants do not have defect in the formation of cilia or cilia motility, and the phenotypes may stem from lack of gating of phenotype-associated molecules.

### Variable penetrance in cilia mutants

Similar to the phenotypic variability in some human ciliopathy disorders, we observed variations in penetrance of CDT in several of the mutant lines. *cep290* (73%), *b9d2* (35%), *tmem67* (11%) and *rpgrip1l* (7%) mutants all had a variable penetrance of the CDT phenotype at 5 dpf (Fig. 1). In the case of the *cep290* mutant, this has been described in two separate publications with two different mutant alleles, indicating that the penetrance difference is not associated with our particular allele but with inactivation of the *cep290* gene (Lessieur et al., 2019; Cardenas-Rodriguez et al., 2021). Interestingly, almost all *tmem67^−/−^* embryos (92.3%) had a CDT at 2 dpf, but the majority of these corrected the tail to WT appearance at 5 dpf (Fig. 6A,B). *rpgrip1l^−/−^* was similar but had less CDT at 2 dpf (34.5%), and most of these corrected to a normal tail at 5 dpf (Fig. 6A,B). Almost all *cep290* mutants had CDT at 2 dpf (99.7%), but a small percentage corrected the tail at 5 dpf (Fig. 6A,B). Note that among *cep290*, *tmem67* and *rpgrip1l* mutants, all WT-looking embryos at 2 dpf maintained a normal tail morphology at 5 dpf. Together, these data suggest that, in *tmem67*, *cep290* or *rpgrip1l* mutants, there are redundant TZ genes or modifier genes that compensate after 2 dpf. We also analyzed phenotypic penetrance in the *b9d2* mutants and found the opposite consequence. All *b9d2* mutants with CDT at 2 dpf had CDT at 5 dpf, but many of the normal-tail mutants at 2 dpf converted to a CDT at 5 dpf, suggesting potential compensation early, but not after 2 dpf, in *b9d2* mutants (Fig. S7B). To further define whether this compensation in *cep290*^−/−^ is genetic or stochastic, we repeatedly bred the same pair of *cep290* heterozygous mutant fish and recorded the frequency of corrected embryos per clutch across multiple breedings. The progeny from pairs 1 to 3 consistently produced embryos that did not correct the CDT (<10%) over multiple breeding occasions, while in pairs 4 to 6, we consistently observed >20% CDT correction from breeding the same pair multiple times (Fig. 6C), indicating a genetic trend. Further, the ∼25% revertant frequency in pairs 4-6 suggests a recessive modifier gene that acts after 2 dpf. We performed a similar experiment with the *rpgrip1l* mutants. Consistent with *cep290*, the data suggest that the CDT versus normal phenotype is genetic (Fig. 6D). To determine whether there was a difference in the appearance of cilia in the neural tube between *cep290^−/−^* 5 dpf CDT and corrected embryos or *rpgrip1l^−/−^* 2 dpf CDT or normal embryos, we stained embryos with acetylated-Tubulin antibody. We did not observe differences in the cilia between 5 dpf *cep290*^−/−^ embryos with CDT or corrected tail morphology (Fig. 6E), or the cilia between the 2 dpf *rpgripl1*^−/−^ embryos with CDT or normal-looking tail morphology (Fig. 6F). Previous studies have defined modifier signatures for TZ mutants (Cardenas-Rodriguez et al., 2021; Ramsbottom et al., 2020). Therefore, we wanted to determine whether similar signatures were identified in our mutants. The differential phenotypes in *rpgrip1l*^−/−^ siblings within the same clutch provided an opportunity to define a transcriptional signature of the CDT and potential modifiers. Therefore, to examine altered gene expression underlying the CDT phenotype, RNA-sequencing (RNA-seq) analysis was performed on 2 dpf *rpgripl1*^−/−^ with CDT, *rpgripl1*^−/−^ with normal-looking tail (normal) and *rpgripl1*^+/+^ (WT). 

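At 2 dpf, 6 pools of whole embryos were sequenced in the same way as the 5 dpf pools, with 2 libraries each for *rpgrip1l*-/- with CDT, *rpgrip1l*-/- with normal-looking tail and WT. *rpgrip1l* had 36 and 18 counts in the CDT libraries, 22 and 27 in the normal libraries and 20 and 26 in the WT libraries. Its log2 fold change against WT was −0.19 in CDT (SE 0.38, adjusted p = 0.724 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 0.0079 in normal embryos (SE 0.38, adjusted p = 0.990 by the same edgeR test). Between CDT and normal it was −0.19 (SE 0.37), and all 3 of these values changed sign when a library was left out. The transcript therefore does not check the genotype labels. The labels give homozygous crosses as the origin of the mutants and AB crosses as the origin of WT. The paper describes the mutants of either tail form as siblings within a clutch, which homozygous crosses allow. It describes WT as *rpgrip1l*+/+ and does not name their parents there. The grouping by genotype and tail is the same in both. Counts on genes were 13945391 and 13422606 in the CDT libraries, 9101264 and 12749342 in the normal libraries, and 15184818 and 13069394 in WT. All 6 libraries were fitted together with 1 dispersion trend, which left 3 residual degrees of freedom, and 19636 genes passed the filter on low counts. On simulated counts for this design, with 200 changed genes, edgeR called 194 (97%) and also 10 unchanged genes, 4.90% of its calls. Here too the changed genes left out those of low counts and differed by at least 2-fold.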

We identified 166 DEGs between 2 dpf *rpgripl1*^−/−^ with CDT and *rpgripl1*^−/−^ with normal-appearing tail (Fig. S11A, Table S5). 

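The paper's text names no threshold for DEGs, and the volcano plot in Fig. S11A marks p = 0.05 and a 2-fold change. Counted by this plotted rule, with an unadjusted p under 0.05 and a change of at least 2-fold, 288 genes differed between CDT and normal, of which 199 were higher and 89 lower in CDT. By an adjusted p under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 187 genes differed, 129 higher and 58 lower, and 42 of these also changed at least 2-fold. The genes past the plotted rule had a median of 1.14 CPM, against 9.65 CPM over all genes tested and 26.8 CPM over the 187 genes. In the simulated counts, 96 unchanged genes also passed the plotted rule. Restricting the test to genes with at least 10 counts in every library moved the number past the plotted rule most, to 51, while DESeq2 gave 130.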

The top 100 DEGs were analyzed (Fig. 6G; Fig. S11C) and classified into two clusters, CDT and modifier signatures (Fig. 6G), based on whether the DEG was only altered in CDT data or only in normal data, respectively, when compared to WT data. 

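Of the 21 names of the modifier signature in Fig. 6G, 14 were matched to a gene identifier and 9 of these were tested. All 9 had the direction of the heatmap between CDT and normal, and 6 had an adjusted p under 0.05 over all genes by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Adjusted over the list alone, 9 passed, which is not independent evidence because the list was chosen on these libraries. Compared with WT, all 9 differed in normal embryos (adjusted p under 0.05, edgeR). In 6 of the 9 the CDT embryos also differed from WT, although the change was larger in normal embryos in all 9. Of the 81 names of the CDT signature, 51 were matched and 42 tested, and 41 of these had the direction of the heatmap. The exception, ENSDARG00000113660, was lower in CDT than in normal by a log2 fold change of −0.79 (SE 0.33, adjusted p = 0.351 by edgeR). Over all genes, 14 of the 42 had an adjusted p under 0.05 between CDT and normal with edgeR, and 36 passed when adjusted over the list alone. Against WT, 15 of the 42 genes differed in CDT only, 4 in normal only, 13 in both and 10 in neither.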

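To examine zinc finger genes in the counts, symbols starting with znf were set against all tested genes with a symbol. Of the 262 genes with a symbol past the plotted rule between CDT and normal, 9 were znf genes (3.44%), against 232 of the 18868 tested genes with a symbol (1.23%). The odds ratio was 2.93 (95% confidence interval 1.31 to 5.76, two-sided Fisher's exact test, p = 0.00526). With DESeq2 in place of edgeR, 3 znf genes were among 121 and the odds ratio was 2.06 (Fisher's exact test, p = 0.187). All 9 znf genes of the edgeR count were higher in CDT, while with no filter on low counts 10 were higher and 2 lower. Over all genes tested, 2 of the 232 znf genes had an adjusted p under 0.05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The znf genes were expressed at a median of 2.94 CPM, and copies with similar sequence could share reads. A single gene whose symbol starts with a histone prefix was among the 262, against 12 tested. The odds ratio was 6.48 (95% confidence interval 0.150 to 44.8, Fisher's exact test, p = 0.155). Histone genes under other names were not counted, so this cannot test the paper's result for nucleosome assembly.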

Gene ontology (GO) analysis revealed that CDT and modifier signatures include C2H2 zinc finger proteins and genes involved in nucleosome assembly, suggestive of a transcriptional change associated with correction of CDT (Fig. S11B). Together, these data indicate that there are genetic modifiers of cilia-related phenotypes in some zebrafish TZ mutants that could model human ciliopathy variability.

**Fig. 6.**
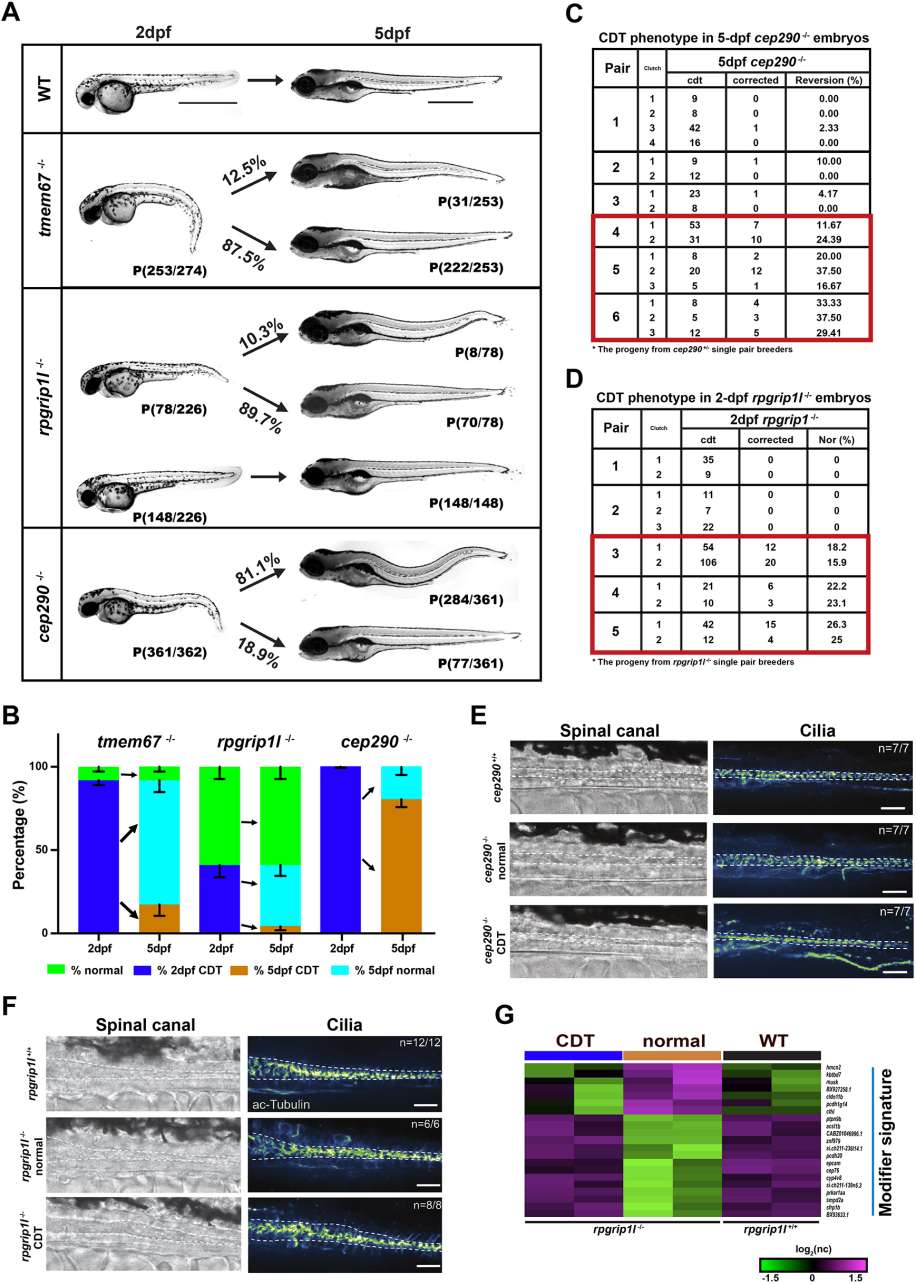
**Variable penetrance of the CDT phenotype in *tmem67*, *rpgrip1l* and *cep290* mutants.** (A) Lateral views of WT and mutants at 2 dpf and 5 dpf. All homozygous mutant embryos were obtained from a single pair of heterozygous mutant crosses that were dechorionated at 1 dpf. Embryos were sorted for CDT at 2 dpf and then reanalyzed at 5 dpf. All embryos were genotyped after phenotype analysis at 5 dpf. Arrows denote the phenotypic changes across time. Percentage was calculated as the % of observed number of −/− at 5 dpf divided by the observed number of −/− at 2 dpf. Scale bars: 1000 μm. (B) Bar graph representing distribution of CDT phenotype at 2 dpf and 5 dpf. For *tmem67*^−/−^, *n*=274 from ten breeding pairs of *tmem67*^+/−^ adults. For *cep290*^−/−^, *n*=351 from 23 breeding pairs of *cep290*^+/−^ adults. For *rpgrip1l*^−/−^, *n*=226 from ten breeding pairs of *rpgrip1l*^+/−^ adults. Arrows point to derivates of the 2 dpf phenotype. Error bars represent ±s.e.m. (C) Table depicting the revertant rate from repeatedly bred *cep290^+/−^* pairs. (D) Table depicting the ratio of embryos with normal-looking tail from repeatedly bred *rpgrip1l*^−/−^ pairs. As above, embryos were dechorionated at 1 dpf, sorted at 2 dpf, reanalyzed at 5 dpf and genotyped after. Data are only for *cep290*^−/−^ and *rpgrip1l*^−/−^ embryos. Red boxes in C and D denote pairs that had repeatedly high reversion rates. (E) Comparison of spinal canal cilia in tails of *cep290l*^−/−^ embryos with a CDT or reverted normal-looking tail at 5 dpf. Representative brightfield images of the spinal canal and fluorescent images of acetylated-Tubulin staining (green fire blue LUT) are shown for WT, *cep290^−^*^/−^ embryos with a normal-looking tail and *cep290^−^*^/−^ embryos with CDT. Dashed lines outline approximate boundaries of the spinal canal. Scale bars: 25 μm. (F) Comparison of spinal canal cilia in tails of *rpgrip1l*^−/−^ embryos with CDT or normal-looking tail. Representative brightfield images of the spinal canal and fluorescent images of acetylated-Tubulin staining (green fire blue LUT) are shown for *rpgrip1l*^+/+^ and *rpgrip1l*^−/−^ embryos with a normal-looking (straight) tail, and *rpgrip1l*^−/−^ embryos with a CDT. Dashed lines outline approximate boundaries of the spinal canal. *n*=number of embryos with the depicted staining/total number of embryos analyzed. Scale bars: 25 μm. (G) K-means clustering of log2 normalized counts define modifier signature cluster among the top 100 DEGs in 2 dpf *rpgrip1l*^−/−^ with CDT, *rpgrip1l*^−/−^ with normal-looking tail (normal) and *rpgrip1l*^+/+^ groups (WT).

### CRISPR/Cas9 F0 phenotyping

With the increasing number of cilia-associated disease genes needing to be functionally analyzed, and concerns over accuracy of morpholino-derived phenotypes, we pursued whether CRISPR/Cas9 F0 crispants could be used to access ciliary phenotypes. To test this concept, we first designed three guides targeting *cc2d2a* and *ift172*. Note that both zygotic null embryos have CDT phenotype, but only *ift172* nulls form pronephric cysts (Fig. 7A,C). As a control, we designed three guides targeting *p53* (*tp53*) and *puma* (*bbc3*). The zygotic *p53* and *puma* null embryos and adults do not have morphological phenotypes (Wang et al., 2021). We observed strong variability in phenotypes with single-guide injections. However, Cas9 protein injected with a three-guide combination produced higher penetrance, and the majority of embryos had a phenotype consistent with the zygotic null phenotype, suggesting production of a higher number of animals that were high chimeric nulls (Fig. 7A,B). Also, the *ift172* guides produced embryos with pronephric cysts, whereas *cc2d2a* guides did not (Fig. 7C,D). Importantly *p53* and *puma* guides produced almost no embryos with a curved body (<5%) and none with pronephric cysts. To address the post-embryonic phenotypes, we designed four guides targeting *b9d2*, *ptk7a* (positive control, previously described as a scoliotic mutant) (Hayes et al., 2014) and *lbx1a* as a negative control. By 7 wpf, we observed scoliotic phenotypes in both the *b9d2* and *ptk7a* crispants, but not the *lbx1a* crispants (Fig. 7E). Reduced viability of *b9d2* crispants was consistent with that observed in the zygotic nulls. Together, these data suggest that multi-guide-injected CRISPR/Cas9 F0s recapitulate both embryonic and juvenile cilia-associated phenotypes.

**Fig. 7.**
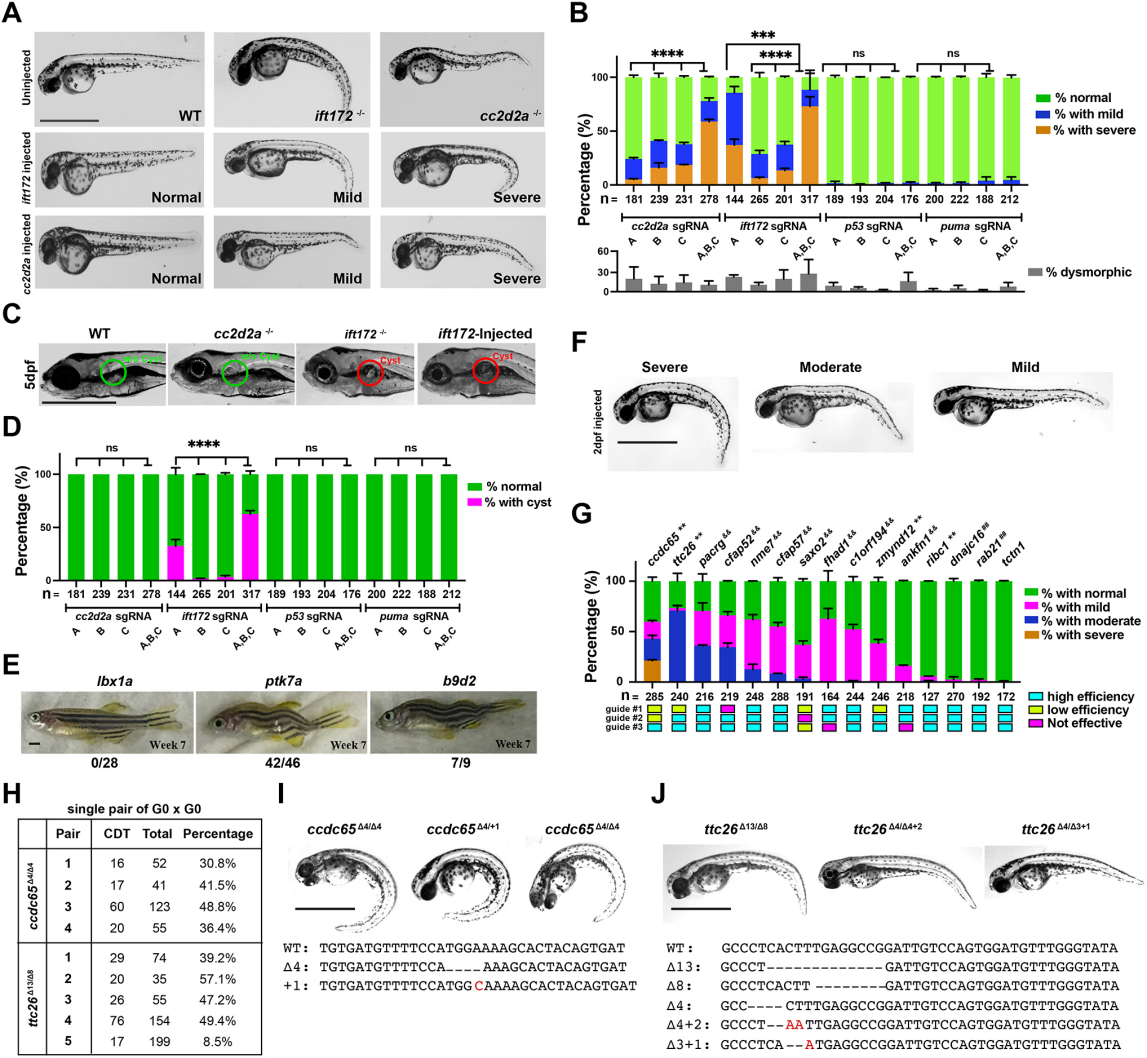
**Recapitulation of null phenotypes in G0 embryos by three-guide targeting of *ift172* and *cc2d2a*.** (A) Lateral view images of 2 dpf zygotic WT, *cc2d2a*^−/−^ and *ift172*^−/−^ embryos, as well as representative images of observed *cc2d2a* and *ift172* CRISPR G0 ‘normal’, ‘mild’ and ‘severe’ CDT embryos in each group. (B) Quantification of CDT phenotypes at 2 dpf after injections of single- or three-guide Cas9 RNPs against *cc2d2a*, *ift172*, *p53* and *puma.* Embryos were first sorted for dysmorphic phenotypes (gray, lower panel) at 1 dpf. Non-dysmorphic embryos were then scored and counted at 2 dpf for the degree of CDT phenotype as defined in A. The percentage with normal tail (green), or mild (blue) or severe (orange) CDT is indicated. ns, not significant; ***P<0.001, ****P<0.0001. Fisher's exact test for severe versus other phenotype. The *n* numbers in each group shown are from at least two independent experiments. Error bars represent ±s.e.m. (C) Representative lateral views of 5 dpf zygotic WT, *cc2d2a*^−/−^ and *ift172*^−/−^, and an example of an injected embryo at 5 dpf with pronephric cyst. (D) Quantification of cysts at 5 dpf after injections of single- or three-guide Cas9 RNPs against *cc2d2a*, *ift172*, *p53*, *puma* and *tctn1.* The percentage with (pink) or without (green) pronephric cyst formation is indicated. ns, not significant; ****P<0.0001. Fisher's exact test for cysts versus no cysts. The *n* numbers in each group shown are from at least two independent experiments. Error bars represent ±s.e.m. (E) Representative images of the lateral view of WT adult zebrafish at 7 wpf injected with four *lbx1a* gRNAs as negative controls, four-guide Cas9 RNP targeting *ptk7a* as positive controls or *b9d2*. Numbers of observed over analyzed are noted. (F) Representative images of observed 2 dpf CRISPR-injected ‘severe’, ‘moderate’ and ‘mild’ G0 embryos for each gene of interest. (G) Quantification of CDT phenotypes at 2 dpf after injection of three-guide Cas9 RNPs against 15 novel cilia gene candidates and *tctn1*. The percentage with normal tail (green), and mild (magenta), moderate (blue) or severe (orange) CDT is indicated. The *n* numbers in each group shown are from at least two independent experiments. Error bars represent ±s.e.m. The gRNA efficiency was determined by high-resolution melting curve analysis and color-labeled with blue (high efficiency), yellow (low efficiency) and magenta (without efficiency). The source of these novel genes is indicated: **genes from CiliaCarta top 50 genes; ^&&^genes from Patir et al. (2020); ^##^genes from Reiter proteomic analysis. (H) Table depicting the number of 2 dpf F1 embryos with different phenotypes from single-pair breedings of injected *ccdc65* or *ttc26* G0s. (I,J) Representative gross images of 2 dpf embryos with *ccdc65* (I) and *ttc26* (J) compound mutations. Mutations of the embryos with CDT from the two injected clutches were validated by Sanger sequencing. Sequencing results are listed comparing with WT. ‘–’ indicates the deletion. Nucleotides in red indicate the deletion. Scale bars: 1000 μm.

With the success of the crispant pilot experiments, we wanted to determine whether this approach could be used to define whether loss of putative cilia genes drives a ciliary CDT phenotype. Therefore, we selected 14 putative cilia genes [*ankfn1*, *cfap57*, *fhad1*, *c1orf194* (*si:ch211-163l21.7*), *pacrg*, *saxo2*, *ccdc65*, *nme7*, *ttc26*, *zmynd12*, *ribc1*, *cfap52* (*wdr16*), *rab21* and *dnajc16*] (Patir et al., 2020; van Dam et al., 2019), injected three guides targeting each gene, and found that *ribc1*, *rab21* and *dnajc16* crispants did not have a CDT phenotype, while *ccdc65* was the only crispant that had a severe CDT like the *ift172* mutants (Fig. 7F,G; Fig. S12). The other crispants had variable severity and penetrance of CDT phenotypes (Fig. 7F,G; Fig. S12). However, none of the crispants formed cysts by 5 dpf. To determine whether the variable severity or penetrance is due to guide effectiveness, we evaluated the efficacy of each guide by high-resolution melting curve analysis (HRM) (Fig. 7G; Fig. S12) (Thomas et al., 2014). We observed that 34 of the 42 (80%) guides had strong effectiveness at generating mutations, while 9% did not result in any alterations. The effectiveness of the guide did not correlate with phenotypic severity or penetrance, suggesting that the variability is likely to be associated with gene importance or percentage chimerism of the individuals (Fig. 7G). We also tested guides targeting *tctn1* because we were surprised by the lack of a CDT phenotype in zygotic mutants. Again, loss of *tctn1* did not result in a CDT or cystic phenotype in the crispants (Fig. 7G). To validate the crispant phenotype and address the impact of chimerism on the variable phenotypes, we bred adult *ccdc65* G0s (G0×G0) and scored the frequency and severity of the CDT phenotype in the progeny. From four independent *ccdc65* G0 crosses, we only observed the severe CDT phenotype (Fig. 7H,I). Sequencing of four severe CDT embryos revealed that they all had compound heterozygous frameshifts, resulting in a null allele (Fig. 7I). We also analyzed four normal embryos, which were heterozygous for a frameshift mutation. These data indicate that the variable phenotype severity in *ccdc65* crispants is due to chimerism of the embryos. Consistent with the crispant data, we did not observe pronephric cysts in the F1s. Interestingly, the percentage of CDT phenotype was higher than 25% (expected for a heterozygous in-cross), suggesting that some germ cells in the G0 were homozygous (or compound heterozygous) null. To further confirm that the crispant mutant phenotype is consistent with a zygotic phenotype, we crossed adult *ttc26* G0s. From five independent G0 crosses, we observed a moderate CDT phenotype (Fig. 7H,J). Again, the frequency was often above 25%, suggesting that the germline in these G0s had compound heterozygous-containing cells. In the four CDT mutants analyzed, all had compound frameshift mutations (Fig. 7J), while four normal-looking embryos analyzed were all heterozygous for a frameshift mutation. Together, these data indicate that a G0 crispant screen is an effective way of identifying potential cilia genes.

## DISCUSSION

### Evolutionary importance of TZ genes

Based largely on a combination of *C. elegans* and proteomic analysis, at least three main TZ functional modules have been defined (Fig. 8A): the NPHP module, the MKS module and the CEP290 module.

**Fig. 8.**
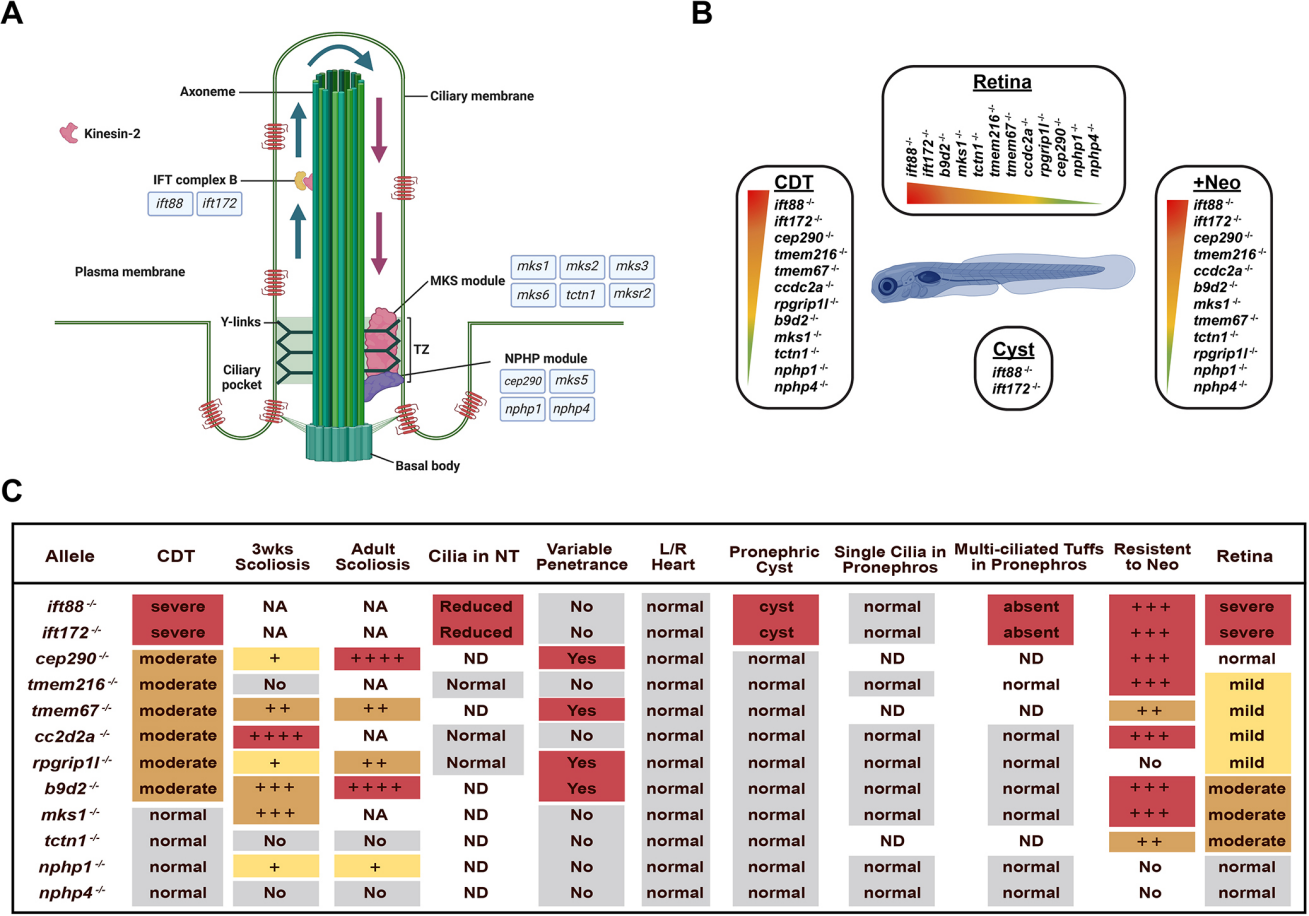
**Summary of data indicating differential requirement for TZ genes.** (A) Illustration of cilium, TZ and genetic components examined in this study. (B) Differential requirement for different TZ genes in different tissues based on phenotypic severity. (C) Table summarizing the variable phenotypes shown in each mutant: red, severe; orange, moderate; yellow, mild; gray, normal looking. Graphic image created with BioRender.com.

#### The NPHP module

Humans with recessive mutations in NPHP1 and NPHP4 develop NPHP, and some patients develop retinal degeneration (Otto et al., 2002; Mollet et al., 2002). In *C. elegans*, the NPHP module is redundant with the MKS module, such that there are mild ciliary phenotypes associated with loss of one module, but loss of both results in cilia loss (Williams et al., 2008; Yee et al., 2015). Mouse knockout models of Nphp1 or Nphp4 are viable with no renal phenotypes (Jiang et al., 2008; Won et al., 2011). However, males are sterile, and undergo late-onset retinal degeneration by 8 months of age, with the earliest histological signs at postnatal day (P)21 (Jiang et al., 2008; Won et al., 2011). Our zebrafish data indicate that, like in human, mouse and *C. elegans*, the NPHP module is not essential for viability. However, unlike in mouse, in the zebrafish model, it is also not essential for maintenance of photoreceptors or sperm development. *nphp1*, but not *nphp4*, is involved in low-penetrant scoliosis in zebrafish. Furthermore, we have demonstrated that the lack of phenotypes is not due to redundancy between *nphp1* and *nphp4*, in that double knockouts are viable and fertile. Lack of a phenotype makes the zebrafish NPHP module more similar to the *C. elegans* NPHP module. Note that the viability of our *nphp1* and *nphp4* zygotic null does not match the gastrulation defects published with *nphp1* or *nphp4* morpholinos (Lindstrand et al., 2014; Burcklé et al., 2011); this suggests that the morpholino data contain off-target effects (Robu et al., 2007; Kok et al., 2015) or that the genetic null induces a compensation effect (Rossi et al., 2015).

#### The MKS module

The majority of the MKS module genes were identified in human MKS patients; however, mutations in these genes have also been identified in less severe and phenotypically unique JBTS, BBS and NPHP patients, indicating that there is strong variability in genotype–phenotype correlation. As mentioned above, in *C. elegans*, loss of components of the MKS module alone does not result in ciliary phenotypes; however, loss in conjunction with loss of the NPHP module results in cilia deficiencies. Using a combination of genetic and fluorescent protein-tagged reporter analysis, a hierarchical importance of molecules in the MKS model has been established in *C. elegans*. In brief, MKS-5/RPGRIP1L is the pinnacle molecule in that loss of it results in mislocalization of all other MKS genes tested as well as partial loss of NPHP-4 and NPHP-1. With respect to the order of assembly, below MKS-5, is MKSR-2/B9D2, which influences MKS-2/TMEM216 and MKS-6/CC2D2A (co-dependent on each other) but does not overtly affect NPHP-4. MKS-2 is required for MKS-1 and MKS-3/TMEM67 localization independent of each other (Jensen et al., 2015; Huang et al., 2011; Williams et al., 2011). Although there is a molecular hierarchy of MKS proteins, it is important to mention that phenotypical loss of any of the MKS gene products, in conjunction with loss of a NPHP module, results in a similarly dysfunctional cilium. Further, this is the molecular hierarchy for the amphid and phasmid neurons in *C. elegans*; the molecular hierarchy in other cell types may be different. Recent immunofluorescence studies in different mouse cell types have confirmed that the hierarchy is different in varying cell types with respect to Rpgril1l loss (Jensen et al., 2015). Data in mouse mutants also support these tissue/cell type-specific functions. Mouse knockouts of the MKS module have common phenotypes, as well as unique phenotypes. Mks6/Cc2d2a and Tctn1 are embryonic lethal, and have similar severity of, and timing of, phenotypes such as microphthalmia (E14.5), HH signaling defects such as exencephaly (E11.5) and polydactyly (E14.5), and LR asymmetry defects (Garcia-Gonzalo et al., 2011; Lewis et al., 2019). A variable curved body axis (E10.5), potentially resembling the zebrafish scoliosis, was described in Mks6 nulls, but undescribed in other MKS mutants. Although Mks1, Mks3/Tmem67 and Mks5/Rgrip1l nulls survive to birth, they die shortly after (Garcia-Gonzalo et al., 2011; Weatherbee et al., 2009; Vierkotten et al., 2007). Mks1 and Mks3 nulls have kidney cysts as early as E18.5. The Mks5 null was not analyzed for kidney cysts. Mks1 and Mks5 nulls have variable penetrance cleft palate defects, as well as LR symmetry defects and polydactyly, but not Mks3 nulls. Mks2 and Mksr2 congenital nulls have yet to be described. Together, based on the timing of mortality/severity of the phenotype, this suggests a mouse hierarchy, with Tctn1 and Mks6 being most essential, and Mks1, Tmem67 and Rpgrip1l being less essential, which is almost opposite of the *C. elegans* hierarchy. This could reflect the hierarchy differences in the viability-related tissues. The hierarchy of *rpgrip1l* may also be different due to evolutionary gene differences too. Although *rpgrip1l* is in *C. elegans* (*mks-5*), the homolog *rpgrip1* is a vertebrate-specific gene, which has overlapping function with *rpgrip1l* in some tissues (Wiegering et al., 2018). Further, in the Mks1 mouse knockout study, it was demonstrated that the timing and severity was influenced by strain, raising questioning as to whether the phenotypic differences could be due to modifier genes to a particular MKS in these studies. Our zebrafish data would suggest, based on CDT phenotypic severity and timing, a hierarchy more similar to *C. elegans*, with *tmem217*, *tmem67*, *cc2d2a*, *rpgrip1l* and *b9d2* being most important in complex assembly, and *mks1* and *tctn1* being less important (Fig. 8B,C). However, considering the penetrance contribution, *tmem216* and *cc2d2a* are most important in complex assembly, with *tmem67*, *rpgrip1l* and *b9d2* next, which is more similar to the data from the mouse. We also describe unique phenotypes to certain mutants, such as the small size in the *tmem216* mutants at 3 weeks, which suggests that the hierarchy may be dependent on the tissue or cell type. Among the viable mutants, *b9d2* has the most severe scoliosis, while *tmem67* and *rpgrip1l* are milder, suggesting that *b9d2* is more important in complex assembly than *tmem67* and *rpgrip1l* (Fig. 8C). Based on hair cell sensitivity to neomycin, *tmem216* would be on top, with *cc2d2a*, *b9d2* and *mks1* to follow, then *tmem67* and *tctn1*, and *rpgrip1l* below (Fig. 8B,C). Interestingly, the cones of the retina have almost opposite hierarchy, with *b9d2*, *mks1* and *tctn1* at the top, and *tmem216*, *tmeme67*, *cc2d2a* and *rpgrip1l* below (Fig. 8B,C). Most important is that these data make it clear that different MKS proteins contribute differently to the degree or tissue-specific phenotypes, implying either redundancy or unique gating capabilities of individual MKS molecules. Most surprising from our data was that although *Tctn1* is essential in mouse, *tctn1* is dispensable in zebrafish. Potentially, other TCTN proteins play a more essential role or provide compensation in zebrafish. Mutants with loss of *mks1* and *tctn1* have phenotypes in primary cilia-related cells (retina and hair cells), but lack phenotypes in motile cilia, suggesting that *mks1* and *tctn1* have more important roles in primary cilia than in motile cilia. This is more consistent with mouse and *C. elegans* phenotypes.

#### The CEP290 module

Mutations in CEP290 in humans have been identified in a number of ciliopathies with different phenotypes, including MKS4, JBTS5, LCA10 and SLSN6 (Rachel et al., 2012). Interestingly, there is strong phenotypic variation between these patients that cannot be explained by the location or type of mutation in CEP290. Some of the phenotypes of these patients include kidney cysts, retinal degeneration and spinal deformities. In *C. elegans*, CEP-290 functions as a component of the MKS module, in which cilia loss is only observed when the NPHP module is also lost and in the hierarchy functions below MKS-5 but above MKS-2 (Li et al., 2016). However, proteomic analysis of human cells indicates that the CEP290 interactome is independent of the MKS model (Sang et al., 2011). Surprisingly, all three mouse knockouts of Cep290 are viable as homozygotes, with a percentage dying due to hydrocephalus after birth. Those that survive have a normal lifespan, but have retinal degeneration and late-onset cystic kidneys (Rachel et al., 2015; Lancaster et al., 2011; Sang et al., 2011; Chang et al., 2006). The zebrafish *cep290* mutant has a partial penetrance phenotype conceptually like the mouse's partial penetrant hydrocephalus-derived lethality and the variability in human patient phenotypes. Further, we provide data to suggest that this penetrance phenotype is influenced by genetic modifiers. Therefore, this zebrafish *cep290* mutant is a good model to understand the partial penetrance and variable phenotypes observed between human individuals. Our data also indicate differential requirement for *cep290* in different cell types (Fig. 8C). For example, *cep290* is important in neomycin resistance and CDT, but dispensable for maintenance of the embryonic retina (Fig. 8B,C). Consistent with the mouse, some *cep290* null zebrafish are viable and display adult retinal degeneration (Lessieur et al., 2019). Our *cep290* zygotic null does not match published phenotypes of *cep290* morpholino data from different laboratories (Baye et al., 2011; Cheng et al., 2012; Schäafer et al., 2008; Sayer et al., 2006), again suggesting either morpholino off-target effects or compensation for zygotic loss.

### Zebrafish phenotypes

#### Curved body phenotype

We observed a gradient of timing and severity of body curvature, between embryonic, prior to bone formation, to adulthood scoliotic-like spine curvature in the different TZ mutants (Fig. 8B,C), suggesting that different TZ proteins play more essential roles in the TZ regarding the body curvature phenotype. It is unclear whether these embryonic versus adult phenotypes are directly related, but recent studies have shown that *scospondin* (*sspo*) nulls have a curved down embryonic phenotype, while *scospondin* missense mutants form a juvenile scoliotic phenotype, suggesting that they are a continuum of the same defect (Cantaut-Belarif et al., 2018; Troutwine et al., 2020; Rose et al., 2020). Further, these studies demonstrate that *scospondin*, which is secreted out of a group of cells (sub-commissural organ) in the 3rd and 4th ventricle, is important for the formation of Reisner fibers along the entire length of the neural tube and contributes to proper axis formation. Immotile cilia in the neural tube can result in a curved body axis/scoliosis, potentially due to lack of Reisner fiber transport (Lu et al., 2020; Grimes et al., 2016). However, we did not observe a cilia motility defect in *cc2d2a* mutants, suggesting that a defect in signaling or transport through the cilia may also contribute to curved body axis. Mutants in *urotensin* and/or *stat3* also have curved down body or scoliosis, indicating the importance of these signaling molecules in axis formation (Lu et al., 2020; Liu et al., 2017). Interestingly, we observed upregulated expression of *urp2* in *ift88*, *ift172*, *b9d2*, *tmem216*, *rpgrip1l* and *cc2d2a* mutants at 5 dpf, suggesting a role of the urotensin pathway in the CDT phenotype downstream of the ciliary defect. 

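In the 5 dpf counts, *urp2* (ENSDARG00000067781) had 42 and 70 counts in the *rpgrip1l*-/- libraries and 25 and 38 in the WT libraries. Scaled for library size, this was 3.86 ± 1.34 CPM (SD, n = 2 libraries) in *rpgrip1l*-/- and 1.87 ± 0.486 CPM in WT. The log2 fold change was 1.04 (SE 0.33, adjusted p = 0.0995 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, from an unadjusted p of 0.00622). Both *rpgrip1l*-/- libraries lay above both WT libraries. Without replicate 2 of *rpgrip1l*-/-, the log2 fold change fell to 0.63. The other mutants were not analysed here. From the higher expression across mutants, the paper proposes that the urotensin pathway has a role in the CDT phenotype downstream of the ciliary defect.

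**Figure D1:**
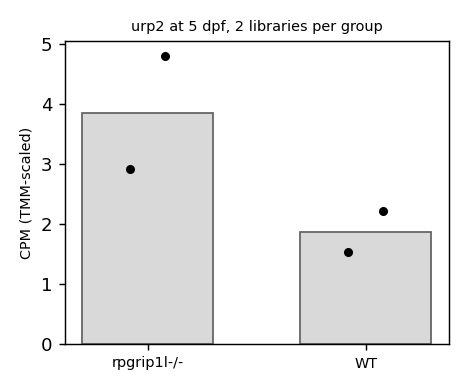
Expression of *urp2* at 5 dpf, in CPM after TMM scaling, in *rpgrip1l*-/- and WT, with bars for the mean and points for the 2 libraries of each group. Both *rpgrip1l*-/- libraries lie above both WT libraries, with means of 3.86 and 1.87 CPM.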

Further RNA-seq analysis of the 2 dpf *rpgrip1l* group also defined 16 genes in the 2 dpf CDT cluster that shared the binding motif of transcription factor Pax2, which is activated by Wnt signaling (Cai et al., 2002). Deciphering whether these signaling pathways are defective in TZ mutants is an important next step. Towards this, the multi-guide injection will provide a fast approach to decipher the upstream and downstream components of signaling pathways involved. Interestingly, the variability in the timing of post-embryonic scoliotic phenotypes suggests that scoliosis is not associated with a specific developmental stage, but maintenance of spine curvature is a process throughout life. The fact that IFT and TZ mutants have a clear difference in phenotype severity (severe CDT and moderate or mild CDT, respectively) suggests that they play a different role in this process. The TZ genes may play a more important role in molecular gating of important signaling molecules through the TZ, while IFT complexes affect transport through and formation of cilia.

#### Retinal degeneration

Interestingly, retinal degeneration is present in most ciliopathy disorders, indicating that photoreceptor cells are highly sensitive to ciliary dysfunction. Zebrafish have the ability to regenerate photoreceptors; therefore, regeneration can overcome mild retinal degeneration. This could be why a retinal degeneration phenotype is not observed in *nphp1* or *nphp4* mutants. Alternatively, there could be some form of genetic compensation similar to *C. elegans*, in which loss of NPHP1 or NPHP4 requires the additional loss of the MKS module in order to observe a phenotype (Williams et al., 2011; Sang et al., 2011; Szymanska et al., 2014; Reiter et al., 2012; Huang et al., 2011). Interestingly, loss of any of the MKS module proteins analyzed in this study resulted in some degree of cone defects, while only loss of *mks1*, *b9d2*, *tmem216* and *cc2d2a* resulted in rod defects. This suggests that the TZ proteins may have varying degrees of importance in generating the TZ gating complex in different retinal cell types, or there are different levels of redundancies in rods versus cones. The *mks1* mutant is interesting in that there is no CDT phenotype at 5 dpf; however, a clear cone phenotype exists at 5 dpf. This suggests that the importance of *mks1* in gating is different in CDT-determining tissues (potentially neural tube) versus the retina. Alternatively, because *mks1* has a strong role in neuromast sensitivity to neomycin and retinal degeneration, its function could be restricted to non-motile cilia. This observation extends to a lesser extent into *tctn1*, which has mild neuromast resistance and mild retinal degeneration (Sang et al., 2011), but no CDT phenotype. Our transcriptional analysis defined different gene clusters that are associated with disease severity. In unrelated studies, this retinal signature has been useful in identifying a mild retinal degeneration in mutants that display no overt morphology defect. Unexpectedly, the signature did not correlate with loss of a specific rod or cone subtype. This could suggest differential transcriptional sensitive networks, or that degeneration of one cell type also creates disrupted transcriptional signatures in surrounding cell types.

#### Pronephric cysts

Polycystic kidney disease (PKD) has been one of the hallmark diseases within ciliopathies. Interestingly, within zebrafish IFT mutants, we observed pronephric cysts in all embryos, but, in the ten TZ mutants, we never observed a cyst. Correlative with this, we observed a lack of anterior multi-ciliated tufts in IFT mutants but not in TZ mutants (Fig. 8C). Lack of these MCCs has previously been implied as a contributor to pronephric cyst formation (Liu et al., 2007). Importantly, reestablishment of the MCC fate through manipulation of Jagged2/Notch signaling was able to rescue cyst formation in a double mutant (Liu et al., 2007). This suggests that IFT-dependent formation of the cilia or signaling through cilia is important for MCC fate establishment or maintenance. Why IFT mutants, but not TZ mutants, have loss of MCC is unclear, but potentially this is associated with the need for IFT proteins to form the multiple cilia on MCCs, whereas TZ proteins may not be necessary for building the structure but play a role in gating signaling molecules through the cilia. The cilia-dependent cell fate determination may explain the observation in the mouse that loss of Ift88 prior to P14 results in rapid and widespread cyst formation, whereas loss of Ift88 after P14 results in late-onset and focal cyst formation (Davenport et al., 2007; Sharma et al., 2013). Therefore, prior to P14, formation of a cilia is important for non-cystic fate establishment, whereas after P14 the non-cystic fate is established, and cilia loss only comes into play after injury and dedifferentiation to repair. The zebrafish IFT mutants would be a convenient model to understand the cilia-dependent cell fate establishment.

#### Penetrance

One perplexing aspect of ciliopathies is that mutations in a single gene can be responsible for multiple clearly defined genetic disorders. For example, truncating mutations in CEP290 can cause the very severe perinatal lethal phenotype in MKS4, or a gradient of phenotypic severities associated with LCA10, NPHP6, SLSN6 and JBT5. Genetic modifiers are likely to influence the severity of these patients with CEP290 mutations. 

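In the 2 dpf libraries, *bsnd* (ENSDARG00000086265) had 24 and 32 counts in CDT and 16 and 10 in normal. The means were 1.85 ± 0.458 CPM (SD, n = 2 libraries) in CDT and 1.15 ± 0.634 CPM in normal. The log2 fold change was 0.76 (SE 0.43, adjusted p = 0.573 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and it went from 0.21 to 1.38 when 1 library was left out. WT had 22 and 36 counts. Against WT, *bsnd* was lower in normal by a log2 fold change of −1.22 (SE 0.43, adjusted p = 0.0199 by edgeR), from −1.85 to −0.68 without 1 library, a call not made by DESeq2 (adjusted p = 0.101, against 0.0226 with upper quartile scaling and 0.00907 with no filter). In CDT the change against WT was −0.47 (SE 0.38, adjusted p = 0.337 by edgeR), from −0.89 to 0.069 without 1 library.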

Recently a genetic modifier gene [*Barttin* (*Bsnd*)] of mouse Cep290 null phenotype was identified; however, we did not observe a statistically significant change in expression of this gene in the *rpgrip1l* dataset (Ramsbottom et al., 2020). This could reflect different modifiers for *cep290* versus *rpgrip1l*. Further, Cardenas-Rodriguez et al. (2021) recently identified compensation factors (*arl3a*, *arl3b*, *arl13a*, *arl13b* and *unc119b*) for the mild zebrafish *cep290* zygotic mutant phenotypes compared to the more severe morpholino-derived phenotype. However, again we did not observe statistical differences in these genes in our *rpgripl1* DEG list. Together, these results indicate that there are likely to be multiple genetic modifiers or different modifiers for different ciliopathy genes. 

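The 5 compensation factors were represented by 5 tested genes, 2 of them listed under the symbol ARL3, which the gene table does not assign to *arl3a* or *arl3b*. None had an adjusted p under 0.05 between CDT and normal by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and none had an unadjusted p under 0.05. Adjusted over the list alone, none passed either. The larger of the ARL3 genes in expression (ENSDARG00000071409, 64.1 CPM in CDT) differed by a log2 fold change of −0.03 (SE 0.09, adjusted p = 0.955 with edgeR). The other (ENSDARG00000056794), at 0.912 CPM in CDT, differed by −0.30 (SE 0.50). *arl13b* (ENSDARG00000012763, 22.0 CPM) and *unc119b* (ENSDARG00000009629, 25.5 CPM) had log2 fold changes of −0.0043 (SE 0.12) and 0.014 (SE 0.12). The change of *arl13a* (ENSDARG00000052575, 1.98 CPM) was −0.0053 (SE 0.39). All 5 signs changed when a library was left out. Against WT, 2 of the 5 genes had an adjusted p under 0.05 with edgeR in both groups. ENSDARG00000071409 was lower by log2 fold changes of −0.65 in CDT (adjusted p = 1.32e-07) and −0.62 in normal (adjusted p = 4.86e-07), and DESeq2 called it as well. *arl13a* was higher by 1.39 (adjusted p = 0.0143 by edgeR) and 1.4 (adjusted p = 0.0173), with 4 and 13 counts in WT. Both calls were lost with DESeq2, and both values were 0.67 without replicate 1 of WT and 2.59 and 2.60 without replicate 2. From the absence of these genes and *bsnd* among the DEGs, the paper proposes multiple or different modifiers for different ciliopathy genes.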

Towards this, our data suggest that a genetic modifier influences the CDT in *cep290* and *rpgripl1* zebrafish mutants. Importantly, these zebrafish TZ mutants can be used to identify ciliopathy modifier genes. Our transcriptional analysis defined a potential modifier transcriptional signature. 

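Within the modifier signature, *cep76* (ENSDARG00000058319) had 5.08 ± 0.234 CPM (SD, n = 2 libraries) in CDT, 3.02 ± 0.395 CPM in normal and 9.17 ± 0.289 CPM in WT at 2 dpf. It was higher in CDT than in normal by a log2 fold change of 0.77 (SE 0.24, adjusted p = 0.131 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, from an unadjusted p of 0.00264). Against WT, its log2 fold change was −1.62 (SE 0.23) in normal and −0.85 (SE 0.20) in CDT, with adjusted p of 1.37e-07 and 0.000674 from edgeR. The gene listed as PRKAR1A (ENSDARG00000076128), matched to *prkar1aa*, had 38.4 ± 0.697 CPM in CDT, 9.58 ± 0.260 CPM in normal and 49.0 ± 4.26 CPM in WT. The CDT to normal log2 fold change was 2.00 (SE 0.13, adjusted p = 1.69e-16 by edgeR). In normal embryos it was −2.35 against WT (adjusted p = 1.79e-20), and in CDT −0.35 (adjusted p = 0.00491), both with edgeR. Of the 2 genes listed as SFRP1, which the gene table does not assign to *sfrp1a* or *sfrp1b*, ENSDARG00000057678 was higher in CDT than in normal by 1.13 (SE 0.14, adjusted p = 2.60e-07 by edgeR). It fell by 1.45 on the log2 scale from WT to normal and by 0.32 from WT to CDT. The second of these calls was lost with DESeq2 and with upper quartile scaling. Its log2 fold change was −0.55 without replicate 1 of WT and −0.057 without replicate 2 of WT. For ENSDARG00000035521 the CDT to normal change was 0.17 (adjusted p = 0.686, edgeR). Against WT it was 0.39 higher in CDT (adjusted p = 0.00950 by edgeR, a call lost with DESeq2) and 0.22 higher in normal (adjusted p = 0.175 by edgeR). *musk* (ENSDARG00000098764) had 2.00 CPM in CDT, 3.37 CPM in normal and 1.63 CPM in WT, a log2 fold change of −0.75 between CDT and normal (SE 0.32, adjusted p = 0.354 by edgeR, from an unadjusted p of 0.0220). From WT to normal it rose by 1.06 (adjusted p = 0.0120 by edgeR), a call not made by DESeq2 (adjusted p = 0.0749, against 0.00785 with no filter and 0.00816 with upper quartile scaling).

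**Figure D2:**
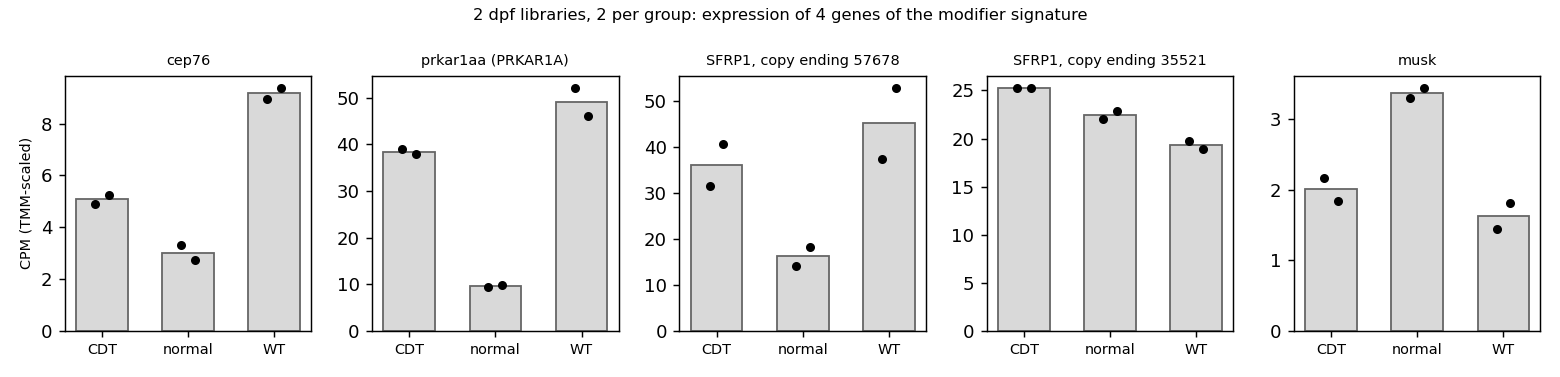
Expression at 2 dpf, in CPM after TMM scaling, of *cep76*, PRKAR1A, both genes listed as SFRP1 and *musk* in CDT, normal and WT, with bars for the mean and points for the 2 libraries of each group. PRKAR1A has means of 38.4, 9.58 and 49.0 CPM, and *musk* of 2.00, 3.37 and 1.63 CPM.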

In the modified cluster, there was (1) decreased expression of the TZ protein gene *cep76*, (2) decreased cAMP-dependent kinase *prkar1aa* and (3) altered Wnt signaling/Frizzled-related protein gene *sfrp1b*, as well as upregulated expression of *musk*, encoding a Frizzled-like domain protein, all potential modifier networks. Together with the CDT signature, these data indicate that Wnt signaling is important in many of the ciliary phenotypes. Future studies using crispant or mRNA overexpression can be used to identify transcripts responsible for the correction of CDT phenotype.

#### Zygotic mutant versus morpholino-derived mutant versus CRISPR-derived mutant

Except for the curved body plan, almost all the TZ zygotic mutants we generated do not phenocopy morpholino-derived phenotypes (Lindstrand et al., 2014; Burcklé et al., 2011; Sayer et al., 2006; Baye et al., 2011; Cheng et al., 2012; Schäfer et al., 2008). Maternal protein could explain the phenotypic difference due to maternal mRNA/protein rescue in zygotic mutants. However, we bred *rpgrip1l*^−/−^ females to *rpgrip1l*^+/−^ males, to obtain maternal zygotic null embryos. We did not observe LR defects or hydrocephaly in *rpgrip1l*^−/−^ embryos, suggesting that the lack of these phenotypes in zygotic mutants is not due to maternal mRNA/protein, but to *rpgrip1l* loss. We observed the same results in maternal-zygotic nulls for *nphp1*, *nphp4* and *tctn1*, indicating that, at least for these genes, maternal contributions are not rescuing the phenotype. Further, the hydrocephalus and LR axis phenotypes are likely an off-target effect of morpholinos because we observe these phenotypes often with many non-specific morpholinos. However, pronephric cysts are not often observed as a side effect of morpholinos, suggesting that they are specific to the gene targeted. In PKD, there is a third hit model, in which kidney injury or other events are required for a cyst to form. Potentially, morpholinos induce a stress that, in conjunction with targeted gene knockdown, triggers pronephric cysts. As an alternative to morpholinos, we have demonstrated that multiple guide-derived CRISPR F0 crispants recapitulate the zygotic phenotype, including CDT, cysts or scoliosis, without the additional non-specific phenotypes. Further, we have shown that the crispant technique can rapidly validate putative cilia genes. With crispants, we identified that loss of 11 of the 14 putative cilia genes had a clear role in cilia. With the two genes in which we generated zygotic mutants (*ccdc65* and *ttc26*), the variability in CDT severity within a crispant clutch is due to chimerism of biallelic loss of function alleles, because the zygotic mutant produced a consistent phenotype more similar to the most severe phenotype observed in the crispant clutch. The zygotic CDT severity of the *ccdc65* mutant was stronger than that of the *ttc26* mutant, but this was also observed in the crispant clutches. Hence, we could argue that the zygotic phenotype is often the most severe phenotype observed in the crispant clutch.

## MATERIALS AND METHODS

### Zebrafish lines and maintenance

All zebrafish work was performed at the University of Alabama at Birmingham (UAB) in the Zebrafish Research Facility (ZRF). Adult fish and embryos were maintained as described by Westerfield et al. (1995) by the ZRF Animal Resources Program, which maintains full Association for Assessment and Accreditation of Laboratory Animal Care (AAALAC) accreditation and is assured with the Office of Laboratory Animal Welfare (OLAW). All animal studies have UAB Institutional Animal Care and Use Committee (IACUC) approval. All knockout lines were generated on the AB strain. Embryos were yolk injected at the one-cell stage and analyzed between 4 h post fertilization (hpf) and 5 dpf. Adults were analyzed at 3 wpf, 7 wpf and 3 months post fertilization (mpf). All experiments and analyses were performed on embryos or adults from multiple clutches.

### Generation of cilia-related mutant alleles

Gene knockouts were generated as described previously (Thomas et al., 2014). The overall strategy was to design effective guides to a 5′ coding exon to induce frameshift mutations resulting in an early truncated and a non-functional protein. gRNA target sites were identified using the Zhang laboratory gRNA design tool (http://crispr.mit.edu) and the protospacer adjacent motif (PAM) site listed in figures. The CRISPR gRNA sequences were cloned into pDR274 (Addgene #42250) or directly ordered from Integrated DNA Technologies (IDT). The Cas9 mRNA was transcribed from pT3TS-nCas9n (Addgene #46757). After cloning specific target plasmids/guides into pCS2 variant vector, mRNA was generated by *in vitro* transcription off NotI-hf linearized DNA using the Invitrogen mMESSAGE mMACHINE™ SP6 Transcription Kit (Thermo Fisher Scientific, AM1340) and purified with the MEGAclear™ Transcription Clean Up Kit (Thermo Fisher Scientific, AM1908). Approximately 1-2 nl nuclease mRNA (or sgRNA/Cas9 mRNA) was microinjected into the yolk of one-cell-stage zebrafish embryos. For indel efficiency evaluation, genomic DNA was extracted from ∼24 of the 5 dpf-injected embryos and evaluated with HRM (see below). The remaining embryos (F0s) from the clutches were raised. F1 progeny carrying out of frame indel alleles were maintained and propagated. To ‘clean up’ genetic background, all lines were bred at least two generations to the WT strain. In the case of *nphp1* and *nphp4*, in which homozygous out-of-frame mutations did not produce a phenotype, we generated a second null allele in a downstream exon (Fig. S1). In both cases, the second alleles had the same phenotype as the first. We obtained multiple Cas9-derived mutations for each targeting site (Fig. S2); however, we only maintained one out-of-frame allele for each target site per gene as described in Fig. S1.

### Cas9 ribonucleoprotein (RNP) preparation and microinjection for G0 knockout screening

Alt-R crRNA target sites were designed with the IDT Alt-R CRISPR HDR Design Tool (https://www.idtdna.com/pages/tools/alt-r-crispr-hdr-design-tool). Alt-R CRISPR-Cas9 crRNA, tracrRNA (IDT, 1072532) and Alt-R S.p. Cas9 Nuclease V3 (IDT, 1081058) were prepared following the manufacturer's instructions. Then, 3 µM gRNA was obtained by diluting 100 µM crRNA and 100 µM tracrRNA in Nuclease-Free Duplex Buffer (IDT, 11-05-01-03), heating at 98°C for 5 min, then cooling to room temperature. The final sgRNA concentration remained the same when one or three guides were used. Then, 0.5 µl Cas9 protein was diluted with Cas9 working buffer (20 mM HEPES; 150 mM KCl, pH 7.5) to yield a working concentration of 0.5 µg/µl. The diluted Cas9 protein working solution was mixed 1:1 with 3 µM gRNA solution and then incubated at 37°C for 10 min. Microinjection was performed by injecting ∼1 nl of RNP complex into the yolk of one-cell-stage embryos. The RNP complex was freshly prepared and left on ice until microinjection (Wu et al., 2018). IDT crRNAs used for multiple-guide RNA injections are listed in Table S3. We selected the 14 putative cilia genes based on the following selection criteria, excluding (1) genes in which mouse knockouts indicated ciliary or non-ciliary function; and (2) genes in which zebrafish cilia mutants have been described. Therefore, we selected six putative genes (*ankfn1*, *cfap57*, *fhad1*, *c1orf194*, *pacrg*, *saxo2*) based on genes that co-express with *Foxj1* in multiple mouse cell types (Patir et al., 2020), six genes [*ccdc65*, *nme7*, *ttc26*, *zmynd12*, *ribc1*, *cfap52* (*wdr16*)] that are listed in the CiliaCarta top 50 genes (van Dam et al., 2019) and two genes (*rab21*, *dnajc16*) identified in the INDICiliATOR algorithm (Jeremy Reiter, University of California, San Francisco, personal communication) that is based on proteomic interactions.

### Genotyping with HRM

To isolate genomic DNA from adults, tail clippings from each fish were incubated at 98°C for 20 min in 40 µl of 25 mM NaOH in a 96-well plate, then neutralized with 40 µl of 40 mM Tris-HCl. Early-stage or stained embryos were incubated at 55°C for 2 h in 25 µl ELB (10 mM Tris-HCl pH 8.3, 50 mM KCl, 0.3% Tween 20, 0.3% NP40, 1 mg/ml proteinase K) in 96-well plates, then incubated at 95°C for 15 min to inactivate the proteinase K. PCR reactions contained 1 μl LC Green Plus Melting Dye (Biofire Defense, BCHM-ASY-0005), 1 µl of 10× enzyme buffer, 0.2 µl dNTP mixture (10 mM each), 0.3 µl MgCl_2_, 0.3 µl of each primer (10 µM), 1 µl genomic DNA, 0.05 µl Genscript Taq (E00101) and water up to 10 µl. The PCR reaction protocol was 98°C for 30 s, then 45 cycles of 98°C for 10 s, 59°C for 20 s and 72°C for 15 s, followed by 95°C for 30 s and then rapid cooling to 4°C. Following PCR, melting curves were generated and analyzed using a LightScanner instrument (Idaho Technology) over a 65-95°C range. Primers used for identifying zebrafish knockout lines were designed with Primer3 and are listed in Table S1.

### Identification of alleles, NMD and maternal RNA contribution

To identify mutated alleles, DNA was extracted from a small piece of tail from F1 or F2 progenies in each mutant with proteinase K (details above). The DNA fragment flanking the targeting site was PCR amplified using Ex Taq DNA Polymerase (Takara Bio, RR001A), purified with Promega Wizard SV Gel and PCR Cleanup System (Promega, A9282), and examined on a 1% agarose gel (for examining alternative splicing) and sequenced by the UAB Heflin Center for Genomic Sciences Sanger Sequencing Core. For analysis of maternal RNA contribution, RNA from homozygous mutants at 2 dpf and 5 dpf was harvested. To determine whether the mutated allele is undergoing NMD, a small piece of tail was cut from a single heterozygous fish (of each allele). RNA was extracted from each tail using Trizol Reagent (Life Technologies, 15596026), and cDNA was synthesized from each RNA sample using a High-Capacity cDNA Reverse Transcription Kit (Life Technologies, 4368814). For PCR, 1 μl cDNA from each sample was amplified with HS Phusion™ High-Fidelity DNA polymerase (Thermo Fisher Scientific, F530S) along with the primers listed in Table S2. PCR cycling conditions were 98°C for 30 s, followed by 25 cycles of 98°C for 10 s, 60°C for 30 s, 72°C for 15 s and then 72°C for 10 min. The products of all first-round PCR reactions were then gel purified. We used 25 ng of the purified PCR products for sample indexing in preparation for NGS using Illumina TruSeq indexing primers. PCR cycling conditions were 98°C for 30 s, then 8 cycles of 98°C for 10 s, 60°C for 30 s and 72°C for 15 s, followed by 72°C for 10 min. The final PCR products were gel purified and run on the Illumina MiSeq platform using 2×150 bp paired end reads. For each mutant sample, the percentage of NGS reads containing WT or mutant sequences was analyzed using Cas-Analyze (http://www.rgenome.net/cas-analyzer/#!; Park et al., 2017). In conditions of no NMD, we expect a heterozygote to have a 1:1 ratio of mutant to WT alleles. Ideally, complete NMD of mutant alleles would have a ratio of 1:high. We categorized mutants as no NMD (ratio 1:≤1.5), partial NMD (ratio 1:>1.5 but<3) or strong NMD (∼1:>5). We also confirmed that the chromogram of Sanger sequencing could accurately predict NMD as an alternative to this NGS approach (Fig. S3C). Primers used for NGS and Sanger sequencing were designed with Primer3 and are listed in Table S2.

### RNA whole-mount *in situ* hybridization

Digoxigenin-labeled RNA probes were used in RNA *in situ* hybridization of standard methods on appropriately aged embryos as described (Thisse and Thisse, 2008). cDNA was amplified from a zebrafish WT cDNA library and cloned into Zero Blunt TOPO^®^ vector (Invitrogen, 450245). For the sense probe, the plasmid was linearized with NotI-HF and transcribed with SP6 enzyme. For the antisense probe, the plasmid was linearized with SpeI and transcribed with T7 enzyme. The *cmlc2* plasmid (a gift from Dr Dan Gorelick, Baylor College of Medicine, Houston, TX, USA) was used for the synthesis of genomic cDNA to compound antisense and sense constructs of RNA probe. Brightfield images of the embryos were obtained using a Nikon SMZ-18 Zoom Stereo Microscope.

### Neuromast staining

One milliliter of neomycin [10 mM stock in dimethyl sulfoxide (DMSO); Thermo Fisher Scientific, BP2669-5] was added to 49 ml sterile E3 egg water to prepare a working solution with a final concentration of 200 µM. Approximately 100 embryos [homozygous mutant and sibling controls (includes +/− and +/+)] at 5 dpf were placed in a 60×15 mm Petri dish. For neuromast staining, embryos were left for 1 h at 28.5°C, followed by three washes and allowed to recover in sterile E3 egg water for 1 h. Embryos with or without neomycin were incubated in E3 blue containing 50 μg/ml 2-[4-(dimethylamino) styryl]-N-ethylpyridinium iodide (DASPEI; Sigma-Aldrich, D0815; specifically to label hair cells) for 30 min, followed by two to three washes. Embryos were anesthetized in 0.4% tricaine (3-aminobenzoic acid ethyl ester; Sigma-Aldrich) and immediately scored by counting the number of visible neuromasts out of total neuromasts on the head and trunk regions of embryos using a Nikon SMZ-18 Zoom Stereo Microscope with GFP filter (further imaging details below).

### AR staining

We performed AR staining as published previously (Sakata-Haga et al., 2018). Adult zebrafish were euthanized and placed in fixative solution (5% formalin, 5% Triton X-100 and 1% KOH), and were slowly rocked at 42°C for 2-3 weeks. Fixing medium was changed every 3-5 days. Once samples were sufficiently bleached, they were descaled and washed with deionized water and placed in B staining medium (20% ethylene glycol and 1% KOH; without AR) and rocked at room temperature for 15 min. The samples were then transferred to B staining solution (20% ethylene glycol, 1% KOH and 0.05% AR) and rocked at room temperature for 15 min. Samples were then washed one or two times with clearing solution (20% Tween 20 and 1%KOH) and rocked in clearing solution for 4-8 h until excess dye was removed at 42°C. Samples were imaged at 0.75× magnification with the TRITC filter using a Nikon SMZ-18 Zoom Stereo Microscope (further imaging details below). Images were stitched together pairwise using the ImageJ Stitching plugin (Preibisch et al., 2009).

### μCT scanning

Adult zebrafish were euthanized at 3 mpf and fixed with 1× Formal-Fixx solution (Epredia, 9990918) at 4°C overnight followed by rinsing twice with PBS for 10 min. All samples were scanned by a Scanco µCT40 desktop cone-beam μCT scanner (Scanco Medical, Brüttisellen, Switzerland; using µCT v5.44) at the UAB Small Animal Phenotyping Core. Scans were automatically reconstructed into 2D slices, and all slices were analyzed using the µCT Evaluation Program (v.6.5-2; Scanco Medical). The fish were placed in a 30 mm-diameter scanning holder and scanned at the following settings: 15 µm voxel size, 70 kVp, 114 µA, 1000 projections/180° with an integration time of 200 ms. The region of interest was outlined to include all parts of the fish. Bone was thresholded at 160.97 mgHA/cm^3^, and the 3D analysis was performed to obtain bone volume and density. 3D images were obtained from RadiAnt Dicom Viewer.

### Whole-embryo immunohistochemistry staining

Zebrafish embryos to analyze cilia in the pronephric duct, otolith, neural tube and hair cells were fixed in 4% paraformaldehyde (PFA) overnight at 4°C, followed by stepwise dehydration into methanol for storage in −20°C. Embryos underwent stepwise rehydration into PBS and were washed in PBST (PBS + 0.1% Tween 20) 4× for 5 min each. After 2 h blocking with 1% DMSO, 10% sheep serum in PBS, embryos were incubated with anti-acetylated alpha-Tubulin antibody (1:500; Sigma-Aldrich, T-6793) overnight at 4°C, and then incubated with fluorophore-conjugated secondary antibody (1:500; Molecular Probes) overnight at 4°C. Subsequently, embryos were washed and stained with 4, 5-diamidino-2-phenylendole (DAPI) for 10 min (if nucleus measurement necessary) prior to imaging.

### Embryo and adult zebrafish retina staining

Immunohistochemistry and staining were performed as before (Song et al., 2020). Larvae were fixed in 4% PFA and equilibrated in PBS+30% sucrose for 2 h. After washing with PBS, larvae were embedded in Tissue Freezing Medium (Electron Microscopy Sciences, Hatfield, PA, USA). Adult eyes were fixed for 2 h in 4% PFA. Fixation protocols varied depending on the primary antibodies being used. For Zpr1 and Zpr3, samples were fixed in 4% PFA in 0.8× PBS at 4°C overnight. For PNA, embryos were fixed in 4% PFA in 0.8× PBS at 4°C for a maximum of 2 h. Eyes were washed in PBS and equilibrated in 5% sucrose/PBS for 3 h at room temperature and then in 30% sucrose overnight at 4°C. Eyes were washed in a 1:1 solution of 30% sucrose:Tissue Freezing Medium overnight at 4°C and subsequently embedded for cryosectioning. Cryosections (10 μm) were cut and dried at room temperature overnight. Slides were washed 3×10 min in PBS and then incubated in blocking solution (2% bovine serum albumin, 5% normal goat serum, 0.1% Tween 20 and 0.1% DMSO in PBS) for 1 h. The following primary antibodies were used: mouse monoclonal anti-Zpr1 [1:100; Zebrafish International Resource Center (ZIRC), Eugene, OR, USA], mouse monoclonal anti-Zpr3 (1:100; ZIRC), mouse monoclonal anti-4C4 (1:1000; a gift from Dr Peter Hitchcock, University of Michigan, Ann Arbor, MI, USA), rabbit polyclonal anti-L-plastin (1:1000; GeneTex, Irvine, CA, United States, GTX124420), mouse monoclonal anti-Pcna (1:100; Sigma-Aldrich, clone PC-10) and PNA-lectin conjugated to Alexa Fluor 568 (1:100; Thermo Fisher Scientific). Alexa Fluor-conjugated secondary antibodies were used at 1:500 in blocking buffer and incubated for at least 1 h. Slides were counterstained with DAPI to stain nuclei. Sections were imaged on a Zeiss Imager Z.2 equipped with an Apotome using Zen2 software and post-processed in ImageJ. All analysis was performed only on sections that included or were immediately adjacent to the optic nerve.

### Light, immunofluorescence and confocal imaging

For gross imaging of 2 dpf embryos, embryos were dechorionated at described stages with incubation in 0.03% pronase (Sigma-Aldrich, P5147) for 6 min at 1 dpf. Embryos and adults were anesthetized using 0.4% tricaine. For light and immunofluorescence imaging, embryos were mounted in 1% low-melting-point agarose in a 60×15 mm Petri dish. Gross images and images with DASPEI or AR staining were taken on a Nikon SMZ-18 Zoom Stereo Microscope. For confocal imaging, embryos were mounted on a glass-coverslip-bottomed dish and imaged using a Nikon A1 confocal with a 60× oil-immersion objective. For quantification, all images were acquired at the same magnification, laser power, exposure time and gain. After each embryo was imaged, embryos were removed from the agarose to generate genomic DNA for genotyping. Further figure processing and analysis was performed using Nikon NIS Element and ImageJ.

### Imaging cilia motility

Live 2 dpf WT sibling and mutant embryos were immobilized in 1% low-melting-point agarose for imaging. Differential interference contrast images of motile cilia in the posterior neural tube were captured at 60 frames/s using a Zeiss Axiocam HSm high-speed camera on a Zeiss Imager M1 AX10 microscope with a 63× water-dipping objective.

### Bulk RNA-seq and analysis

RNA samples were prepared with a Qiagen RNeasy Plus Mini Kit. The RNA library was prepared with Illumina RNA with PolyA selection package and sequenced with Illumina HiSeq 2×150 bp, single index at Genewiz. Raw sequencing reads were trimmed TrimGalore 0.4.4, aligned with Star 2.7.3a to *Danio rerio* GRCz11 and calculated with HTSeq-count 0.12.3 with default setting. The count was used to obtain DEGs with DESeq2 in R. GO analysis was performed with DAVID Bioinformatics Resources 6.8. Gene expression was quantified via RSEM v1.3.2 (a tool for quantifying transcript abundances from RNA-seq data) (Li et al., 2011) with the default setting and the normalized count was used to obtain heatmap with pheatmap in R.

### Fluorescence quantification and statistical analysis

GraphPad Prism 9 was used for the generation of all graphs and statistical tests. Numbers and statistical tests are indicated in figure legends. All experiments involving phenotyping of mutants were first scored blind to genotype, then the embryos were sacrificed for genotyping.

### Western blotting analysis

HEK293 cells and 2 dpf zebrafish embryos were homogenized in RIPA buffer (Cell Signaling Technology, 9806) containing Protease Inhibitor Cocktail (Roche, 04693159001) followed by short sonication. Sample supernatants were collected after centrifugation at 18,400 ***g*** for 20 min. Protein (30 μg) was separated on a NuPAGE™ Mini Protein Gel (Invitrogen, NP0322BOX) before being transferred to PVDF membrane (Millipore, IPVH00010). Membranes were blocked in TBS containing 5% non-fat milk powder (Lab Scientific) for 1 h. Immunoblotting was performed at 4°C overnight using antibodies against TMEM67 (1:1000; 13975-1-AP), TCTN1 (1:1000; 15004-1-AP), B9D2 (1:1000; 22508-1-AP) and MKS5/RPGRIP1L (1:1000; 29778-1-AP) from Proteintech; NPHP1 (1:1000; GTX65891) from GeneTex; IFT172 (1:1000; bs-15560R) from Thermo Fisher Scientific; NPHP4 (1:1000; H00261734-M01A) from Abnova; CEP290 (1:1000; ab84870) from Abcam; and GAPDH (1:2000; 2118) from Cell Signaling Technology. Antibody against Ift88 (1:3000) was generously gifted by Dr Brian Perkins (Cole Eye Institute, Cleveland Clinic, Cleveland, OH, USA). The membranes were incubated with a secondary antibody at room temperature for 1 h after washing with TBS containing 0.5% Tween 20. Protein bands were visualized using Pierce Clarity Western ECL substrate (Bio-Rad, 170-5061).

## Supplementary Material

10.1242/dmm.049568_sup1 Supplementary information Click here for additional data file.

# Supplementary material for: Variable phenotypes and penetrance between and within different zebrafish ciliary transition zone mutants
**Source:** Dis Model Mech. 2022 Dec 19;15(12):dmm049568. doi: 10.1242/dmm.049568
**Supplement:** Supplementary information

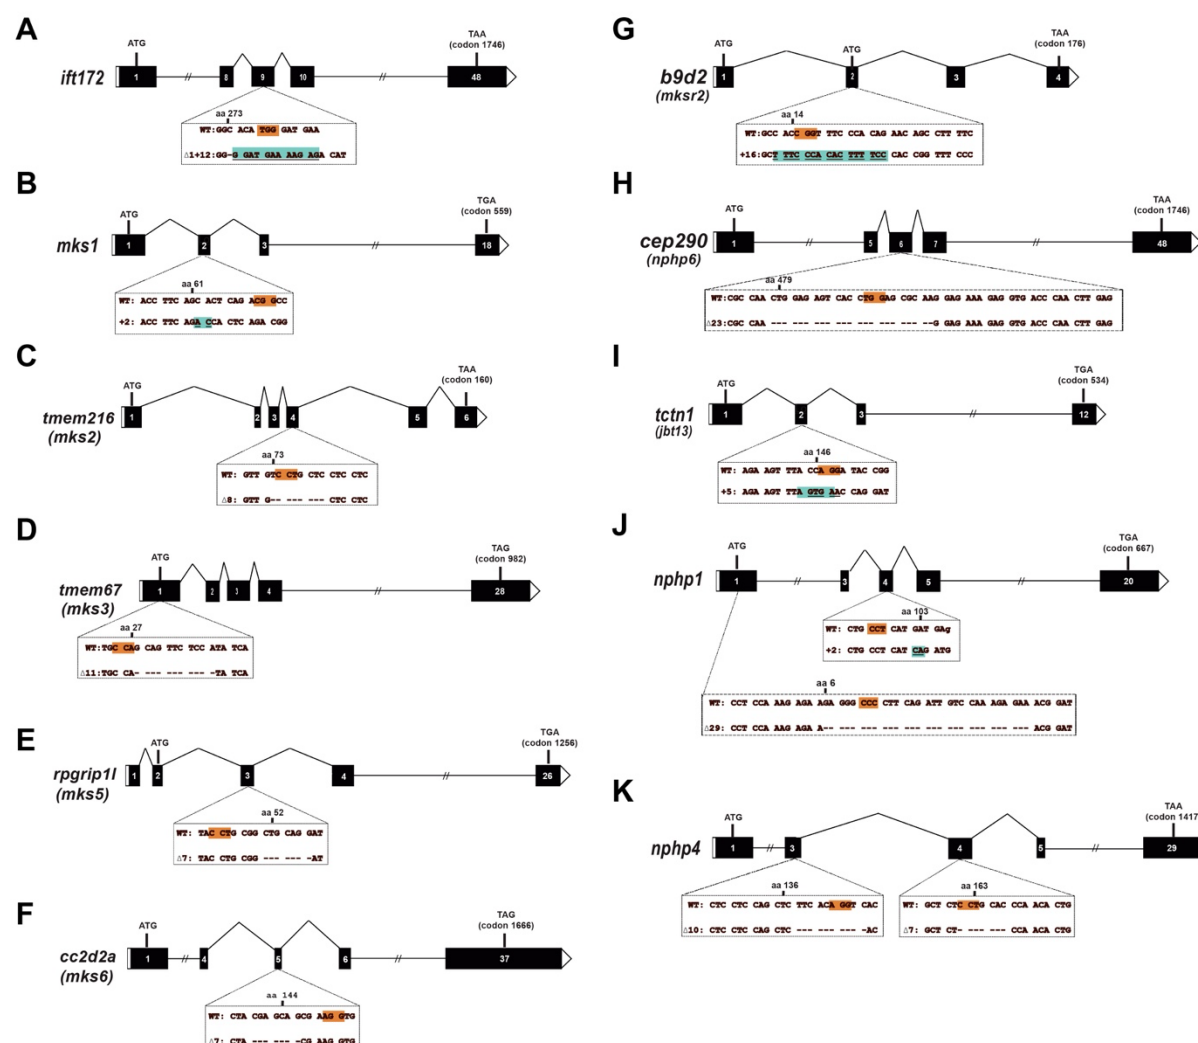

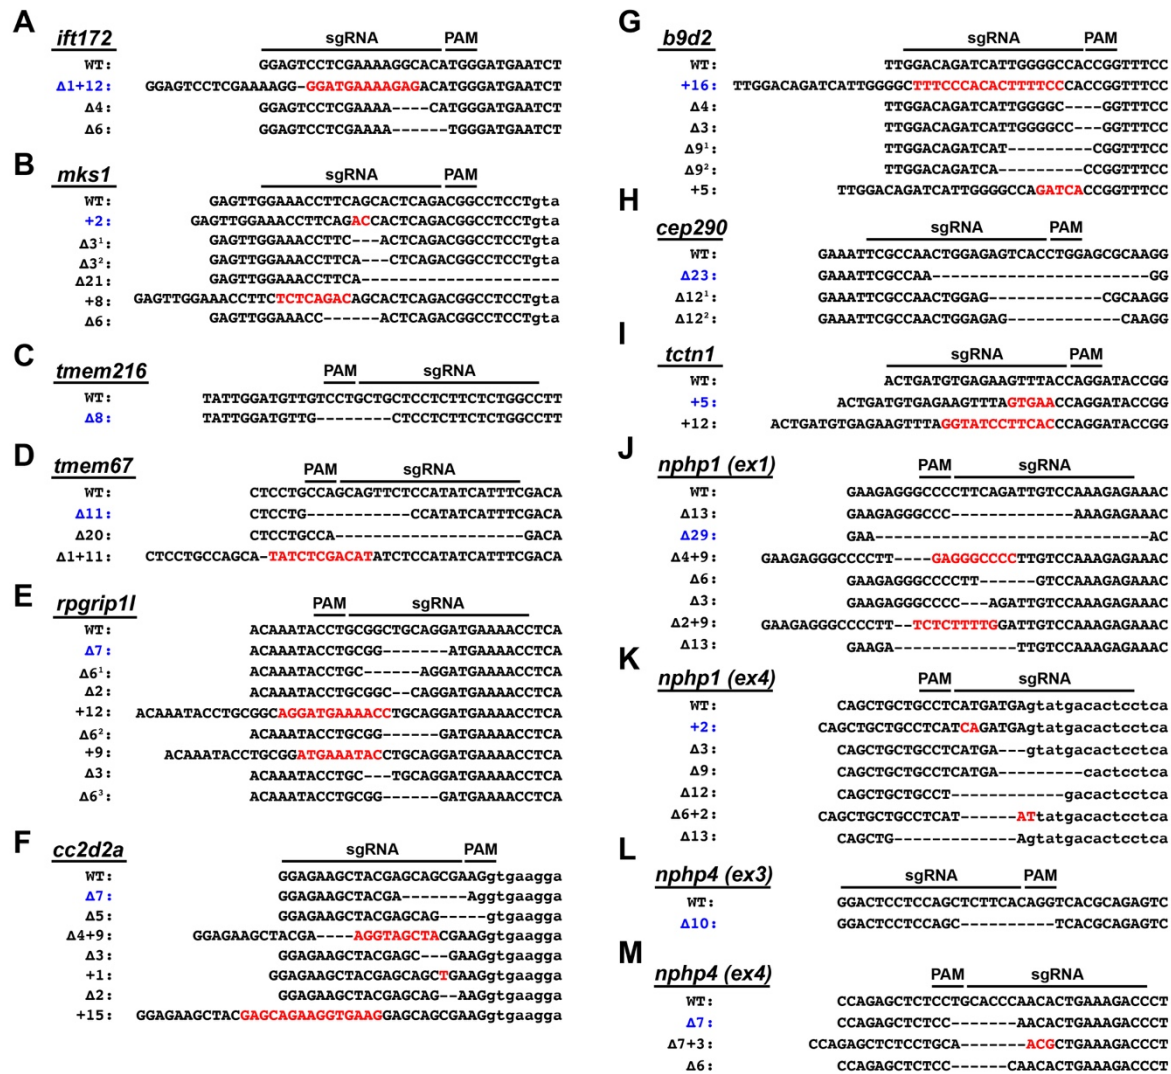

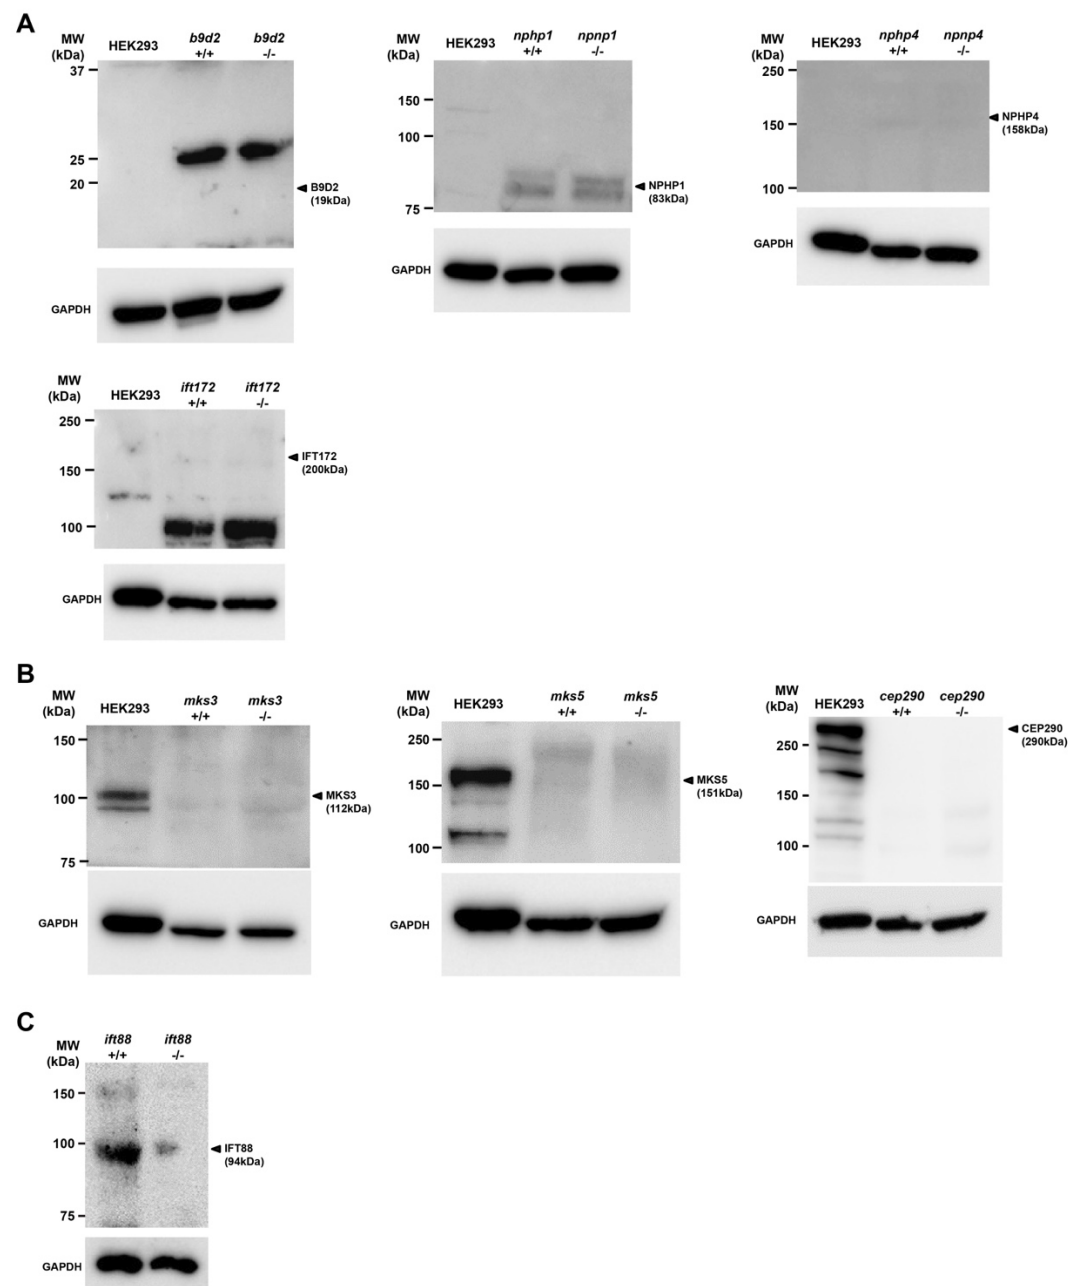

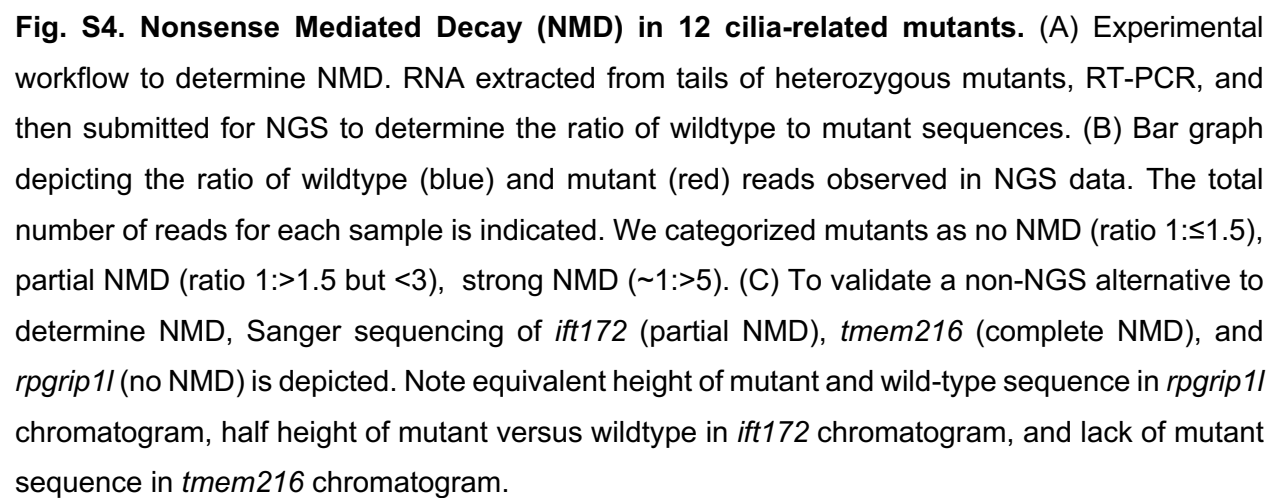

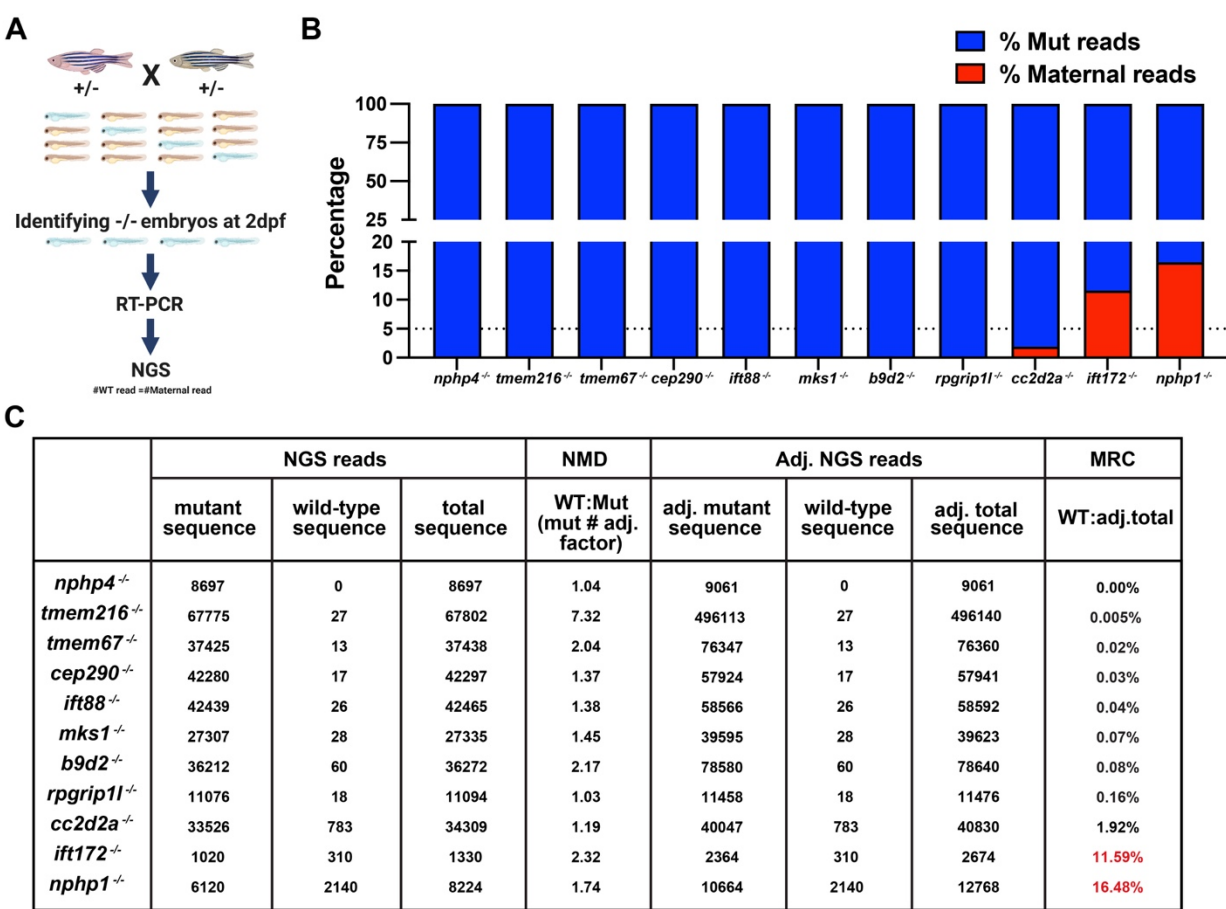

**Fig. S5. The contribution of maternal RNA for cilia-related genes.** (A) Workflow to determine maternal RNA contribution with RNA extracted from homozygous-mutant embryos at 2 dpf. (B) Limited maternal RNAs (wildtype sequence) were detected in mutants at 2 dpf. The percentage of mutant (blue; zygotic mRNA from *-/-*, and maternal null mRNA from *+/-* mom) or WT (red, maternal + RNA from *+/-* mom) reads is indicated. (C) The detailed table showing actual NGS reads and adjusted reads (based on NMD) of mutant alleles in 12 lines. adj.: adjusted; MRC: maternal mRNA contribution.

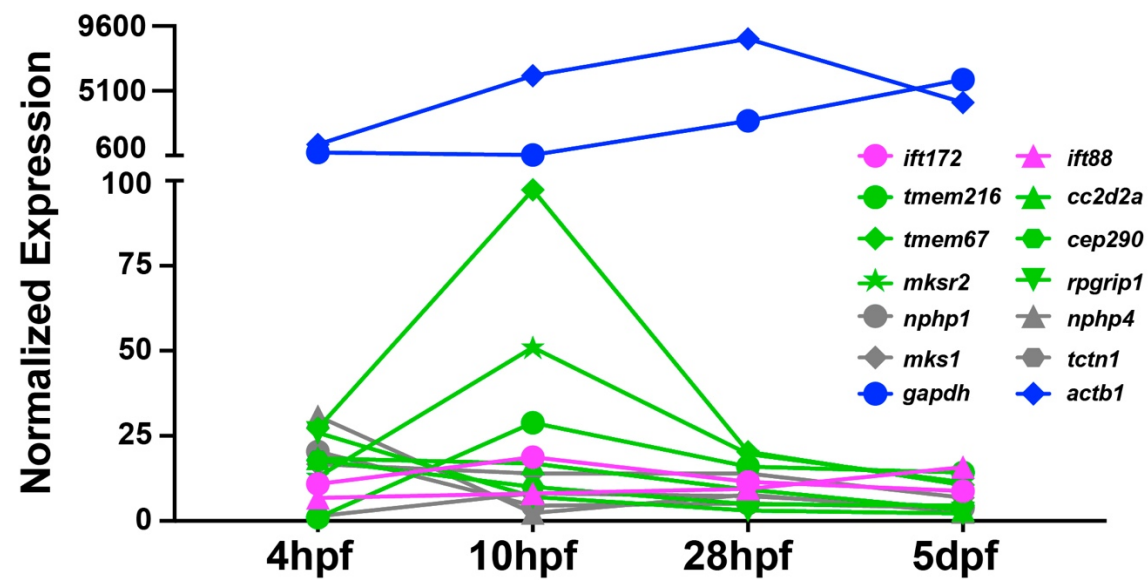

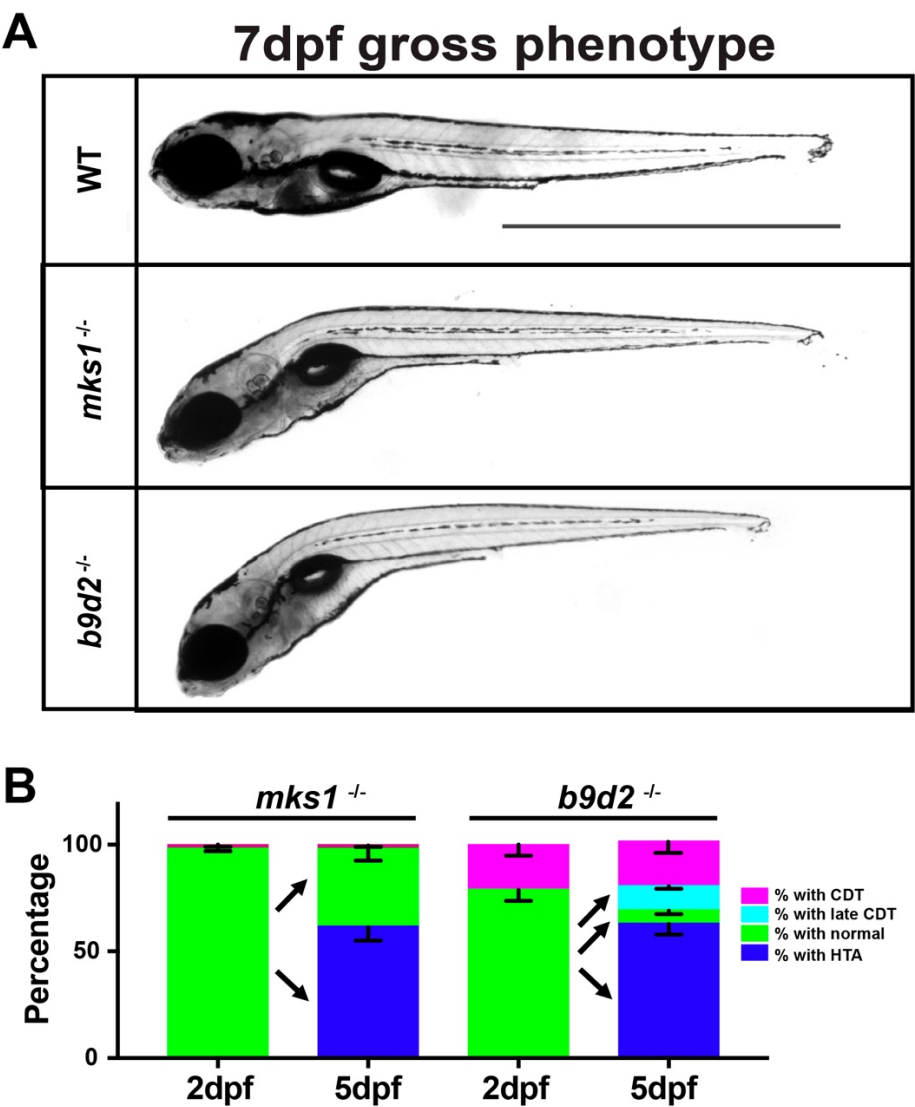

**Fig. S7. Variable penetrance of curl-down tail (CDT) phenotype and decreased head-trunk angle (HTA) in *mks1* and *b9d2* mutants.** (A) Lateral views of wildtype and mutants with HTA phenotype at 7 dpf. Scale bar: 2000µm. (B) Bar graph representing distribution of CDT and HTA phenotype at 2 dpf and 5 dpf. All homozygous mutant embryos were obtained from single pair of heterozygous mutant crosses that were dechorionated at 1 dpf. Embryos were sorted for CDT at 2 dpf and then reanalyzed at 5 dpf. All embryos were genotyped after phenotype analysis at 5 dpf. For *mks1*<sup>-/-</sup> N= 168 from 12 breeding pairs of *mks1*<sup>+/-</sup> adults. For *b9d2*<sup>-/-</sup> N= 159 from 15 breeding pairs of *b9d2*<sup>+/-</sup> adults. Arrows points out the derivation of the phenotypes from 2 dpf to 5 dpf. The N number in each group shown are from at least three independent experiments. Error bars represents ±SEM.

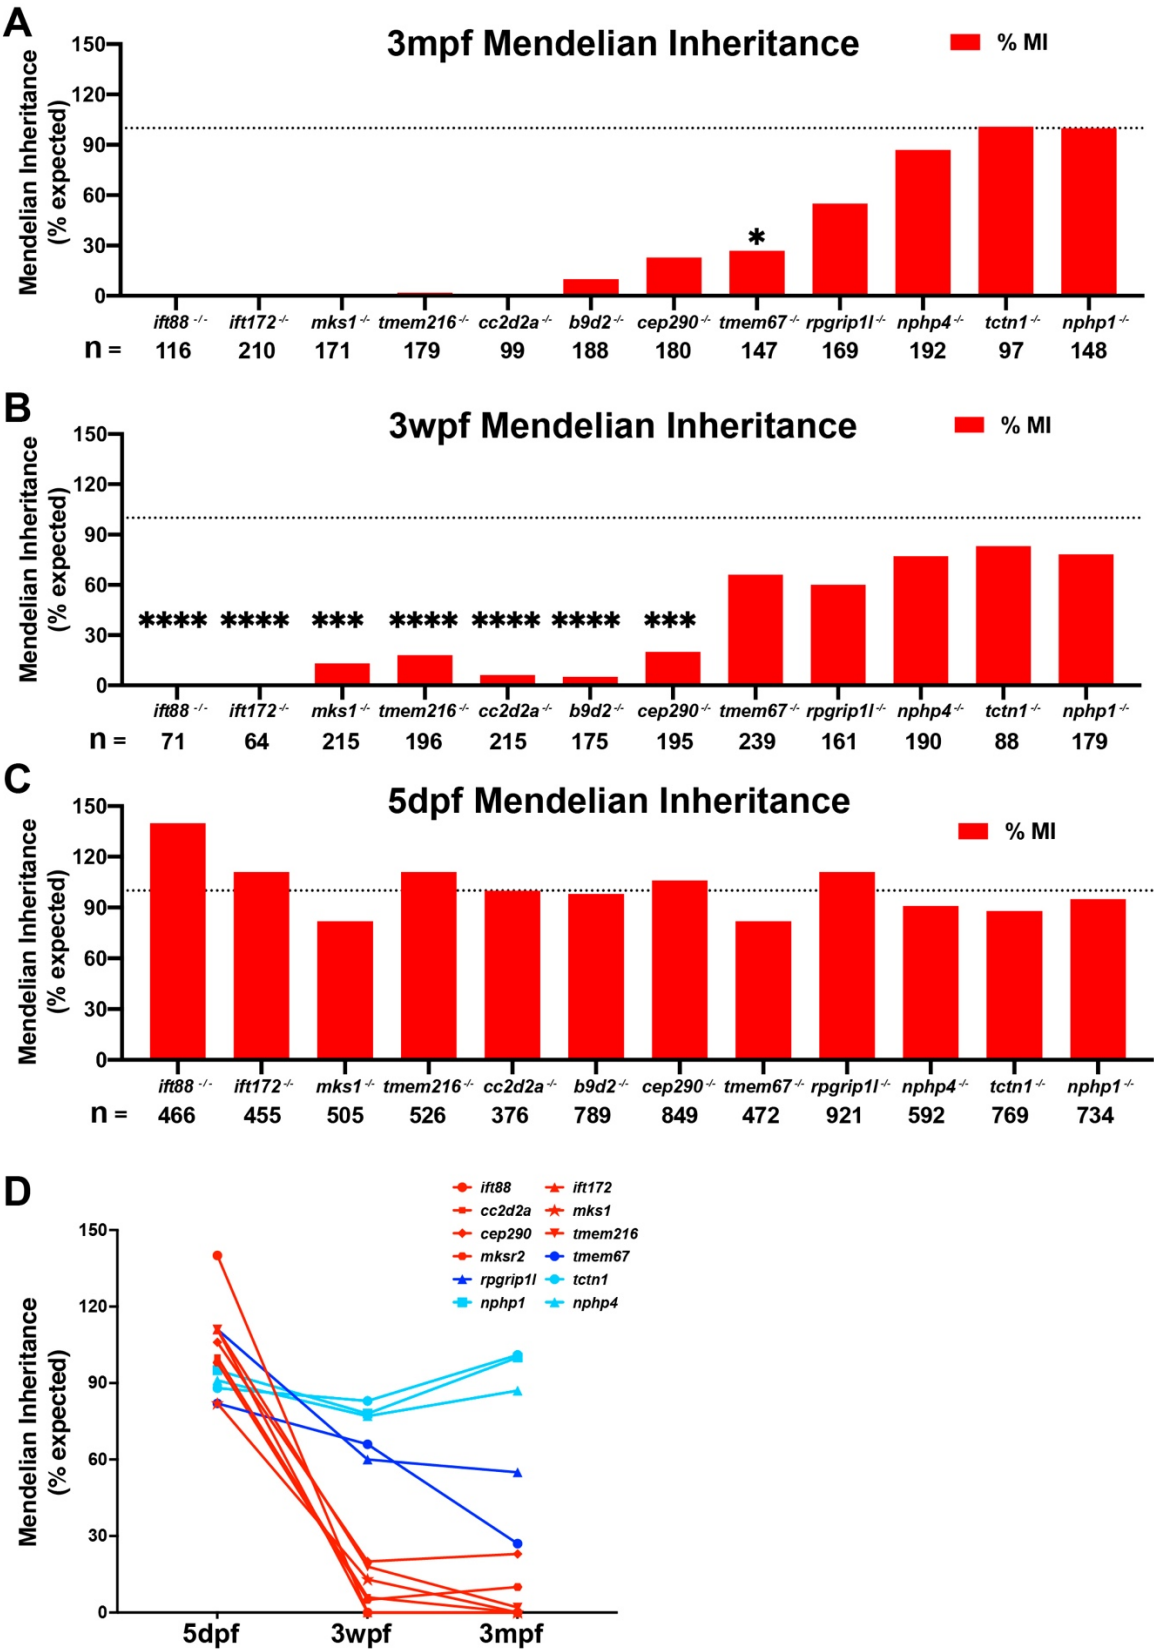

**Fig. S8. Mendelian inheritance of 12 cilia-related mutants at different timepoints.** Embryos were obtained from heterozygous mutant cross. (A) Mendelian Inheritance (MI) calculated as the percentage of the number observed  $-/-$  divided by the number expected  $-/-$  ( $1/3$  of the sum of the observed  $+/+$  and  $+/-$ ) of 12 mutants at 3 mpf. Mutants were ordered based low MI to high. Fisher's exact test for mutants versus their siblings between 3 wpf and 3 mpf. \*,  $p < 0.05$ . (B) MI at 3 wpf. Fisher's exact test for mutants versus their siblings between 3 wpf and 5 dpf. \*,  $p < 0.05$ . \*\*\*,  $p < 0.001$ ; \*\*\*\*,  $p < 0.0001$ . (C) MI at 5 dpf. The total number at 3 dpf, 3 wpf and 3 mpf for each mutant is indicated and from at least two independent experiments. **D.** line plot of MI for each mutant over the three timepoints.

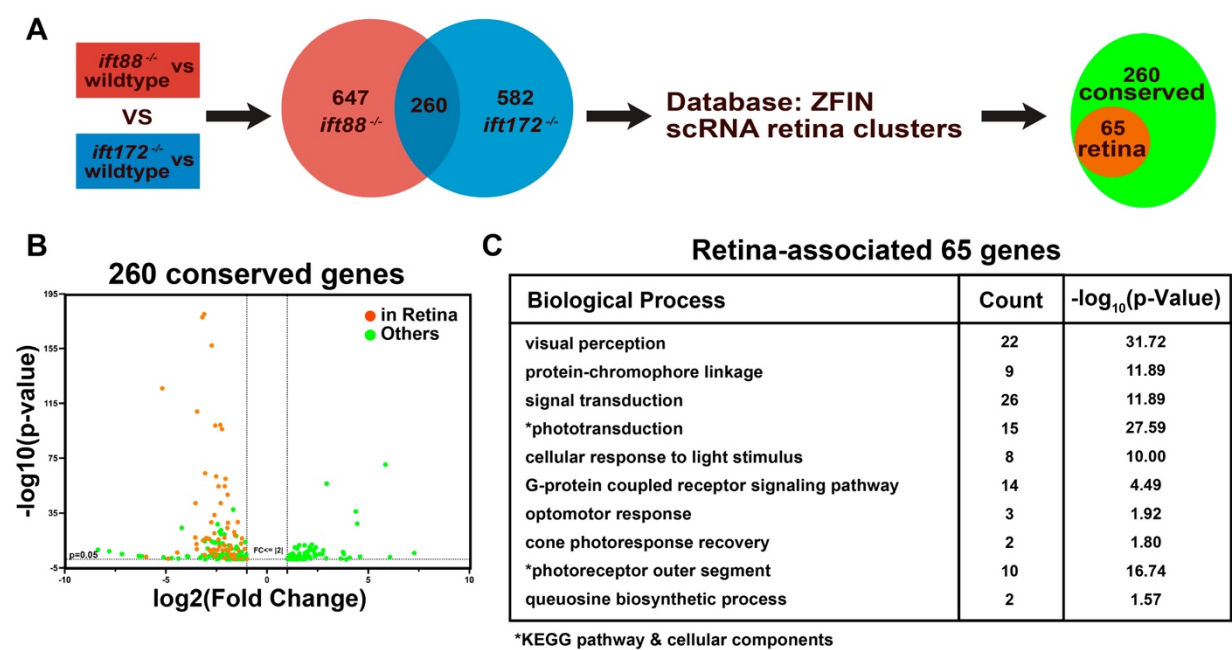

**Fig. S9. Transcriptional analysis of the retinal gene signatures.** (A) Schematic of transcriptional analysis. First, we performed DEG analysis between *ift88* mutants and wildtype controls, as well as *ift172* mutant and wildtype controls, and then determined the conserved gene set of DEGs. This would represent common transcriptional signatures associated with common phenotypes like retinal degeneration. We manually curated the top DEGS if they are expressed in the retina, based on ZFIN database and/or published single-cell retina RNA sequencing analysis and defined a subset of 65 retinal expressed genes whose expression is altered in both IFT mutants. These genes were subsequently used in the heatmap generation in Fig. 5C. (B) Volcano plot of conserved 260 DEGs between these two datasets. Genes expressed in retina are represented with orange dots, rest are indicated with green dots. (C) GO analysis confirmed these 65 genes are involved in retinal processes.

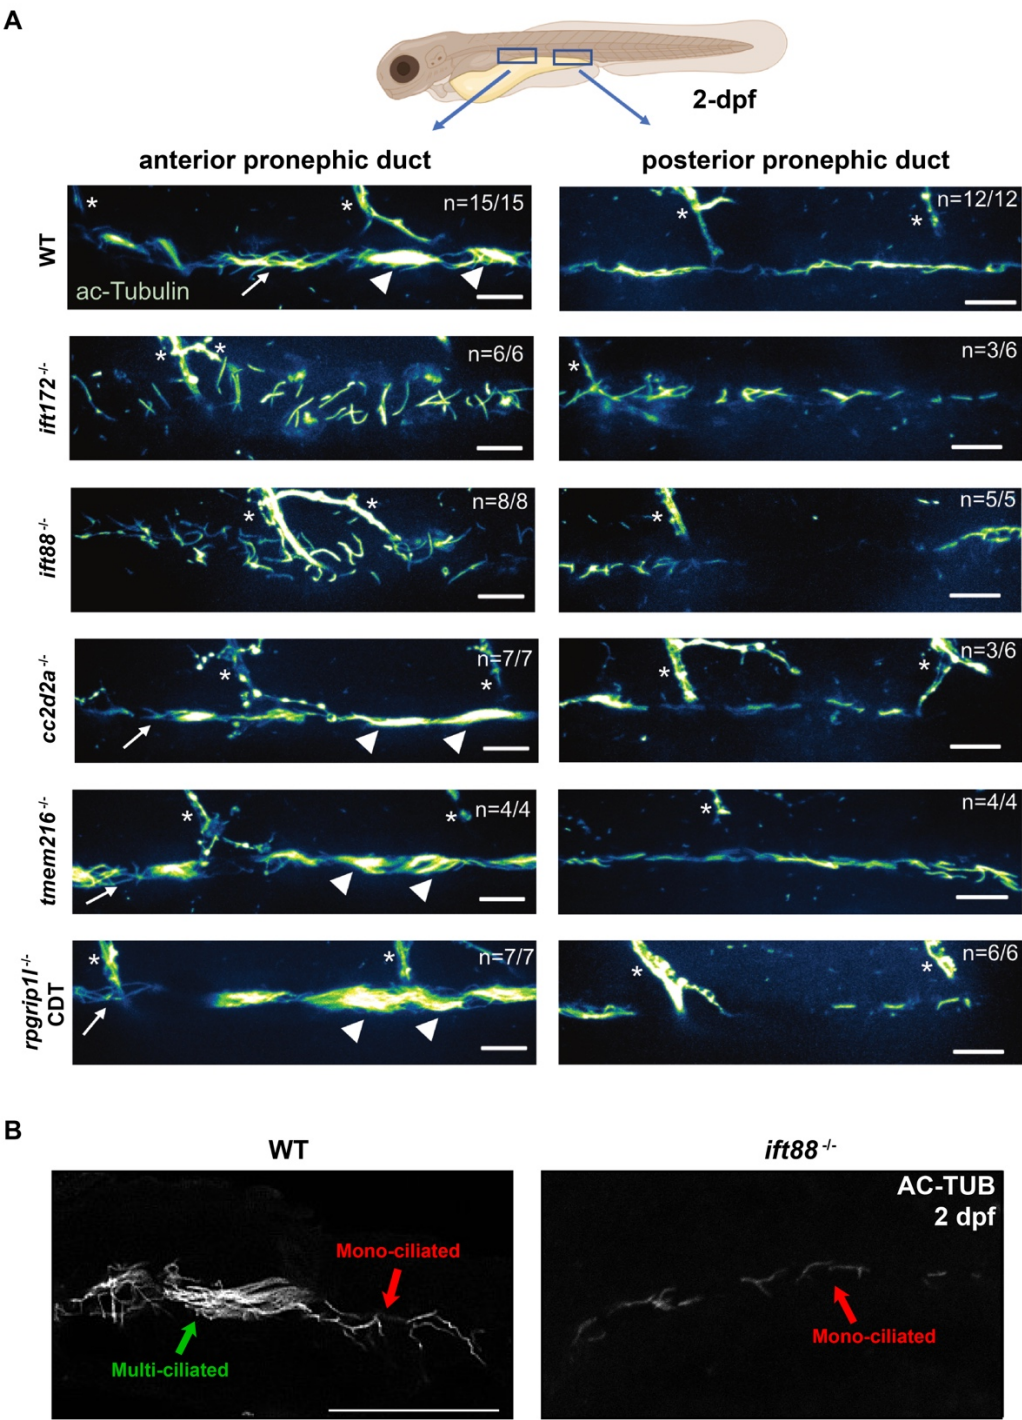

**Fig. S10 Immunostaining of cilia in pronephric duct.** (A) Acetylated-Tubulin antibodies were used to detect cilia in anterior and posterior regions of the pronephric duct (box shown in zebrafish icon) at 2 dpf. Representative images of anterior and posterior pronephric du ct

acetylated-tubulin staining (green fire blue LUT) are shown for wild-type, *ift172*<sup>-/-</sup>, *ift88*<sup>-/-</sup>, *cc2d2a*<sup>-/-</sup>, *tmem216*<sup>-/-</sup> and *rpgr1p1*<sup>-/-</sup> embryos. Wild-type siblings were analyzed for each mutant. All mutant embryos analyzed had a curled down tail phenotype. In wild-type embryos, the anterior pronephric duct has a mixture of multiciliated tufts (arrowhead) and monocilia (arrow). Posterior pronephric ducts have only monocilia. Motor axons are also stained by acetylated-tubulin antibodies (marked with asterisks). n=number of embryos with the depicted staining/total number of embryos analyzed. Scale bar=25mm. (B) The zoom-in image of anti-acetylated-tubulin stained pronephric duct of 2 dpf wildtype (left) and *ift88*<sup>-/-</sup> (right) zebrafish embryos. Green arrow indicates multiciliated tuft, while red arrow points out single cilia. Scale bar: 50µm.

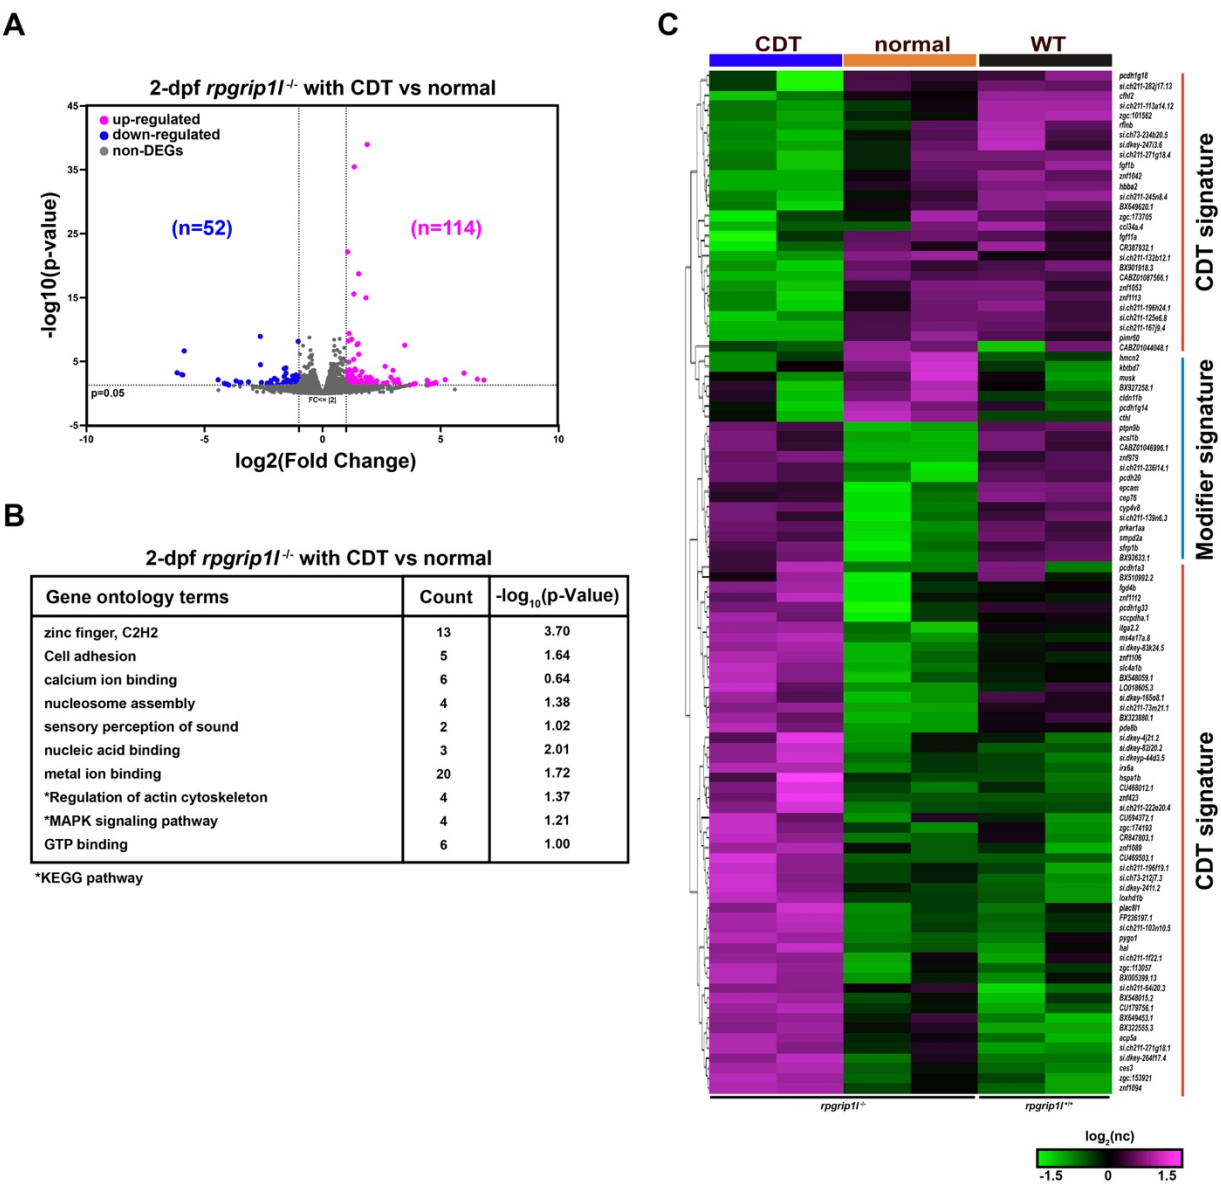

**Fig. S11. Bulk RNA-Seq analysis for 2 dpf *rpgril1*<sup>-/-</sup> with curl-down tail versus with normal-looking tail.** (A) Volcano plot showing 166 DEGs comparing *rpgril1* mutants with CDT verse with normal phenotype at 2 dpf. (B) Gene ontology (GO) analysis of 166 DEGs showing at the *rpgril1* mutants with variable correction at 2 dpf. (C) k-means clustering of log2 normalized counts for TOP 100 DEGs in 2 dpf *rpgril1*<sup>-/-</sup> with curl-down tail (CDT), *rpgril1*<sup>-/-</sup> with normal tail (normal) and *rpgril1*<sup>+/+</sup> groups (WT).

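The volcano plot sets the change of each gene between CDT and normal against its p. Among genes with an adjusted p under 0.05 and at least 1 CPM, whose libraries did not overlap between the groups, ITGA2 (ENSDARG00000062974) rose most, with 39 and 36 counts in CDT against 2 and 1 in normal. Set against the limit of 3 counts, it was at least 8.24-fold higher in CDT (adjusted p = 1.98e-05, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). HSPA8 (ENSDARG00000037403) followed with a log2 fold change of 2.40 (adjusted p = 0.00165 by edgeR), a value that rests on a CDT library with 125 counts, against 26 in the other and 8 and 15 in normal. Without that library, replicate 2 of CDT, it was 0.80, and DESeq2 did not call this gene (adjusted p = 0.817, against 3.38e-10 with no filter and 0.000314 with upper quartile scaling). PCDH20 (ENSDARG00000036424) rose by 2.10 (SE 0.39, adjusted p = 0.000788, edgeR). The genes that fell most were ENSDARG00000061480, with 0 and 6 counts in CDT and 25 in each normal library, ENSDARG00000094518 and ENSDARG00000097973, all with clone names in place of symbols. Their log2 fold changes were −3.34 (SE 0.62), −2.67 (SE 0.34) and −2.10 (SE 0.18), and their adjusted p were 0.000952, 5.44e-07 and 1.57e-11 from edgeR. Without replicate 2 of CDT, the first of these fell to −7.73, since the other CDT library has no count of it.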

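The clustering sets CDT and normal beside WT, and the same fit gives each group's change against WT. Between CDT and WT, 7945 genes had an adjusted p under 0.05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, with 3932 higher and 4013 lower in CDT. For normal against WT the number was 7769, with 3764 higher and 4005 lower. With library sizes alone in place of TMM, the numbers rose to 11136 and 10730, with 91.7% and 90.7% of the genes higher in the mutants. The genes that fell most encode digestive enzymes. prss59.1 (ENSDARG00000079274) had 312 and 318 counts in WT and none in any mutant library, which makes it at least 136-fold lower in CDT and at least 92.4-fold lower in normal. ctrb.2 (ENSDARG00000093844) and ctrl (ENSDARG00000068680) were at least 19.7-fold and 18.9-fold lower in CDT, and ctrb.1 (ENSDARG00000090428) and ctrb.3 (ENSDARG00000039730) at least 33.8-fold and 29.8-fold lower in normal. ENSDARG00000089934, a gene with a clone name, was higher than in WT by log2 fold changes of 5.08 in CDT (adjusted p = 3.02e-15) and 3.55 in normal (adjusted p = 2.38e-08), both from edgeR. In CDT it was followed by ENSDARG00000104737, at least 10.8-fold higher, and ENSDARG00000102406, with a log2 fold change of 3.55 (SE 0.35). In normal it was followed by ENSDARG00000101321, with 19 and 29 counts against 4 and 0 in WT, and by ENSDARG00000089382, with a log2 fold change of 3.30 (SE 0.20) from 731 and 241 counts in WT, which was 4.14 without replicate 1 of WT and 2.80 without replicate 2. Leaving out replicate 1 of WT moved ENSDARG00000101321 from 3.44 to 7.69.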

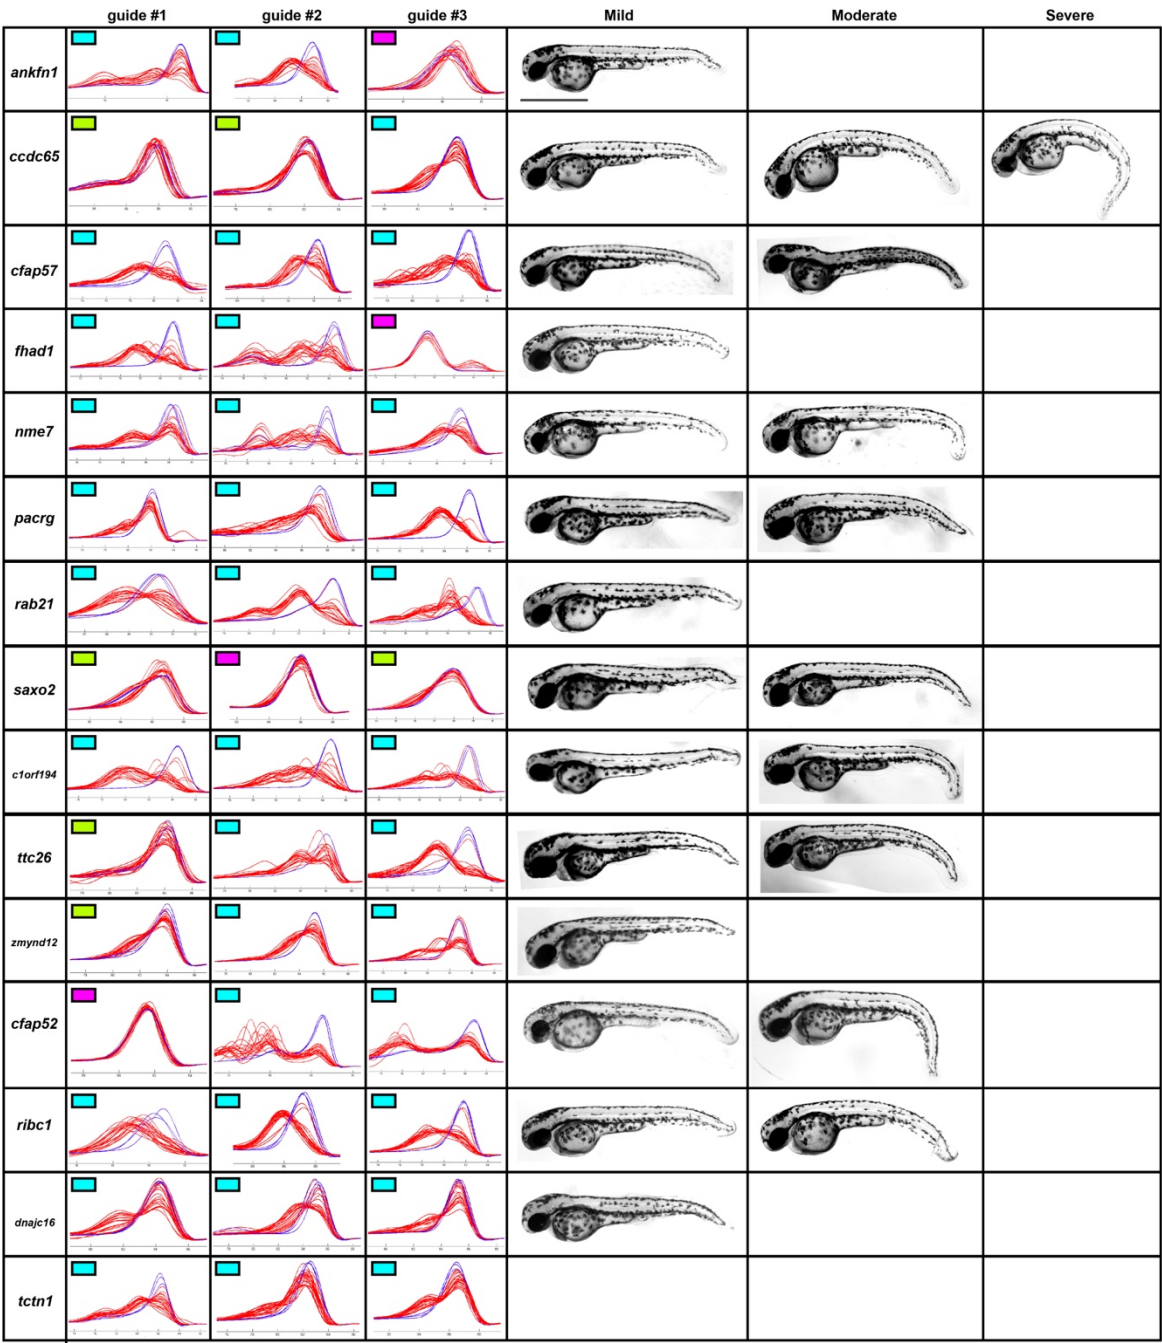

**Fig. S12. Gross null phenotypes of F0 embryos targeting 16 different cilia-related gene candidates by three-guide injection.** HRM curves showing the cutting efficiency of guides and lateral view images of 2 dpf injected G0 embryos of *ankfn1*, *ccdc65*, *cfap57*, *fhad1*, *nme7*, *pacrg*, *rab21*, *saxo2*, *c1orf194*, *ttc26*, *zmynd12*, *cfap52*, *ribc1*, *dnajc16*, and *tctn1* genes. Representative images of observed “severe”, “moderate” and “mild” curl-down tail (CDT). Scale bar: 1000µm. The gRNA efficiency was color-labelled with blue (high-efficiency), yellow (low-efficiency) and magenta (with no efficiency).

Table S1. HRM primers used for validation of cilia mutants.

| HRM Genotyping Primers      |                            |                         |
|-----------------------------|----------------------------|-------------------------|
|                             | Forward Primer             | Reverse Primer          |
| <i>ift88</i> oval allele:   | CAAGCAAAAGAACTATACAAAGGCTA | GGGCATTTGAAATCTGATCC    |
| <i>ift172</i> Δ1+12 allele: | GCGAGTTTTTAATTGGAGTCCT     | TTGGAATTTCTTTGGGAGAAGA  |
| <i>mks1</i> +2 allele:      | TTTCTCAGCAGGAGAGAGGAG      | TTTGACATACAGGAGGCCGT    |
| <i>tmem216</i> Δ8 allele:   | TGATACTCCCTTACCCACAAGA     | GGCACTGACCATAGAAAAGTCTG |
| <i>tmem67</i> Δ11 allele:   | TGTTAAAAATAAGCGTTTTCTCCTG  | TCAGAAGGCTGTCGAAATGA    |
| <i>rpgr1p1l</i> Δ7 allele:  | GAGAGAGGCAGAACGTGTCC       | CTCAAACCTGCCGATCTTGT    |
| <i>cc2d2a</i> Δ7 allele:    | GGATCCAGCCAATCAGAAAA       | TGCATGCTGTGTTTTCTCTG    |
| <i>b9d2</i> +16 allele:     | TTGCATATCATTGGACAGATCA     | AAAGGCTGTTCTGTGGGAAA    |
| <i>cep290</i> Δ23 allele:   | AAACATTTTCTGCGGGATGA       | GCTGCCTACCTCTTCATTGG    |
| <i>tctn1</i> +5 allele:     | TGAGCAGTGCAACTGATGTG       | TCAAACTTTACCCGGTATCCTG  |
| <i>nphp1</i> +2 allele:     | GGGAAGAGGAGAAGCGGTTA       | TGAGAGTGAATGTGTGTTGGAA  |
| <i>nphp4</i> Δ7 allele:     | AACCATGTTTCTTTTAGGCTGA     | GGCTAACAGTGCGGTCAGAG    |

Table S2. Primers used for examining NMD and maternal RNA for cilia mutants.

| Primers to detect NMD and Maternal RNA |                       |                      |
|----------------------------------------|-----------------------|----------------------|
|                                        | Forward Primer        | Reverse Primer       |
| <i>ift88</i> oval allele:              | NA                    | NA                   |
| <i>ift172</i> Δ1+12 allele:            | AGGGCAAAC TGCTGACTCAT | GTGCCAGTGGACAAATTCCT |
| <i>mks1</i> +2 allele:                 | CCCTGTCTGAACACCTCCAT  | AGGTGTAGGCTGAGCTGGAA |
| <i>tmem216</i> Δ8 allele:              | CGATGTTTGTCTCCGCCTAC  | GAGCACAGCATTGAGGACAA |
| <i>tmem67</i> Δ11 allele:              | TCAAGCGTCATCTGATCCTG  | AGGCAACTGAGGTAGGCAGA |
| <i>rpgr1p1l</i> Δ7 allele:             | TCTCGTGCTGATGAACTGC   | CTGAGAGCTGCTTTCGGAGT |
| <i>cc2d2a</i> Δ7 allele:               | GAGATGGCTGGTGGAAAAGA  | CTGGCAGCAAAAGAGGAGTC |
| <i>b9d2</i> +16 allele:                | GACAGGAAGGCGCTGTAAAC  | GGCGAAGAATAATGCAGAGC |
| <i>cep290</i> Δ23 allele:              | GTCAAACCACGGGACCTAAA  | TTGGCTTTGGTGAGTCTCCT |
| <i>tctn1</i> +5 allele:                | CCTCGCTCTACACCGAAGAC  | ACAATCACGTGCCAAATCAA |
| <i>nphp1</i> +2 allele:                | AAACAAAGAGGCCTTGCAGA  | AATGCTGAGATCCCCTTCCT |
| <i>nphp4</i> Δ7 allele:                | AAGCAGTGGGGTCAGGTTTT  | CCATTATGAACCCCAACCAG |

Table S3. IDT guide RNAs used to target 16 different cilia-related candidate genes.

| Gene           | Guide Sequence        | PAM | Exon |
|----------------|-----------------------|-----|------|
| <i>lft172</i>  | AACCTATGTGGTCAAGTCTA  | TGG | 3    |
|                | GGAGTCCTCGAAAAGGCACA  | TGG | 9    |
|                | CAAGCAAGTGGCCTACCTGT  | GGG | 30   |
| <i>cc2d2a</i>  | AGTGTCTGAGTGTCTCACCA  | GGG | 3    |
|                | GAAGTTGTAGGCCTCTTCGG  | CGG | 8    |
|                | TCCACAAACGGCCTGATCAG  | AGG | 26   |
| <i>p53</i>     | CCAAGAGTTCGCGGAGCTCT  | GGG | 2    |
|                | CCGGAGACAAGCGACTATCC  | CGG | 4    |
|                | CGTCCACCACCATTTGAACG  | GGG | 5    |
| <i>puma</i>    | AGAGTGGACGAACATAACTC  | TGG | 2    |
|                | CTGGACGCTGTCCAAGCTGA  | AGG | 2    |
|                | GCTGGACGTGGACTCCTCTG  | AGG | 3    |
| <i>tctn1</i>   | ACTGATGTGAGAAGTTTACC  | AGG | 2    |
|                | ACTCTAGGAACTCTGAGCTT  | GGG | 4    |
|                | TCACCAGACTGCAAGAGCAT  | AGG | 6    |
| <i>lhx1a</i>   | GGTGAGAAGCATCCGTCCAC  | GGG | 1    |
|                | GGTGGAGGAAGATGGTCCAA  | CGG | 1    |
|                | TCTTCTCAAGTTCGTAGATT  | TGG | 2    |
|                | AAGTTCGTAGATTTGGTGAT  | TGG | 2    |
| <i>ptk7a</i>   | GGTTTATGGACGAGAAGACG  | CGG | 1    |
|                | TGTGAAGTAAACGACCCTCA  | GGG | 2    |
|                | AACCCAGGACGCTCTGCAC   | GGG | 2    |
|                | TGAATCTCTGCCACTGACTC  | AGG | 3    |
| <i>b9d2</i>    | CATATCATTTGGACAGATCAT | TGG | 2    |
|                | GGACAGATCATTGGGGCCAC  | CGG | 2    |
|                | TGATTTGCACTACACTACTA  | AGG | 3    |
|                | GTAGTGTAGTGCAAATCAAT  | GGG | 3    |
| <i>ankfn1</i>  | AGGGAGCCACTCATCCTTCG  | AGG | 1    |
|                | GTCATGATGGAGATGTCCAG  | AGG | 2    |
|                | CACCTGGTTGGACAGTTCAC  | TGG | 3    |
| <i>ccdc65</i>  | CAACCCGGCCAGTTTTCCAC  | CGG | 1    |
|                | CAACTTCAAGAGCAGTCTAG  | TGG | 3    |
|                | ATCACTGTAGTGCTTTTCCA  | TGG | 4    |
| <i>cfap52</i>  | ATAATAACAGTGCAGCCAAG  | AGG | 2    |
|                | ACTCAAGTTGGTGTACTCTA  | AGG | 4    |
|                | GTGGAACATCGAAAGTAAGG  | AGG | 4    |
| <i>cfap57</i>  | GTTTCCACACGGAAATATGA  | TGG | 1    |
|                | CCAATCAGATACTTTGAGTC  | AGG | 2    |
|                | CTTACGATGGCTGTAACCTG  | TGG | 4    |
| <i>dnajc16</i> | TGATCAAGATAACCTCAGAT  | TGG | 3    |
|                | TTGACGACACCAAGGATGGA  | TGG | 4    |
|                | CAGAAGGCACTTGGTCAAAC  | AGG | 5    |
| <i>fhad1</i>   | TGGAGTTTAAATACCCAGTT  | TGG | 1    |
|                | CCAAAGTGAAGCTGGTCTCC  | TGG | 2    |

|                 |                      |     |   |
|-----------------|----------------------|-----|---|
|                 | AATATCATGCCACTATTGAC | TGG | 2 |
| <i>nme7</i>     | TGAGTGGTACGACCCCAAGT | CGG | 2 |
|                 | CAACAAGCTGGGCAGTAAGA | AGG | 3 |
|                 | TGTGCCACACCAGAATCCGT | CGG | 6 |
|                 |                      |     |   |
| <i>Pacrg</i>    | TCCTTTAGCCAAAGGTTCAA | AGG | 1 |
|                 | ACGTTTCATAAACTTCCGGA | AGG | 2 |
|                 | CATGACATGCTGGAGCACGG | CGG | 3 |
| <i>rab21</i>    | GAAGACGTACTCGTTCAAGG | TGG | 1 |
|                 | TCTGTAGTAGATGGGCCCAA | GGG | 3 |
|                 | GGTGTACGACGTCACAGATG | AGG | 3 |
| <i>ribc1</i>    | CAGGTCCACGCCAATAACCC | GGG | 1 |
|                 | ACATTAATTATGACCGAAAG | GGG | 2 |
|                 | AAACCTGAGAGCTCAAAGG  | AGG | 3 |
| <i>saxo2</i>    | CTGACAACACGTTGGTCTGA | GGG | 2 |
|                 | CAAGTCTGGAGAGATTGATT | TGG | 3 |
|                 | TGGGAATTCCACAACCTTCC | AGG | 4 |
| <i>c1orf194</i> | CACAAAATGATGAACCGTGG | AGG | 2 |
|                 | TAATCCAAGATGATGATCGT | AGG | 3 |
|                 | TGAATGTCCAAACTGTCCTT | CGG | 3 |
| <i>ttc26</i>    | TTAGATAATCCTCAAGCCTT | GGG | 2 |
|                 | GAGCACGCAGATCTTTGGAC | TGG | 3 |
|                 | ACAATCCGGCCTCAAAGTGA | GGG | 4 |
| <i>zmynd12</i>  | TCTCCTTTAGGATTTGCTAG | CGG | 1 |
|                 | ACAAGCTTTTTCATGAATAC | TGG | 2 |
|                 | CGGATCATGTACTGTCGAAC | TGG | 3 |

Table S4. DEGs for 5 dpf conserved genes between *ift172*<sup>-/-</sup> versus *ift172*<sup>+/+</sup> and *ift88*<sup>-/-</sup> versus *ift88*<sup>+/+</sup>.

[Click here to download Table S4](#)

Table S5. DEGs for 2 dpf *rpgrip1*<sup>-/-</sup> with curled-down tail versus *rpgrip1*<sup>-/-</sup> with normal-looking tail.

[Click here to download Table S5](#)

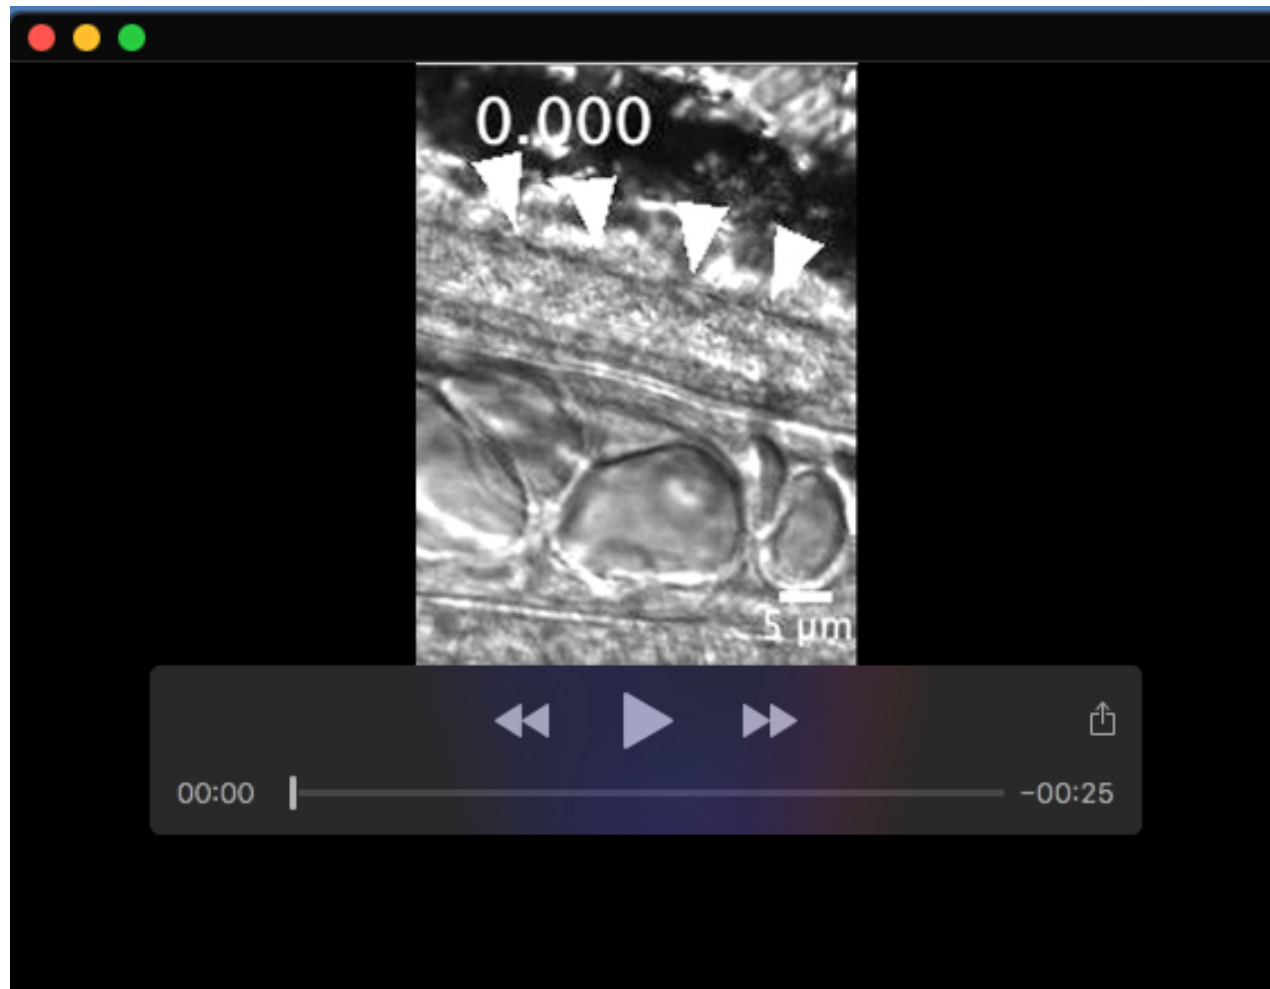

**Movie 1. Motile cilia in the posterior neural tube of a 2 dpf wild-type (cc2d2a sibling) embryo.** Arrowheads point to the neural tube. Differential interference contrast images were captured at 60 frames per second and playback speed is real time. Timestamp=seconds. n=6/6 (number of wild-type embryos with motile neural tube cilia/number of embryos analyzed).

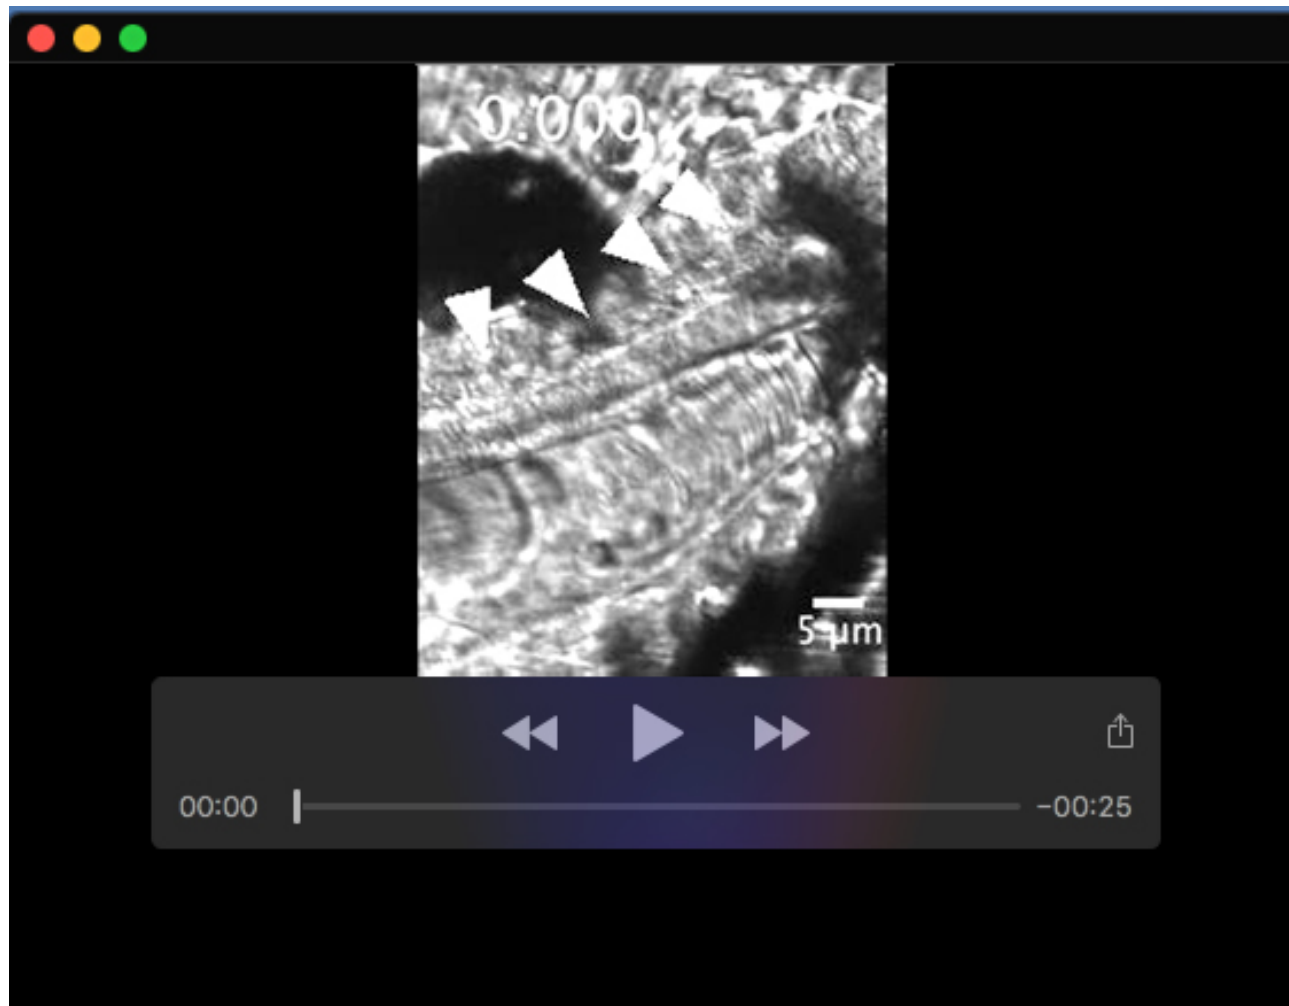

**Movie 2. Motile cilia in the posterior neural tube of a 2 dpf cc2d2a -/- embryo with a curled down tail.** Arrowheads point to the neural tube. Differential interference contrast images were captured at 60 frames per second and playback speed is real time. Timestamp=seconds. n=7/7 (number of mks6 mutant embryos with motile neural tube cilia/number of embryos analyzed).

How the deposited data were processed for this re-analysis (not part of the article)

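RNA from pools of 30 to 35 whole zebrafish embryos was sequenced by the authors in 10 libraries, 2 for each of 5 groups: *rpgrip1l*-/- and WT at 5 dpf, and *rpgrip1l*-/- with CDT, *rpgrip1l*-/- with normal-looking tail and WT at 2 dpf. The other mutants of the paper were not analysed here. The labels name homozygous crosses as the origin of the mutants and crosses of the AB strain as the origin of WT, so the parents differ with the genotype.

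The authors selected poly(A) RNA, sequenced pairs of 150 bp reads, trimmed them with TrimGalore 0.4.4, aligned them to GRCz11 with STAR 2.7.3a and counted them with HTSeq-count 0.12.3 at its default setting. The deposited values are these counts, whole numbers per gene and library without normalization. For the heatmaps, the authors used normalized counts from RSEM 1.3.2, and for gene ontology DAVID 6.8; neither was used here. The DEGs of the paper came from DESeq2.

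Each library gives counts for 32057 genes and 5 counters of reads on no single gene, which were kept out of library sizes and tests. Between 42.5% and 44.3% of the reads fell on genes, 45.6% to 47.3% on no gene, 0.455% to 0.545% on overlapping genes, 3.20% to 6.31% aligned to several places and 4.02% to 6.72% did not align. The counts on genes ranged from 9101264 to 17536165 per library, with a median of 13962408.5. Replicates of a group differed by more than counting noise, with a chi-square per degree of freedom of 2.82 to 7.74, and no library was a copy of another. Intervals and limits that come from counts cover counting error only. A group at or under 3 counts in every library was treated as being at the limit, and a fold against it was given as a lower bound. Reads of near-identical copies and of overlapping or antisense genes could be split or lost by the counting.

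Gene symbols came from a table that pairs identifiers with symbols, which names 28988 of the 32057 identifiers; 1770 symbols are shared by 6133 identifiers. Names in the paper were matched by symbol or by a synonym, and copies that share a symbol were used as a pair where the list names as many copies as the symbol has identifiers. Other names with several identifiers, or with a match only without their copy letter, stayed out of the values of lists, and for genes named in the text every such identifier is given.

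The tests were run with edgeR 4.0.16 in R 4.3.3, on the deposited counts, with TMM scaling, edgeR's filter on low counts by group, the quasi-likelihood test and Benjamini-Hochberg adjustment. The 6 libraries at 2 dpf were fitted together, with 3 residual degrees of freedom, and the 4 libraries at 5 dpf likewise, with 2. Genes were called by an adjusted p under 0.05 and, after the lines drawn in Fig. S11A, by an unadjusted p under 0.05 with a change of at least 2-fold. Standard errors were taken from the fold change and its F statistic. CPM values use TMM-scaled library sizes. Gene lists were tested with fry and camera from limma 3.58.1, with adjustment over 44 list tests. Overrepresentation was tested with Fisher's exact test, two-sided.

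The tests were checked on simulated counts drawn from the real means and library sizes, with 200 genes changed by known folds of at least 2. The changed genes were drawn from those above a minimum expected count. The spread followed edgeR's dispersion trend, without further variation from gene to gene. The numbers called therefore do not cover genes of low counts or smaller changes. At 2 dpf, over 19269 genes, edgeR called 194 of the changed genes and 10 unchanged genes, and DESeq2 called 185 and 1. At 5 dpf, over 19736 genes, edgeR called 191 and 17, and DESeq2 180 and 4. Of the unchanged genes, 96 passed the 2-fold rule at 2 dpf with edgeR and 16 with DESeq2.

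Named genes are those the paper names about these samples and, for each of the 4 comparisons, the 3 genes that rose and the 3 that fell most among genes with an adjusted p under 0.05 by edgeR's test, a mean of at least 1 CPM and no overlap between the libraries of the groups. This rule, the comparisons, the lists of retinal, signature, compensation, TZ and IFT, body axis, candidate cilia, heat shock and erythroid genes, and most alternatives were set before the data were examined. The lists of clock genes and exocrine pancreas genes were added after the results were seen.

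Alternatives were DESeq2 1.42.0 with its size factors, upper quartile scaling, library size alone, no filter on low counts, at least 10 counts in every library, the replicate number as a covariate, only the 4 libraries compared, all 10 libraries fitted together, and each library left out in turn. DESeq2 with no filter, counts drawn down to the smallest library, and every identifier under a symbol were added after the data were seen. With 2 libraries per group, leaving out a library leaves a group with 1, so those fits give values and no test. Gene positions on GRCz11, the build the authors aligned to, were not used here. Only positions on another genome build, GRCz12tu, were at hand. The planned tests of whether changed genes lie together, or near *rpgrip1l*, were therefore not run.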

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

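The tests of stage against WT, of abundant genes, of depth against WT, of shared WT libraries and of clock genes were chosen only after the results were seen.

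The paper reports DEGs between CDT and normal at 2 dpf but gives no number of genes for either group against WT. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 7945 genes had an adjusted p under 0.05 between CDT and WT and 7769 between normal and WT, against 187 between CDT and normal. Both comparisons called 6233 genes, 6227 of them in the same direction, and the log2 fold changes correlated across genes with a Pearson coefficient of 0.888. Genes are not independent replicates, and both comparisons use the same WT libraries. In 20 draws of simulated unchanged groups against shared WT libraries, no gene was called in both, and the correlation reached 0.554 at most. This argues against random spread of the shared WT libraries as the whole cause. WT pools that differ from the mutants for a reason other than genotype would give the same calls in both comparisons. That case was not simulated.

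A difference in depth does not account for these numbers, since 6944 genes were called between CDT and WT, and 6960 between normal and WT, when every library was drawn down to the smallest. Ribosomal protein genes took 15.5% and 15.8% of the counts in the 2 dpf WT libraries and 11.3% to 12.2% in the mutant libraries of that age. A few abundant genes could therefore shift all others. With library size alone in place of TMM, 11136 genes were called between CDT and WT, 91.7% of them higher in CDT, against 49.5% with TMM, because the median of all genes moved by 0.45 on the log2 scale. The 10 most abundant genes took 14.0% and 14.8% of the counts in the WT libraries and 10.9% to 11.4% in the mutant libraries. Differences in share of this size, or of the size seen for ribosomal protein genes, are too small to shift all other genes by 0.45. Whether a wider group of abundant genes does so was not tested. TMM removes the shift of all genes and leaves 7945 genes called, in both directions, and upper quartile scaling leaves 7928. Both numbers argue against such a shift as the whole cause. The split into higher and lower genes depends on the scaling, and the directions given here are relative to TMM. The change against WT also followed expression, with a median log2 fold change in normal embryos from 0.31 in the genes of lowest expression to −0.78 in those of highest.

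If WT embryos had been further in development, genes that rise from 2 to 5 dpf would be lower in the mutants and genes that fall would be higher. Of the genes that rise at least 8-fold, 68.4% were lower in normal embryos than in WT, but of the genes that fall at least 8-fold, 71.5% were lower too. A lead in age thus does not account for the whole pattern, although the rising genes alone go with it. The haplotype around the mutated gene was not tested, because at most 72.5% of the called genes could be placed, fewer than the 80% set as a minimum, and then only on another genome build. Clock genes moved together, all 22 higher in CDT than in WT (median log2 fold change 0.71, fry test p of 0.000134), and 20 of 22 higher in normal. The list was tested as a whole, not by the time of day at which each gene peaks. Its common direction therefore does not by itself show a difference in collection time. Pools collected at different times of day may still contribute to the difference against WT. This cannot be told apart from the genotype, because the collection times are not given and any difference would go with the groups. Parents from different crosses remain open in the same way, as does the loss of *rpgrip1l* itself, and neither was tested.

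At 5 dpf, 771 genes had an adjusted p under 0.05 between *rpgrip1l*-/- and WT (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 257 higher and 514 lower. With library size alone, 892 genes were called and 63.1% of them were higher, against 33.3% with TMM, with a shift of all genes by 0.10 on the log2 scale. The paper does not give this number. The genes that fell most were ENSDARG00000117241 (no count in either mutant library, 70 and 36 in WT), ca15c (ENSDARG00000002259) and LIPC (ENSDARG00000053476), at least 15.3-fold, 16.0-fold and 11.7-fold lower. The genes that rose most were ENSDARG00000089934, ENSDARG00000100460 and 5S_rRNA (ENSDARG00000104133), by log2 fold changes of 3.06, 3.03 and 2.70. Drawn down to the smallest library, the comparison called 786 genes, which argues against depth. Of the 18724 genes tested at both ages, 404 were called at 5 dpf and between CDT and WT at 2 dpf, 318 of them (78.7%) in the same direction, although these comparisons share no library. Over all 18724 genes, the Spearman correlation of the log2 fold changes was only 0.174, and 0.185 with normal in place of CDT. Of the 179 genes among them called between CDT and normal, 52 were also called at 5 dpf. Their direction was the same in 34 and opposite in 18, and the correlation over all 18724 genes was −0.042. The cause of this overlap was not tested. Across all 3 comparisons with WT, 325 genes were called, 59 higher and 200 lower in all 3. Clock genes were lower at 5 dpf in 21 of 22 cases (median log2 fold change −0.29, fry test p of 0.0438, adjusted to 0.120 over the 44 list tests). A different time of collection may contribute here as well, and it cannot be told apart from the genotype for the same reason. The parents and the loss of *rpgrip1l* remain open and untested.

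The effect of the genotype differed between the ages. A test of the difference itself, in a fit of all 10 libraries, gave 4917 of 21016 genes with an adjusted p under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), of which 3080 had a higher effect at 5 dpf and 1837 a lower one. With normal embryos alone at 2 dpf, 4338 genes passed. The age is a biological difference in the design, but the scaling moves the split of the 2 dpf calls, since in the fit of all 10 libraries 39.3% of the CDT calls were higher than WT, against 49.5% in the 2 dpf fit. The opposite direction of the clock genes, with fry test p of 0.000134 and 0.0438 at the 2 ages, keeps the time of collection open as a contribution. The tail form of the 5 dpf mutant pools was not used here, so whether it matters was not tested.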

How the results depend on the processing

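The alternatives were set before the data were examined, except those named as added. With 2 libraries per group, fits without a library give values and no test, so calls and numbers of calls have no such value. Where no cause is named, the cause was not tested.

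Between CDT and normal, 187 genes had an adjusted p under 0.05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 288 passed the 2-fold rule. DESeq2 gave 83 and 130, and 81 of its 83 and 129 of its 130 genes were among those of edgeR. The fit of all 10 libraries gave 81 genes by adjusted p. A minimum of 10 counts in every library left 51 genes past the 2-fold rule, because it removes genes of low expression, which make up most of the 288. DESeq2 with no filter, added after the data were seen, gave 77 and 151 genes with all 6 libraries and 44 and 126 with the 4 libraries compared. Drawn down to the smallest library, also added, 178 and 249 genes passed, of which 154 and 161 were among the 187 and the 288. By adjusted p, upper quartile scaling, library size alone, no filter, at least 10 counts and the 4 libraries compared stayed within 1.5 times of the main number, from 130 to 255 genes. By the 2-fold rule, upper quartile scaling, library size alone, no filter, the 4 libraries compared and all 10 libraries did, from 283 to 399.

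For CDT against WT, 2027 genes passed the 2-fold rule, 4128 with library size alone and 1168 with at least 10 counts. For normal against WT, the numbers were 2115, 3911 and 1241. With library size alone, all genes move by 0.45 on the log2 scale, and 95.6% and 94.5% of the genes past the rule were higher in the mutants, against 74.1% and 69.6% with TMM. In the fit of all 10 libraries, 39.3% and 38.9% of the calls by adjusted p were higher, against 49.5% and 48.4%, and 62.6% and 57.5% of the genes past the rule. The numbers by adjusted p stayed within 1.5 times of the main numbers under every alternative run, from 5450 to 11136 and from 5353 to 10730.

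At 5 dpf, 771 genes were called by adjusted p, 418 with DESeq2 and 1231 in the fit of all 10 libraries. By the 2-fold rule 529 genes passed, and 270 with at least 10 counts, where fewer genes of low expression are tested.

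The odds ratio of znf genes was 2.93 and fell to 2.06 with DESeq2 (Fisher's exact test, p = 0.187). The median of the retinal list was 0.22 at 5 dpf and went from 0.085 without replicate 1 of WT to 0.32 without replicate 2 of WT. The log2 fold change of *urp2* at 5 dpf was 1.04 and went from 0.63 to 1.35 across the 4 fits without 1 library. The correlation across genes of the CDT to normal change with the change from 2 to 5 dpf was 0.084, from 0.0451 to 0.109 without 1 library. All 9 tested genes of the modifier signature kept the direction of the heatmap under every alternative run, and 13 of 13 did with no filter. For the CDT signature it was 41 of 42, 49 of 50 with no filter, and 40 of 42 without replicate 2 of normal. No compensation factor, nor *bsnd*, was called between CDT and normal with edgeR, DESeq2, upper quartile scaling, no filter or the replicate block, the settings run for these genes.

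Values close to 0 changed sign. For *rpgrip1l*, the log2 fold change without 1 library went from −0.72 to 0.17 between CDT and normal, from −0.72 to 0.19 between CDT and WT, from −0.29 to 0.34 between normal and WT and from −0.74 to 0.36 at 5 dpf, and with DESeq2 it was −0.00083 between normal and WT. Between CDT and normal, *rpgrip1* went from −0.12 to 0.78, ENSDARG00000056794 (ARL3) from −0.88 to 0.25, ENSDARG00000071409 (ARL3) from −0.17 to 0.093, *arl13a* from −0.16 to 0.13, *arl13b* from −0.030 to 0.021 and *unc119b* from −0.068 to 0.12 without 1 library. At 5 dpf, *grk1b* went from −0.049 to 0.33. Against WT, *arl13b* stood at −0.031 in CDT and −0.027 in normal, and at 0.020 and 0.022 with upper quartile scaling. Without 1 library it went from −0.13 to 0.069 and from −0.13 to 0.073, *bsnd* in CDT from −0.89 to 0.069 and ENSDARG00000056794 in normal from −0.71 to 0.33. Over the 75 results for named genes, 283 values under other settings kept direction and side of the threshold, 10 lost the call, 2 gained it and 5 reversed. Without 1 library, 168 values stayed within the spread between replicates, 111 moved beyond it and 21 reversed.

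The groups share replicate numbers but nothing states that a number marks a shared clutch or day. Deviations of libraries with the same number correlated with coefficients of 0.053, 0.040 and 0.024 at 2 dpf and 0.054 at 5 dpf. Over all genes the numbers therefore hardly pair the libraries. A correlation over all genes cannot exclude a shared clutch or day that moved part of them. With a replicate block, 298 genes were called between CDT and normal and 1212 at 5 dpf by adjusted p, and *urp2* at 5 dpf had a log2 fold change of 1.03 (adjusted p = 0.0421, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *arl13a* and *arl13b* stood at 0.0090 and 0.00022 between CDT and normal.

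The planned tests of the position of changed genes, within 0.2 Mb or 5 Mb of each other or near *rpgrip1l*, and with 1 gene per family, were not run, because fewer than 80% of the genes were placed.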

Differences from the paper's values

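By an unadjusted p under 0.05 and a 2-fold change, 288 genes differed between CDT and normal at 2 dpf, against the paper's 166. Of the alternatives set before the data were examined, DESeq2 gave 130, within 1.5 times of the paper's 166. Upper quartile scaling (290), library size alone (283), no filter (399), at least 10 counts in every library (51), the replicate block (288), only the 4 libraries compared (285) and all 10 libraries fitted together (354) did not. DESeq2 with no filter gave 151 genes with 6 libraries and 126 with 4, and both settings were chosen after seeing the values. The paper's methods name DESeq2 without stating a filter or a threshold.

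By an adjusted p under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 187 genes differed, within 1.5 times of the paper's 166. Library size alone gave 166, upper quartile scaling 200, at least 10 counts 203 and the 4 libraries compared 130, all within 1.5 times. DESeq2 (83), no filter (255), the replicate block (298), all 10 libraries (81) and the added DESeq2 fits with no filter (77 and 44, chosen after seeing the values) were not.

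By the 2-fold rule, 199 genes were higher and 89 lower in CDT, against the paper's about 110 and about 52 in Fig. S11A, read by eye. With DESeq2, 89 were higher and 41 lower, within 1.5 times, and none of the other alternatives set before the data were examined closed the gap for either number. DESeq2 with no filter gave 100 and 51 with 6 libraries and 87 and 39 with 4, again chosen after seeing the values.

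The paper sorts genes into signatures by whether they were altered in only one of the groups against WT. Of the 9 tested genes of the modifier signature, 6 had an adjusted p under 0.05 against WT in both CDT and normal (edgeR), and of the 42 tested genes of the CDT signature, 13 did in both and 4 in normal alone. The heatmap shows ENSDARG00000113660 higher in CDT than in normal, and its log2 fold change was −0.79 (adjusted p = 0.351 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).

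The paper names *cep76* and *musk* among the genes that differ in the modifier signature. Between CDT and normal, their adjusted p were 0.131 and 0.354 by edgeR's test, and neither was called with DESeq2, upper quartile scaling, no filter or the replicate block, although both passed an unadjusted p of 0.05 with edgeR. Against WT, normal embryos differed in both, with log2 fold changes of −1.62 for *cep76* (adjusted p = 1.37e-07) and 1.06 for *musk* (adjusted p = 0.0120, a call not made by DESeq2) from edgeR. In CDT, *cep76* differed from WT too (−0.85, adjusted p = 0.000674) and *musk* did not (0.31, adjusted p = 0.520), again with edgeR. The paper states that *urp2* was upregulated in *rpgrip1l* mutants at 5 dpf. Its log2 fold change of 1.04 had that direction, with an adjusted p of 0.0995 by edgeR's test. It was not called with DESeq2 (adjusted p of 0.305), upper quartile scaling (0.0975) or no filter (0.0974). Only the fit with the replicate block called it (0.0421), and whether the replicate numbers mark pairs of libraries is not known.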

Other observations

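The tests of stage between CDT and normal, and of haplotype and heat shock for that comparison, were chosen before the results were seen. Drawing counts down to the smallest library, the test used for depth, was added after the data were seen. The tests of exocrine pancreas genes and of reads on no gene were chosen after.

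The genes past the 2-fold rule between CDT and normal were weighed against 4 technical explanations. If the groups differed in developmental stage, their changes would follow the change of WT from 2 to 5 dpf, but the Spearman correlation across the 288 genes was 0.123, and 0.056 to 0.148 without 1 library. Of the genes that rise at least 8-fold with age, 635 of 1182 were higher in CDT, and of those that fall, 111 of 193 were higher as well. Depth was lower in 1 normal library, and the genes past the rule have low expression, which goes with an effect of depth, but 249 genes passed with every library drawn down to the smallest. As 96 unchanged genes passed the rule in simulated counts, some of the 288 may be chance calls, and only 161 genes were shared between both counts. Heat shock genes moved both ways, with 4 higher and 2 lower in CDT adjusted over the list alone, but the rises reached 2.02 on the log2 scale and the falls only −0.44. Handling or stress of 1 group therefore remains open. Haplotypes that differ between the pools remain open, because 49.3% of the 288 genes could be placed, and then only on another genome build, so whether they lie together was not tested. A link of the genes to the tail form therefore remains a hypothesis.

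Digestive enzymes of the exocrine pancreas were lower in the mutants than in WT at 2 dpf, all 15 tested genes in both groups. The median log2 fold change was −5.91 in CDT, or −4.01 with the 8 genes at the limit of 3 counts set to their bound, and −4.80 in normal, or −4.02 with 9 genes at their bound. Summed over the list, CPM was 222 in WT and 11.4 in the mutants. The WT libraries differed from each other by a ratio of 1.095, which argues against RNA from a mixed sample in 1 of them. From 2 dpf CDT to 5 dpf *rpgrip1l*-/-, the median of the list rose by 10.4 on the log2 scale. That value rests in part on genes at the limit of 3 counts in CDT, so its size is uncertain. Summed over the list, CPM was 14.0 and 12.5 in the CDT libraries and 12778 and 6000 in the 5 dpf *rpgrip1l*-/- libraries. A small lead in age of the WT embryos may therefore give a large difference in these genes. This cannot be told apart from an effect of the genotype, since age and genotype would differ together and no age was recorded more finely. At 5 dpf, all 21 tested genes were lower in *rpgrip1l*-/- too, with a median log2 fold change of −1.09, and 19 had an adjusted p under 0.05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, while the fry test of the list gave an adjusted p of 0.248. The list was drawn up after such genes were seen among those that fell most, and the paper does not report them.

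In all 10 libraries slightly more reads fell on no gene than on genes, with a median ratio of 1.07 and a range from 1.04 to 1.096. A candidate explanation is that an unstranded library was counted with HTSeq-count's default setting, which reads libraries as stranded and leaves out about the same number of reads from the other strand. The ratio is close to the value of 1 that this needs, but it cannot be told apart from reads on introns or unannotated sequence, because only counts were used here. The counting setting would be the same for every library and would lower the depth of each. At 2 dpf the ratio was 1.050 and 1.043 in WT, 1.086 and 1.089 in normal, and 1.095 and 1.096 in CDT. At 5 dpf it was 1.061 and 1.065 in WT and 1.069 and 1.073 in *rpgrip1l*-/-. At 2 dpf, 6.24% and 6.72% of reads did not align in WT, against 4.02% to 4.70% in the mutants. Reads aligned to several places were 4.05% and 3.48% in WT and 4.95% to 6.31% in the mutants. Whether these differences contribute to the calls against WT was not tested.

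At 2 dpf, *urp2* was lower in CDT than in normal by a log2 fold change of −1.34 (SE 0.53, adjusted p = 0.307) and lower than in WT by −1.91 (SE 0.50, adjusted p = 0.00194), both by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The counts were 11 and 4 in CDT, 10 and 21 in normal and 24 and 19 in WT, and the values were −2.17 and −2.74 without replicate 1 of CDT and −0.85 and −1.4 without replicate 2 of CDT. Without replicate 2 of normal, the change from normal was −1.01.

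The other lists of genes from the paper, and lists of marker genes, moved little between CDT and normal. Of 12 TZ and IFT genes, none had an unadjusted p under 0.05 and the median log2 fold change was 0.08. Of 4 body axis genes, 1 had an unadjusted p under 0.05 and none passed adjustment. Of 9 candidate cilia genes, 1 had an adjusted p under 0.05 over all genes, higher in CDT. Of 22 clock genes, 12 were higher and 10 lower, and none had an unadjusted p under 0.05. Exocrine pancreas genes were higher in CDT in 10 of 15 cases, with 1 unadjusted p under 0.05. Erythroid genes had a median log2 fold change of 0.30, and 3 of 6 had an adjusted p under 0.05 over all genes, all higher in CDT, while the fry test of the list gave an adjusted p of 0.141. Against WT their medians were −0.49 in CDT and −0.86 in normal, and 0.47 at 5 dpf, where 3 of 5 passed. Retinal genes at 2 dpf had a median log2 fold change of 0.17 over 17 genes, none of which passed adjustment (3 had an unadjusted p under 0.05), and the median was 0.32 without replicate 1 of CDT and 0.044 without replicate 2 of normal. Against WT the median was −0.55 in normal, where 5 genes passed, all lower, and −0.22 in CDT, where 7 passed, 6 of them lower. The fry test of the list gave adjusted p of 0.0151 and 0.0316, while at 5 dpf the median was 0.22 (fry, adjusted p of 0.289). Without 1 library the median in normal went from −0.50 to −0.37. In CDT it was 0.041 without replicate 2 of CDT, −0.12 without replicate 1 of CDT and −0.052 without replicate 2 of WT. With no filter, over 38 genes, the medians against WT were −0.63 in normal and −0.85 in CDT. Which group was lower therefore depended on the filter. These adjusted p come from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and those of lists from fry.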
